# Gene Expression Divergence Between Locally Adapted Inland Annual and Coastal Perennial Ecotypes of *Mimulus guttatus* Across Developmental Stages

**DOI:** 10.1111/mec.70080

**Published:** 2025-08-14

**Authors:** Jason D. Olsen, Billie A. Gould, Yani Chen, David B. Lowry

**Keywords:** auxin, gibberellin, hormone, Jasmonic acid, reproductive isolation, transcription

## Abstract

The action of natural selection across heterogeneous natural landscapes drives local adaptation and the formation of plant ecotypes, the precursors to new species. Plant ecotypes typically differ significantly in morphology, physiology, and development, yet our understanding of their underlying genetic basis remains limited. Despite their importance, studies of the molecular underpinnings of ecotypic divergence through developmental stages are rare. Here, we compared gene expression at different developmental time points between ecologically reproductively isolated coastal perennial and inland annual ecotypes of the yellow monkeyflower, *Mimulus guttatus* . We took two major approaches to understand differences in gene regulation between the ecotypes at the level of gene networks. First, we evaluated expression variation between the ecotypes in candidate molecular pathways. Next, we conducted gene co‐expression network analyses to identify new candidate mechanisms driving ecotypic divergence. Overall, we found significant differences in global expression between the ecotypes and across developmental stages. Among the candidate pathways we evaluated, genes in the jasmonic acid pathway were the most significantly enriched for divergent gene expression. This includes the most differentially expressed gene in our analyses, which is a key gene (cytochrome P450 CYP94B1) involved in the degradation of bioactive jasmonic acid. Our gene co‐expression network analysis revealed different but complementary insights into the differential regulation of genes between the ecotypes, especially at a more microscopic level of these organisms. Overall, our research further supports the hypothesis that plant hormone pathways play a crucial role in the evolution of plant ecotypes and, consequently, the emergence of new species.

## 1 Introduction

The evolution of new species generally occurs over long periods of time and involves a combination of geographic isolation, natural selection, and genetic drift (Coyne and Orr 2004). In plants, speciation is thought to often be facilitated through ecogeographic isolation among populations driven by local adaptation (Schemske 2000; Sobel et al. 2010; Sobel 2014; Butlin and Faria 2024). This process leads to the formation of ecotypes, which initially are reproductively isolated by ecological isolating barriers (Lowry et al. 2012; Butlin and Faria 2024). These ecotypes generally have higher fitness in their native habitats, which limits gene flow between habitats and, in turn, facilitates the buildup of greater divergence and reproductive isolating mechanisms (Sobel et al. 2010; Lowry et al. 2012). In this way, ecotypes can be viewed as intermediates in the process of speciation.

Some of the greatest progress in our understanding of the evolution of plant ecotypes comes from studies of the adaptive divergence between coastal and inland plant ecotypes. Indeed, Turesson's (1922a, 1922b) ecotype concept was largely inspired by the high level of morphological divergence between coastal and inland populations of plants in Sweden. Clausen, Keck, and Hiesey famously followed up on the work of Turesson through multiple monograph‐length studies of coastal and inland ecotypes of multiple plant species in California (Clausen et al. 1940, 1948). Since that time, several other researchers have found similar patterns of differentiation between coastal and inland ecotypes worldwide (Boyce 1954; Nagy and Rice 1997; Foster et al. 2007; Verhoeven et al. 2008; Itoh et al. 2024). From these studies, some major generalisations can be made about ecotypic differentiation associated with coastal habitats (Lowry et al. 2012). Coastal ecotypes are generally more dwarfed in stature, prostrate in their growth form, and flower later than inland ecotypes of the same species. Boyce (1954) argued that much of this growth form difference was due to coastal plant adaptations to oceanic salt spray and suggested that coastal ecotypes might be better referred to as salt spray ecotypes.

While the concept of plant ecotypes was first formulated by Turesson (1922a, 1922b) over a century ago, our understanding of the genetic, physiological, and developmental mechanisms underlying the evolution of ecotypes remains limited. Some of the largest advances in our understanding of ecotype evolution have come from the coastal ecotype systems, where molecular genetic and genomic tools have recently become available. For example, recent molecular research on the evolution of dune and headland populations of *Senecio latifolius* on the east coast of Australia has revealed many clues about the evolution of plant ecotypes (Roda et al. 2013; James et al. 2021, 2023; Wilkinson et al. 2021; Broad et al. 2024). In *S. latifolius* , the headland ecotype experiences intense winds and presumably salt spray, which in combination with the availability of steep cliff habitat has driven a dwarfed and prostrate growth architecture. In contrast, the dune ecotype is taller with an upright growth habit, which may reflect a more sheltered habitat where this growth form is advantageous. Recent genetic research on this system suggests a complex genetic basis for the differences in physiology and development between the dune and headland ecotypes. Despite this complexity, there is strong evidence for a role of evolutionary changes in the auxin hormone pathway being involved in the changes in growth form, especially with a large divergence in gravitropism between the ecotypes (Wilkinson et al. 2021; James et al. 2023; Broad et al. 2024).

Given the major role that plant hormone pathways play in shaping the growth form and physiology of plants, it is perhaps not surprising that they may also play a key role in the evolution of plant ecotypes (Voesenek and Blom 1996; VanWallendael et al. 2019; Broad et al. 2024). Recent research has shown that hormone pathways interact with each other through complex crosstalk through which they coordinate development and stress responses (Fujita et al. 2006; Depuydt and Hardtke 2011; Murphy 2015; Aerts et al. 2021; Gasperini and Howe 2024). For example, the jasmonic acid and gibberellin hormone pathways are thought to coordinate plant trade‐offs between growth and defence at least partially through the interaction of JASMONATE ZIM‐domain (JAZ) and DELLA genes in each of these hormones' respective signalling pathways (Pieterse et al. 2014; Howe et al. 2018; Guo et al. 2018). While we are still far from understanding the highly complex network of plant hormone interactions, our current knowledge of these pathways provides great utility for gaining new insights into how plant ecotypes evolve through local adaptation to different habitats.

To better understand how hormone and other key pathways have shifted in the evolution of plant ecotypes, we conducted a study of gene expression divergence between coastal and inland ecotypes through developmental stages, from the first set of true leaves to the emergence of floral buds. The focus of our study was on coastal and inland ecotypes in the yellow monkeyflower, *M. guttatus* . Over the past two decades, extensive research has been conducted to understand the evolutionary mechanisms underlying the divergence of inland annual versus coastal perennial ecotypes in this species (Hall et al. 2006, 2010; Lowry et al. 2008, 2009; Lowry and Willis 2010; Twyford and Friedman 2015; Twyford et al. 2015; Gould et al. 2017, 2018; Popovic and Lowry 2020; Kollar et al. 2025). There are large differences in a wide swath of traits between coastal perennial and nearby inland annual ecotypes (Abrams 1951; Hitchcock and Cronquit 1973; Vickery Jr. 1978; Lowry et al. 2008). These ecotypes diverge in traits such as growth rate, morphology, phenology, and resistance to herbivory, and are locally adaptive in reciprocal transplant experiments (Hall and Willis 2006; van Kleunen 2007; Lowry et al. 2008; Hall et al. 2010; Lowry et al. 2019). In general, the inland annual ecotype flowers early to avoid seasonal drought and produces fewer true leaves before developing floral buds. The coastal perennial ecotype flowers later and produces more leaf pairs before budding. Based on the morphological distinctness of the coastal perennial ecotype, some taxonomists have raised it to the species level, naming it the magnificent monkeyflower, *Mimulus grandis* (syn. *Erythranthe grandis*; Nesom 2012). However, given the high level of allele sharing between coastal perennial and inland annual groups of populations (only four fixed nucleotide differences out of > 29 million SNPs; Gould et al. 2017), we more cautiously treat each group as an ecotype instead of a species. While we do not consider the coastal perennial and inland annual ecotypes as distinct species, we do recognise that they are on the speciation continuum, as they have acquired a significant level of ecologically based reproductive isolation (Lowry et al. 2008; Lowry and Willis 2010).

Prior research on the coastal perennial and inland annual ecotypes suggests that their morphological divergence is largely driven by evolutionary shifts in hormone pathways. This hypothesis first emerged as a result of a prior population genomic outlier study (Gould et al. 2017), which identified genes in the gibberellin hormone pathway as top candidate genes for ecotype divergence. One of those candidate genes, *GA20ox2*, a key enzyme in the gibberellin biosynthetic pathway, is located in a chromosomal inversion polymorphism on chromosome 8 that is responsible for a substantial portion of the divergence between coastal perennial and inland annual ecotypes (Lowry and Willis 2010; Friedman 2014; Lowry et al. 2019; Blanchard et al. 2024). A recent study found that *GA20ox2* is not expressed in leaves; however, it exhibits higher expression in the shoot apices of inland annuals compared to coastal perennials (Kollar et al. 2025). This differential expression could initiate a developmental cascade that impacts the expression of other important pathways in developing leaves, branches, and reproductive structures, which may explain some of the broad phenotypic effects associated with the chromosome 8 inversion. Indeed, the application of gibberellin (GA3) to coastal perennial plants leads to substantial phenotypic changes, converting their growth architecture from prostrate to upright (Lowry et al. 2019) and making them more susceptible to oceanic salt spray in the field (Toll et al. 2024). Beyond its significant morphological and phenological effects, the chromosome 8 inversion also contributes to elevated constitutive and inducible levels of defensive phenylpropanoid glycoside (PPG) in coastal perennials versus inland annual plants (Lowry et al. 2019; Blanchard et al. 2024). This finding suggests the involvement of the jasmonic acid (JA) hormone pathway in the differentiation of coastal and inland plants, as PPG production is known to be stimulated by jasmonic acid. Given the known cross‐talk between the gibberellin and jasmonic acid pathways (Fujita et al. 2006; Yang et al. 2012; Wasternack 2017; Züst and Agrawal 2017; Guo et al. 2018), evaluation of expression patterns for genes in those pathways could provide further insights into the mechanisms underlying the divergence of the ecotypes.

In this study, we analysed patterns of gene expression between coastal perennial and inland annual accessions of *M. guttatus* across development, from the production of the first pair of true leaves to the emergence of floral buds. The primary goal of this work was to understand how coastal perennial and inland annual ecotypes are differentiated at the level of gene networks. To that end, we took two complementary approaches. First, we evaluated how individual genes were differentially regulated between ecotypes and across developmental stages, across all of the major plant hormone pathways. Based on our prior work, we hypothesised that the gibberellin and jasmonic acid pathways would have an elevated level of differential gene expression between the ecotypes. In addition to hormone pathways, we evaluated gene expression in the Salt Overly Sensitive (SOS) pathway, as a few key genes in this pathway were implicated in divergence between the ecotypes in prior work (Gould et al. 2018). Following our analyses of individual genes in candidate pathways, we conducted a whole‐genome transcriptional module analysis using a Weighted Gene Co‐expression Network Analysis (WGCNA; Langfelder and Horvath 2008). This analysis did not incorporate any prior knowledge about the *M. guttatus* system and was thus effective at generating additional new hypotheses of mechanisms underlying divergence of the ecotypes. Overall, we found that the two approaches to understanding gene expression at the network level provided different, yet complementary, insights into ecotype divergence.

## 2 Methods

### 2.1 Plant Material

To identify patterns of gene expression divergence between the ecotypes, we selected one coastal perennial (SWB‐4) and one inland annual (LMC‐17) accession for a detailed study throughout development. The coastal perennial SWB population (N 39.02.159, W 123.41.428) is located near Manchester, CA, while the inland annual population LMC (N 38.51.839, W 123.05.035) is located near Boonville, CA. By focusing on two accessions, we were able to achieve a high level of replication for each developmental stage. Seeds from each accession consisted of self‐fertilised families that were two generations inbred in the laboratory before the experiments. To eliminate potential maternal effects, seeds were grown for one additional generation at Michigan State University (MSU, East Lansing, MI) in the four months before the growth chamber experiment, where tissue was collected for gene expression analysis.

### 2.2 Plant Growth Conditions

Surface‐sterilised *Mimulus guttatus* seeds were placed on 60 mm diameter × 15 mm height Petri dishes containing half‐strength Linsmaier and Skoog (LS) medium: 1.5% w/v sucrose and 0.25% Phytagel (P8169, Sigma, St. Louis, MO). Seeds were then stratified at 4°C in the dark for 14 days. After cold treatment, plants were germinated at 20°C under a 16 h 100 mE light/8 h dark cycle for 5 to 14 days in a Percival (Percival Scientific, Perry, IA) chamber. Cotyledon‐stage seedlings were transferred to 3.5‐in. square pots containing SureMix Perlite (Michigan Grower Products, Galesburg, MI) and grown in a BioChambers FXC‐19 flex growth chamber (BioChambers, Winnipeg, Manitoba) in the same conditions as in the Percival chamber. Three key steps were taken to minimise the effects of environmental heterogeneity within the growth chamber. First, the locations of plants were fully randomised across trays within the chamber. Second, the tray position within the chamber was haphazardly rotated daily. Third, the developmental stage at which each plant was sampled was assigned randomly. Leaf pairs and floral buds were collected in a time series (Figure S1). Leaves were collected at the point in development when they were nearing maximal expansion. The floral buds were collected from plants around the time of anthesis. Only one tissue was collected per plant to avoid induced responses and repeated measures. Each tissue collection was harvested in a fixed time window (14:00 to 14:30) during the simulated daylight period. Tissue was immediately flash frozen on liquid nitrogen and stored in a −80°C freezer. RNA was later extracted from samples using a Spectrum Plant Total RNA Kit (Sigma‐Aldrich, St. Louis, MO). We collected 10 biological replicates for each developmental stage × ecotype combination (*N =* 80 total tissue samples). For the inland annual plants, we sampled at the two‐leaf, four‐leaf, and floral bud stages because plants often flowered after producing two pairs of true leaves. Because the coastal perennial plants flowered at a later developmental stage, we sampled at the two‐leaf, four‐leaf, six‐leaf, eight‐leaf, and floral bud stages. All tissue samples were collected before anthesis.

### 2.3 Library Preparation and Sequencing, and Processing

We prepared genomic libraries using a 3′‐Tag‐Seq procedure, which restricts sequencing to the 3′ end of mRNAs and dramatically reduces the cost for RNA‐seq studies (Meyer et al. 2011; Lohman et al. 2016; Marx et al. 2020). Our protocol for library preparation followed an updated version of the methods of Meyer et al. (2011), which had been adapted for sequencing on the Illumina platform, as described in Weng and Juenger (2022). The detailed protocol of library preparation for our study can be found in the Supplemental Methods. Each sample was assigned a fully randomised position across four pools of 20 samples before library construction. The MSU Genomics Core Facility conducted sequencing in Illumina HiSeq 2500 Rapid Run flow cells (v2) in the 1 × 100 bp conformation. Sequencing of the four pooled libraries was conducted across three different flow cells, with two pools being sequenced in two separate flow cells and the other pools only being sequenced on a single flow cell each.

Raw Illumina reads were processed following our protocol that is available on GitHub along with code for other analyses detailed below (github.com/lowrylab/Mimulus_expression_across_development). Briefly, raw reads were first examined for quality with FastQC (bioinformatics.babraham.ac.uk/projects/fastqc/), which found a median Phred score of ~37 across libraries. Adapter sequences were then removed with Cutadapt (Martin 2011). Cutadapt was applied with an adapter mismatch error threshold of 20% of primer length. Primer trimming began with the 5′ end (NNNN followed by 3–5 G's with a first step to cut 8 bases and a second step to cut the remaining 5′ G's). Trimming of the 3′ end was done by removing 15 bp of the 3′ end of each read to remove the poly‐A primer and any readthrough. To retain only high‐quality sequences after trimming, any bases on either end with a quality score < 30 were removed, and we required the last two bases of each read to match the poly‐A primer while discarding any reads < 30 bp in length. These parameters align with the requirements for the Tag‐Seq methodology to remove both adapter sequences and non‐template bases created during library preparation (Meyer et al. 2011). Trimmed sequence files were concatenated and aligned to the *Mimulus guttatus* v2.0 reference genome (Hellsten et al. 2013; phytozome‐next.jgi.doe.gov) using the memory‐efficient Burrows‐Wheeler Aligner (BWA‐MEM; Li 2013), as in Marx et al. (2020) and Weng and Juenger (2022). The v2.0 reference genome was selected for alignment because genes are well annotated and it has been used for many other recent studies. Aligned reads were filtered to include only high‐quality, primary alignments using Samtools 1.2 (Li et al. 2009). The total number of aligned reads retained for each sample was calculated with Samtools. Counting the number of reads aligned per gene per sample was done with HT‐seq v.0.6.1 (Anders et al. 2015) with “stranded” and “union” parameter options. Count files were filtered to remove genes with < 5 aligned reads to exclude non‐expressed genes or alignment artefacts.

### 2.4 Clustering Analyses of Gene Expression

To evaluate whether samples clustered based on genotype, developmental stage, and/or library pool, we conducted a principal component analysis (PCA) with DESeq2 (Love et al. 2014) in R version 4.4.2. Before the implementation of normalisation and PCA, we filtered out low abundance genes by removing any genes did not have more than 10 counts in more than 5 samples. We then normalised the remaining data using a variance stabilising transformation (VST). The PCA was conducted with this filtered and normalised data (Figure 1). We focused on the top two PCs, as they explained far more of the variation than any of the other PCs (Figure S2). In addition to the PCA, we evaluated clustering of the same VST data with a heat map produced by the R pheatmap function.

**FIGURE 1:**
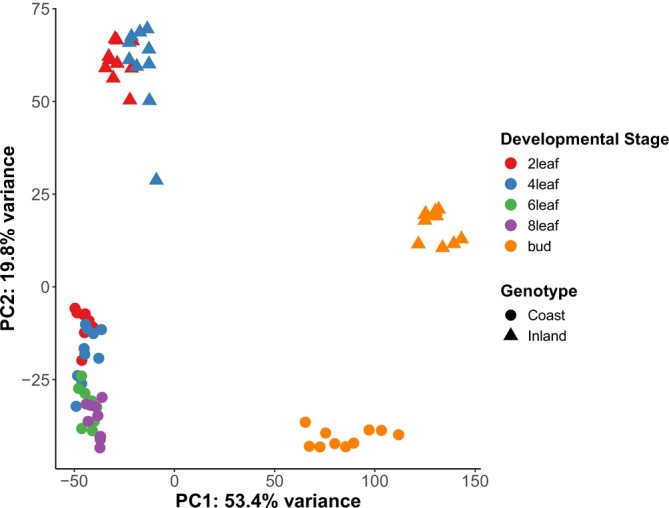
Principal component analysis of pre‐filtered, variance‐stabilising transformed (VST) transcript count data from RNASeq. Different colours denote all combinations of developmental stages and ecotypes. The first principal axis (PC1) explains the variance in the dataset and primarily distinguishes differences between leaf (vegetative) and bud (reproductive) stages. The second principal axis explains the variance that primarily distinguishes differences between ecotypes.

### 2.5 Differential Gene Expression Analyses at the Individual Gene Level

To evaluate differential expression analyses at the individual gene level, we used the edgeR‐voom‐limma framework (Law et al. 2014), implemented in R version 4.5.0. Voom‐limma was selected for this analysis because it stabilises the mean–variance relationships of count data for linear modelling and allows for complex experimental designs with multiple interactions. Our analysis of differential gene expression focused on the 2‐Leaf, 4‐Leaf, and bud developmental stages, as inland annual plants generally did not produce 6‐Leaf and 8‐Leaf tissue. Prior to model fitting, we filtered the raw count data using the filterByExpr function, which is part of the edgeR package (version 4.6.1; Robinson et al. 2010). This function retains only genes that have sufficient counts to achieve statistical significance through differential expression analysis, using the default parameters. We used version 3.64.0 of limma for this analysis. Normalisation was then conducted for count data using the calcNormFactors function, which accounts for composition bias and library size differences. This normalised data was then converted to log2‐counts per million (log2‐CPM) using the voom transformation.

The following linear model was fit for each gene:

expression~genotype+development_stage+genotype:development_stage

Empirical Bayes methods were used to shrink gene‐wise variances, which improves the reliability of inference for genes with highly variable transcript abundance. The “Inland” genotype and “2leaf” developmental stage were set as the reference levels for statistical contrasts. We tested for differential expression of genes for five contrasts: (1) Main effect of genotype (Coast vs. Inland), (2) main effect of developmental stage for 4leaf vs. 2leaf, (3) main effect of developmental stage for bud vs. 2leaf, (4) interaction between genotype and developmental stage for 4leaf vs. 2leaf, and (5) interaction between genotype and developmental stage for bud vs. 2leaf. We controlled for multiple testing by calculating False Discovery Rate (FDR) adjusted *P*‐values using the Benjamini‐Hochberg method. To evaluate how closely overall gene expression analysed with the voom‐limma approach mirrored the analysis of all genes using DESeq2, we output a multidimensional scaling (MDS) plot for the 2leaf, 4leaf, and bud stages.

### 2.6 Analysis of Candidate Pathways

To evaluate whether any hormone pathways were enriched for differentially expressed genes, we examined the expression of core genes involved in hormone pathways. These core pathway genes for each of the major hormone pathways (Table 1) were identified by custom Python scripts to parse the *Mimulus guttatus* v2.0 genome annotation file. Gene lists identified by these scripts were further refined through close inspection, followed by the removal of genes of lower confidence. We used the gene lists that we compiled for those pathways to extract the gene expression results for each gene from our individual gene analyses (above). Once we had identified the number of differentially expressed genes (FDR adjusted *p* < 0.05) and highly differentially expressed genes (Log‐Fold Change (LFC) > 2), we tested for enrichment with Fisher‐Exact tests, with Benjamini‐Hochberg FDR adjusted correction for multiple testing. In addition to hormone pathway genes, we also evaluated key genes in plant cellular homeostasis, including genes in the Salt Overly Sensitive (SOS) pathway, given prior evidence that these genes may be important for coastal adaptations in this system (Gould et al. 2017, 2018). As with the hormone pathway genes, we used custom Python scripts to identify candidate genes from the v2.0 annotation file.

**TABLE 1:** Differential gene expression of hormone pathway genes between coastal and inland ecotypes and between the floral bud and second pair of true leaves (2‐leaf) developmental stages.

Hormone pathway	Candidate genes	Genes evaluated	Ecotype DE	Ecotype LogFC > 2	Bud vs 2‐Leaf DE	Bud vs 2‐Leaf LogFC > 2
Gibberellin	64	19	12	4	14	6
Jasmonic Acid	82	49	40***	23***	35	15
Abscisic Acid	102	64	27	1	42	14
Brassinosteroid	49	29	16	1	20	5
Auxin	271	111	60	8	90	27
Cytokinin	99	38	23	2	23	4
Ethylene	61	28	14	1	23	5
Salicylic Acid	27	6	1	1	5	0
Strigolactone	13	7	2	0	3	1
Genome‐wide	28,140	13,920	7238	926	10,248	2347

*** Significant enrichment at an FDR adjusted *p* < 0.001.

### 2.7 Gene Co‐Expression Module Analyses

To identify gene co‐expression modules across genotypes and developmental stages, we conducted a Weighted Gene Co‐expression Network Analysis (WGCNA; Langfelder and Horvath 2008). As with the analysis of candidate pathways, we focus this analysis on the 2leaf, 4leaf, and bud developmental stages. Before network construction, we re‐conducted a VST normalisation with DESeq2 in R version 4.5.0. To improve the signal in the data, we filtered out low‐expressed genes with fewer than 10 counts in fewer than 5 samples. Following WGCNA recommended best practices, we used a scale‐free topology model fit of *R* ^*2*^ > 0.80. To minimise the influence of outliers, biweight midcorrelations were used instead of Pearson correlations. We used dynamic tree cutting with a minimum module size of 30 genes and deepSplit parameter of 2 to identify modules. We then merged similar modules that had correlations among module eigengenes, representing the first principal component of each module, of greater than 0.75. Module membership of genes was established through correlations between gene expression and the eigengene of each module. We defined candidate hub genes for each module as the top ten genes with the highest module membership.

To interrogate the functional significance of each identified module, we conducted a GO enrichment analysis of genes within each module using an annotation file from the *Mimulus guttatus* v2.0 genome. Here, enrichment analyses of GO terms were performed using a hypergeometric test of a comparison of lists of genes in each module to all annotated genes using a Benjamini‐Hochberg FDR for multiple testing. We also closely inspected the annotations of hub genes to further understand the functional significance of each module.

## 3 Results

### 3.1 Sequencing and Alignment

Overall, sequencing resulted in a total of 343, 561, 167 raw reads. 

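RNA of 80 plants was counted, 10 plants in each of 8 groups. The coastal perennial line was sampled at the 2leaf, 4leaf, 6leaf, 8leaf and bud stages, and the inland annual line at 2leaf, 4leaf and bud. Each ecotype is represented by a single inbred accession, from the SWB population on the coast and the LMC population inland. Plants are replicates of a line, so differences called ecotype differences here are between these lines. Line and ecotype cannot be told apart. In 3′-Tag-Seq, the assay used, each transcript is read at its 3′ end, so the counts were not scaled by gene length. Libraries were randomised over 4 pools of 20, and each pool held 2 or 3 plants of each group. The authors trimmed the reads with Cutadapt, aligned them with BWA-MEM to the M. guttatus reference genome and counted them per gene with HTSeq. The values analysed here are those counts, whole numbers with no normalisation. They summed to 302963685, and a library held from 1256776 to 6090402 counts with a median of 3839604. The paper's median of reads per sample was 7403646, and it does not state whether these were counted before or after alignment. Its total of raw reads is too small for 80 samples with that median and its stated minimum, so the paper's depth values disagree with each other.
In the coastal plants, counts per library ranged from 2793610 to 5009717 (median 3537977) at 2leaf, from 2676271 to 5698367 (median 4219472) at 4leaf, and from 2842580 to 4816394 (median 4089360) at 6leaf. They ranged from 2689947 to 5366139 (median 4460090) at 8leaf and from 3340447 to 5011321 (median 4116276) in buds. In the inland plants, the range was 2693066 to 4481940 (median 3406128) at 2leaf, 2209701 to 5673383 (median 3685226) at 4leaf, and 1256776 to 6090402 (median 2853950) in buds. None of the 3160 pairs of libraries held identical counts. Within groups, the smallest chi-square per degree of freedom between a pair of libraries was 2.56, so all libraries were treated as separate samples.
For the tests, genes were kept with filterByExpr, scaled by TMM and compared with edgeR's quasi-likelihood test in 1 model of genotype, stage and their interaction, over the 60 libraries of 2leaf, 4leaf and bud. With Inland and 2leaf as the reference levels, the genotype contrast is Coast minus Inland at 2leaf, and the stage contrasts compare stages within the inland plants. Positive log2 fold changes (LFC) of the ecotype contrasts mean higher expression in coastal plants. Adjusted p-values are Benjamini-Hochberg values over all 16735 genes tested, genes are called different at an adjusted p under 0.05, and SE is the standard error of the LFC. CPM values are counts relative to library size, scaled by TMM over all 80 libraries and given as mean ± SD over the 10 plants of a group. The range of a value over library pools is from the same test within each pool.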

Across the 80 samples, there was a minimum of 4, 271, 651 reads and a maximum of 10, 858, 583 reads (median of 7,403,646 reads per sample). We identified 28 140 unique gene transcripts.

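Of the 28140 genes in the count table, 2988 had a total of 0 over the 80 libraries and 4812 had a total under 5. More genes were detected in floral buds than in leaves. The median number of genes with at least 1 count was 20287 in coastal buds and 19487 in inland buds, against 18204 in coastal and 17993 in inland plants at 2leaf. Leaf libraries were more concentrated on a few genes. The 10 most abundant genes of a library took a median of 12.8% of its counts in coastal and 14.8% in inland plants at 2leaf, and 4.15% and 4.61% in their buds. Numbers of genes detected rise with depth, and the depths of these groups overlap.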

### 3.2 Clustering Analyses of Gene Expression

For the PCA, we retained 18,054 genes after filtering for low expression. The PCA (Figure 1) of the prefiltered, VST‐normalised expression values for these transcripts revealed a distinct grouping of samples along two major axes. Comparing gene expression through development between the coastal perennial and inland annual ecotypes of *M. guttatus* is challenging, as these ecotypes often develop at different rates and put on different numbers of leaves before flowering. Both *M. guttatus* ecotypes go through two‐leaf and four‐leaf vegetative stages. However, the inland ecotype often flowers at the next node after the four‐leaf stage, while the coastal ecotype transitions through six‐leaf and eight‐leaf stages before forming floral buds. Despite this concern, there was a high level of clustering across all leaf stages for both the coastal perennial and the inland annual plants in the PC analysis (Figure 1). 

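Leaf libraries of each ecotype lay close together and far from the leaf libraries of the other. On PC2, the coastal groups had mean scores of -11.0 ± 4.28 at 2leaf, -19.9 ± 7.64 at 4leaf, -34.2 ± 4.92 at 6leaf and -38.6 ± 5.01 at 8leaf (SD, n = 10 plants each). The inland leaves were at 66.6 ± 5.47 at 2leaf and 65.1 ± 13.0 at 4leaf. For 71 of the 80 libraries, the nearest other library by Euclidean distance was of the same group, and for all 80 it was of the same ecotype and of the same tissue, leaf or bud. As the paper words its method, a variance stabilising transformation in DESeq2 was made of genes with more than 10 counts in more than 5 samples. That filter kept 17599 genes, while the paper states 18054.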

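Leaves and floral buds were separated along the first principal component, where bud libraries had positive scores and leaf libraries negative ones. Mean scores were 91.4 ± 16.7 in coastal and 141 ± 7.16 in inland buds (SD, n = 10 plants each). At 2leaf, they were -48.9 ± 3.34 in coastal and -29.1 ± 5.47 in inland plants. The component held 53.03% of the variance, with a bootstrap SD over libraries of 0.912, and tissue, leaf or bud, took 93.5% of the variance of its scores. Library pool took 0.636% of them. The share held by the component moved to 77.6% when the 500 most variable genes alone were used.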

PC1 corresponded most closely to differences between leaf and bud tissue and accounted for 53.4% of the expression variance. PC2 corresponded to the divergence between the coastal and inland ecotype samples and accounted for 19.8% of the variance. 

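Coastal and inland libraries differed on the second component in every tissue sampled. In buds, the coastal plants were at -45.4 ± 2.44 and the inland plants at 17.3 ± 4.52 (SD, n = 10 plants each). Genotype took 81.5% of the variance of the PC2 scores over all libraries, and 93.5% of it among the leaf libraries. PC2 held 20.0% of the variance (bootstrap SD 0.756), and library pool took 0.338% of its scores. With the 500 most variable genes alone, it held 12.7%. Within the inland 4leaf group, the score of plant 4 was 32.5, against 55.3 for the next lowest plant.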

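Groups of plants accounted for most of the distances between libraries. On the variance-stabilised values, the 8 groups took 81.3% of the squared Euclidean distance, and library pool took a further 2.67% (adonis2, p = 0.001 with permutation within groups, the smallest p that the permutations can give). On a tree of the libraries divided into 4 branches, all 80 libraries lay in branches that held only their own ecotype and tissue. Library pool appeared on a minor axis. The fifth component held 1.83% of the variance, and pool took 80.2% of it. Within groups, the nearest library was of the same pool for 43 of 80 libraries, or 53.8%, against 17.8% for random pools.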

The heat map visualisation results were consistent with our PCA results and also revealed that there was no clustering of samples based on the library pool (Figure S3).

### 3.3 Differential Gene Expression Analyses at the Individual Gene Level

Analysis of individual gene expression using the EdgeR‐voom‐limma approach revealed numerous significantly differentially expressed genes for the five major contrasts derived from linear modelling (Figures S3–S7). After filtering by the filterByExpr function, 13,920 genes were retained for statistical analyses. Of these, the following numbers of genes were significantly differentially expressed with a Benjamini‐Hochberg adjusted *P*‐value of < 0.05: 7238 genes were differentially expressed for the main effect of genotype (Coast vs. Inland), 2398 for the main effect of developmental stage (4leaf vs. 2leaf), 10,248 for the main effect of developmental stage (Bud vs. 2leaf), 886 for the interaction between genotype and developmental stage for 4leaf vs. 2leaf, and 5337 for the interaction between genotype and developmental stage for bud vs. 2leaf. 

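The bud stage differed from leaves in most of the genes tested, and the split into genes higher and lower in a contrast depends on how libraries are scaled. Between the ecotypes at 2leaf, 8402 of 16735 genes differed. Within the inland plants, 2829 genes differed between 4leaf and 2leaf, of which 1475 were higher at 4leaf, and 12343 differed between bud and 2leaf, of which 6978 were higher in buds. The ecotype difference itself changed between 2leaf and 4leaf for 1084 genes and between 2leaf and bud for 6026 genes. These values use TMM scaling. With library size alone, 3764 of 4214 genes were higher at 4leaf, 11051 of 13765 were higher in buds, and 227 of 1097 had a positive 4leaf interaction, against 425 of the 1084 with TMM. Among the genes with the largest ecotype differences at 2leaf, Migut.G00656 had 1401 counts summed over the 10 coastal plants and 2 over the 10 inland plants, and Migut.D02530 had 2382 and 5. Migut.N01926 had 1 count in coastal and 1421 in inland plants, and Migut.O00777 had 1 and 925. For such genes, reads that fail to align in a line were not told apart from a lack of expression. Between the inland stages, Migut.G00083 had 2805 counts in buds and 0 at 2leaf, while Migut.M00634 had 21 in buds and 7683 at 2leaf. The sources used here do not pair most identifiers with gene names.
Within the 4 library pools, with 2 or 3 plants per group, the numbers of genes called were 3968, 3873, 3241 and 3570 for the genotype contrast. They were 390, 65, 1280 and 177 for 4leaf against 2leaf, 8983, 8488, 8592 and 8094 for bud against 2leaf, 48, 27, 26 and 30 for the 4leaf interaction, and 1332, 1787, 1264 and 1409 for the bud interaction. Of the called genes, the LFC had the same sign in all 4 pools for 7803 of the genotype contrast, 2468 and 11694 of the stage contrasts, and 1004 and 5569 of the interactions. Without inland 4leaf plant 4 and coastal 2leaf plant 9, which lay apart on PC2, and inland bud plants 6 and 7, with the lowest and highest total, the 4leaf interaction called 1650 genes, a setting chosen after the data were seen.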

For the genotype main effect, 3417 genes had significantly higher expression in inland annual plants, while 3821 genes had significantly higher expression in coastal perennial plants. 

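At 2leaf, 4267 genes were higher in coastal plants and 4135 were higher in inland plants, so that 50.8% of the genes that differed were higher in coastal plants. At 4leaf, the ecotypes differed in 9618 genes, with 4792 higher in coastal and 4826 higher in inland plants. In buds, they differed in 10715 genes, with 5247 and 5468, or with 6266 and 4544 under upper-quartile scaling and 5924 and 4603 under library size alone. The same test was used at each stage. The split depends on the scaling of the libraries, and the median LFC of all genes at 2leaf was 0.0017 with TMM and 0.12 with library size alone, under which 60.5% of the genes that differed were higher in coastal plants. Within library pools, 5286, 3667, 5354 and 4700 genes were called at 4leaf and 6661, 6503, 4698 and 5460 in buds.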

Complete gene lists with statistical results can be found in Supporting Information. MDS visualisation of the 2‐leaf, 4‐leaf, and bud stages for 13,920 genes retained after filtering (Figure S9) revealed a strikingly similar ordination of samples to the PCA for all samples (Figure 1).

### 3.4 Analysis of Candidate Pathways

Across the nine hormone pathways, we identified 768 candidate genes using the v2.0 annotation (Table 1). Of those, 351 genes were expressed at a high enough level for individual gene analyses (above), with 195 differentially expressed between the ecotypes (genotype main effect). There were 41 highly differentially expressed (LFC > 2) hormone genes, of which 35 were in the auxin, gibberellin, or jasmonic acid hormone pathways. The jasmonic acid pathway genes in particular were overrepresented for differential expression (FDR adjusted *p* = 0.00027) and highly differential expression (FDR adjusted *p* = 2.6 × 10^−13^) between the coastal and inland ecotypes. 

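Genes of the jasmonic acid pathway shown in Fig. 2 often had large differences between the ecotypes at 2leaf. Of the 36 that were tested, 21 had an absolute LFC over 2, compared with 1444 of the 16735 genes. Of the same 36 genes, 28 were higher in inland plants and 8 in coastal plants, and these counts were also 28 and 8 when adjusted over the list alone. The paper chose the genes of Fig. 2 because they differed in these samples, so their counts are not independent evidence and no test of enrichment was made. All 36 had the same sign in each of the 4 library pools. The count of genes with an absolute LFC over 2 moves with the filter on low counts, from 316 when filterByExpr is given no groups to 2642 with no filter.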

While the gibberellin pathway was overrepresented for highly differentially expressed genes, the pattern was not significant after FDR adjustment (see Table 2).

**TABLE 2:** Hypothesized biological function and list of key hub genes for each of the nine modules identified by WGCNA analyses.

Module	Biological function prediction based on GO enrichment and hub genes	Key hub genes
Red	Vesicle trafficking and membrane dynamics, with a possible roles in stress responses. Coordinates phospholipid signalling, vesicle formation, membrane identity, and trafficking processes	Phospholipase D (PLD; Migut.B01671), an important signalling molecule that promotes membrane curvature and facilitates vesicle fusion and fission. Sec1/munc18‐like (SM) protein (Migut.E01133), which is involved in vesicle trafficking. Nudix hydrolase 19 (Migut.J01169), which is a regulator of cellular redox homeostasis, crucial for plant stress responses
Tan	Coordination of plant hormone responses with metabolism, lipid synthesis, posttranslational modifications, and cell wall remodelling. Likely important in growth and development	Cellulase glycosyl hydrolase (Migut.A00708) and sucrose phosphate synthase (Migut.E01808) are involved in coordination between sugar metabolism and cell wall remodelling. Three of the hub genes were hormone genes involved in jasmonic acid biosynthesis (OPR1, Migut.B00746), gibberellin response (Migut.E01377), and auxin signalling (GH3, Migut.N02078)
Turquoise	Cell wall modifications, membrane dynamics, secretory pathway function, and cell surface signalling/environmental responses	A pectin methylesterase inhibitor (Migut.C00970) that controls cell wall rigidity. A pectin lyase protein (Migut.M00012) that breaks down pectin in cell walls. EHD1 (Migut.H01794), a gene that regulates endocytic recycling. Two arabinogalactan proteins (AGP20 (Migut.F00245), AGP12 (Migut.K00009)), which are cell surface glycoproteins involved in signalling
Green	Involved in balancing protein quality control and programmed cell death regulation. May be involved in acting as a molecular switch to determine whether stressed cells recover or undergo apoptosis	Metacaspase 9 (Migut.K00195), a key protease that executes programmed cell death. A defender against death (DAD) protein (Migut.A01174). Galactinol synthase 2 (Migut.B00857), a gene involved in producing osmoprotectants to abiotic stress. A MADS‐box transcription factor (Migut.K00994) that may play a key role in orchestrating stress responses and/or developmental impacts of the module
Black	Ribosome biogenesis, RNA processing, and protein folding, likely serving as a hub for protein production and cellular growth	Seven genes with ribosomal structure and function (Ribosomal L38e (Migut.F01852), S19 (Migut.G00718), S12/S23 (Migut.J00403), L35Ae (Migut.L01988), S8e (Migut.M01688), L14p/L23e (Migut.N02225), ans L1p/l10e (Migut.D02448). A peptidyl‐prolyl isomerase (Migut.B00563) involved in protein folding. A cell cycle controlling cyclin (Migut.L00181))
Cyan	Enriched for microtubule processes, cell cycle regulation, chromosome dynamics, genome stability, and cytokinesis. Likely involved in plant growth and development through mitotic cell division and cell differentiation	Microtubule and kinesin motor proteins (Migut.H01772, Migut.F00327). TPX2 (Migut.M00163), which is essential for spindle assembly. A cyclin‐dependent kinase (Migut.C00348). Histone H2A6 (Migut.D02117) and a DNA methyltransferase (CMT3, Migut.D02536)
Lightcyan	Likely plays a central role in rapid responses to biotic stresses through pathogen/herbivore resistance and oxidative stress management	Two MLP‐like defence proteins (MLP423, Migut.N00310, Migut.N00312) involved in pathogen recognition/response. A serine protease inhibitor (Migut.A00978) involved in protection against herbivore and pathogen proteases. A peroxidase superfamily protein (Migut.J00066). An auxin responsive protein (Migut.H01293)
Blue	Chloroplast function and photosynthesis, including with both photosystems (I and II), light harvesting complexes, and thylakoid membrane components. The module also is involved in protein folding and redox homeostasis	A PsbP‐like protein 1 (PPL1, Migut.B00505), which is a component of photosystem II. A chloroplast stem‐loop binding protein (CSP41A, Migut.D00296). DnaJ/Hsp40 molecular chaperone (Migut.K00479). Ascorbate peroxidase 4 (APX4; Migut.C00083), an antioxidant enzyme. Three chloroplast ribosomal genes (RPL9, Migut.D02295.1; RPL4, Migut.N00890.1; S5, Migut.H01481)
Greenyellow	Auxin response and metabolism, sulfur transport, redox homeostasis, protein structure/stability, and defence compound synthesis. Likely involved in the coordination of growth and stress responses	Amidase 1 (AMI1; Migut.F01717), which converts indole‐3‐acetamide to active auxin. Heat stable protein 1 (HS1; Migut.N00022), which protects proteins during heat stress. FAD/NAD(P)‐binding oxidoreductase (CTF2A; Migut.A01046). MLO (Migut.G00795), a transmembrane protein involved in defence responses

Because of our a priori hypothesis about the role of the gibberellin and jasmonic acid pathways in the divergence of the coastal and inland ecotypes, we evaluated differentially expressed genes in the context of their position in the biosynthetic and signalling pathways for these hormones (Figure 2). Striking patterns of gene expression were observed across the core GA and JA pathway genes (Figure 2). 

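Genes of jasmonic acid biosynthesis went both ways. Of the 12 genes in Fig. 2, which encode lipoxygenases (LOX), allene oxide synthases and cyclases (AOS, AOC) and oxophytodienoate reductases (OPR), 5 were higher in coastal and 7 in inland plants at 2leaf, and the counts were 5 and 7 adjusted over the list alone. With the same scaling, 4 were higher and 7 lower in coastal plants at 4leaf, and 8 were higher and 2 lower in buds. The paper chose this list on these samples, so it is not independent evidence of a direction. Among the genes higher in coastal plants, an OPR1 gene (Migut.B00747) had an LFC of 4.74 (SE 0.321, adjusted p = 9.36e-20, n = 10 plants per group; 4.32 to 6.02 within library pools), and a LOX2 gene (Migut.D00552) was at 358 ± 147 CPM in coastal and 74.1 ± 54.6 CPM in inland plants (SD). Among those lower in coastal plants, an AOS gene (Migut.J00934) had an LFC of -2.97 (SE 0.272, adjusted p = 2.05e-14; -3.41 to -2.44 within pools). As the genes are named here, those of the AOS and OPR1 families went both ways. Fig. 2 prints Migut.J00934 under both AOS and OPR3, so for AOS this depends on which name holds. The OPR1 genes have close gene numbers, and whether near-identical copies share reads stays open. A second AOS gene (Migut.B00287) had an LFC of 3.23, and another OPR1 gene (Migut.B00744) one of -1.91. When filterByExpr was given no groups, 1 biosynthesis gene was kept and called higher in coastal plants.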

In the jasmonic acid pathway, all seven of the differentially expressed (genotype main effect) *JAZ* genes in the signalling pathway and all ten of the differentially expressed JA catabolism/degradation genes had higher expression in inland plants than in coastal plants. In contrast, the two orthologs of the *COI1* (coronatine‐insensitive protein 1) were downregulated. 

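The catabolism genes encode enzymes that oxidise, cleave or conjugate jasmonates, and the JAZ genes encode repressors of jasmonate signalling. At 2leaf, all 10 catabolism genes and all 7 JAZ genes of Fig. 2 were lower in coastal than in inland plants, with medians of -2.29 and -4.00 on the LFC scale. The counts adjusted over the list alone were also 10 and 7, and since the paper chose both lists on these samples they are not independent evidence of the direction. JAZ8 (Migut.M00900) had an LFC of -7.57 (SE 0.581, adjusted p = 1.98e-17, n = 10 plants per group; -8.46 to -6.39 within library pools). JAZ6 (Migut.D00926) was at 1.21 ± 0.983 CPM in coastal and 77.8 ± 22.5 CPM in inland plants (SD). The amidohydrolase gene IAR3 (Migut.I00994) had an LFC of -3.50 (SE 0.255; -3.85 to -2.73 within pools). The smallest differences were those of LAF3 (Migut.N01845), at -0.54 with an adjusted p of 0.00609, and of a JAZ3 gene (Migut.D02043), at -0.63 with an adjusted p of 0.000324. All 17 genes had the same sign in the 4 pools. In buds, 3 of the 7 JAZ genes were higher in coastal plants, 2 were lower and 2 did not pass the test. Averaged over the 3 stages, 2 of the 17 had the other sign, ST2A Migut.B01186 at 0.30 and JAZ3 Migut.D02043 at 0.055. When filterByExpr was given no groups, 3 of the JAZ genes were kept and called higher in inland plants.

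**Figure D1:**
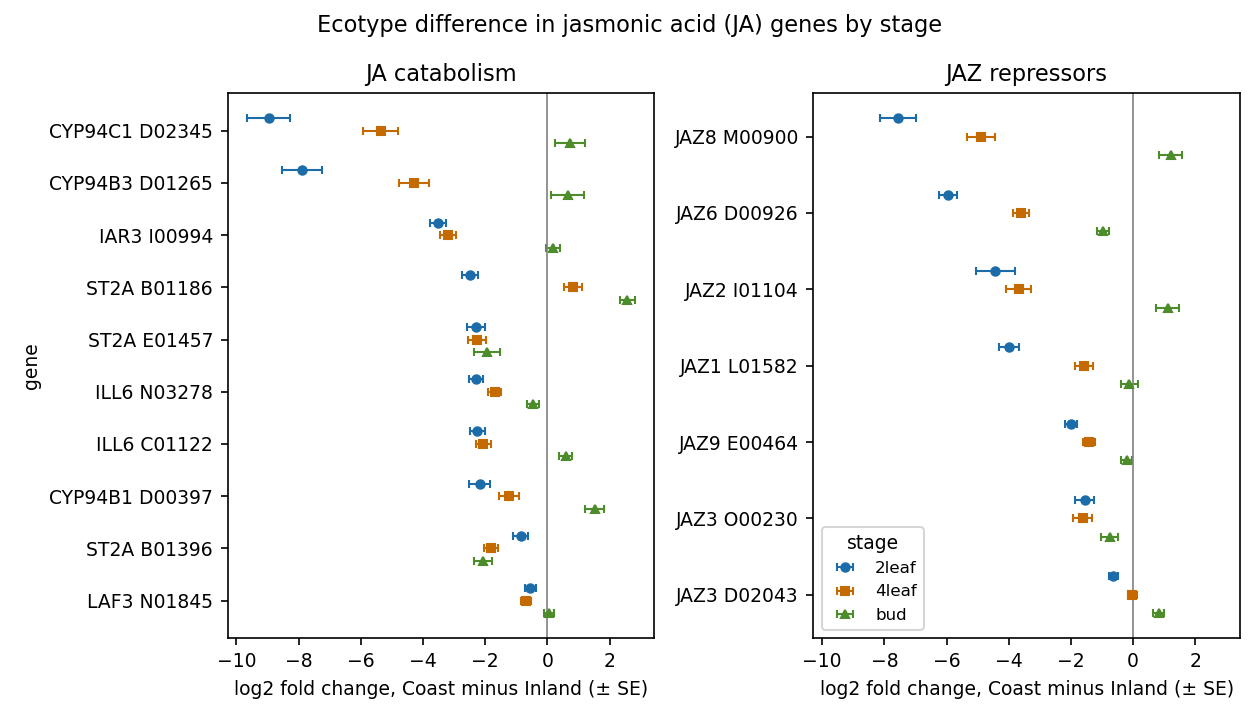
LFC of the 10 catabolism genes and the 7 JAZ genes of Fig. 2, Coast minus Inland on the x axis, with a marker per gene for each of 2leaf, 4leaf and bud. Bars are ± SE (n = 10 plants per group), and all 17 genes lie below 0 at 2leaf.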

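Both COI1 genes, which encode the receptor subunit for bioactive jasmonate, were slightly higher in coastal than in inland plants at 2leaf. Migut.F01428 had an LFC of 0.62 (SE 0.135, adjusted p = 0.000102, n = 10 plants per group; 0.25 to 0.87 within library pools), and Migut.F00706 one of 0.46 (SE 0.132, adjusted p = 0.00292; 0.23 to 0.85 within pools). Neither was called at 4leaf or in buds, where their LFCs lay between -0.20 and 0.28, but Migut.F01428 was called higher in coastal plants at 4leaf with voom and limma, upper-quartile factors, library size alone, library pool as a term or all 80 libraries in the fit. At 2leaf, other parts of the signalling pathway were lower in coastal plants. The adaptor NINJA (Migut.K00515), a partner of the JAZ repressors, had an LFC of -1.07 (SE 0.163, adjusted p = 1.29e-07; -1.68 to -0.50 within pools). The transcription factor genes MYC2 Migut.B01912 and Migut.E00934 were at -5.09 and -2.35, whereas MYC6 (Migut.E01090) was at 0.93. JMT (Migut.C00754), the gene of jasmonate methylation, had 1 count over the coastal and 91 over the inland plants at 2leaf. In buds, JMT was not called (LFC 0.39), and of the 3 MYC genes 1 was higher, 1 lower and 1 not called.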

*COI* and *JAZ* genes are co‐receptors of bioactive jasmonic acid‐isoleucine (JA‐Ile; Monte et al. 2022). In the gibberellin pathway, genes promoting GA biosynthesis (*GA20ox1* and *GA3ox1*) were upregulated in coastal plants, while the only differentially expressed gene involved in GA inactivation (*GA2ox8*) was upregulated in inland plants. 

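The gibberellin biosynthesis genes and the inactivation gene went in opposite directions at 2leaf. GA20ox1 (Migut.F00399), which encodes an enzyme of the later steps of gibberellin synthesis, was at 63.4 ± 20.0 CPM in coastal and 12.2 ± 6.29 CPM in inland plants (SD, n = 10 plants each). Its LFC was 2.36 (SE 0.303, adjusted p = 1.36e-09; 1.26 to 2.85 within library pools). GA3ox1 (Migut.I00834), which encodes the enzyme that forms bioactive gibberellin, had an LFC of 2.67 (SE 0.272, adjusted p = 9.01e-13; 1.63 to 3.02 within pools). GA2ox8 (Migut.H01552), which encodes an inactivating enzyme, had an LFC of -3.95 (SE 0.399, adjusted p = 6.57e-13; -4.75 to -3.40 within pools). All 3 calls were kept when adjusted over the list alone. The paper chose the genes of Fig. 2 on these samples, so this is not independent evidence.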

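The gibberellin receptor gene GID1B (Migut.N02128) had an LFC of -1.64 at 2leaf (SE 0.17, adjusted p = 1.72e-12, n = 10 plants per group; -1.97 to -1.23 within library pools). It was also lower in coastal plants at 4leaf (-2.08) and in buds (-1.83). Of the PIF1 genes, which encode light-regulated transcription factors, Migut.M00105 had an LFC of 1.80 (SE 0.134, adjusted p = 5.94e-18; 1.51 to 2.04 within pools) and stayed higher in coastal buds at 0.97. The other, Migut.D00504, had an LFC of 1.03 at 2leaf (SE 0.174, adjusted p = 1.06e-06; 0.86 to 1.3 within pools), of 0.44 at 4leaf and of -1.89 in buds (adjusted p = 7.72e-12). Averaged over the 3 stages, its LFC was -0.14.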

In the GA signalling pathway, an ortholog of the gibberellin receptor *GID1B* was upregulated in inland plants, while two phytochrome‐interacting factor (*PIF1*) orthologs were upregulated in coastal plants. The only *DELLA* gene in *M. guttatus* (Migut.H02266) was not significantly differentially expressed between the genotypes. However, this *DELLA* gene was differentially expressed between the bud and 2‐leaf developmental stages (LFC = −3.17; adjusted *p* = 8.49 × 10^−9^), with higher expression in leaves than in buds.

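The DELLA gene Migut.H02266, a repressor of gibberellin responses, was expressed at a low level in leaves and at a still lower one in buds of both ecotypes. Coastal plants were at 7.72 ± 2.94 CPM at 2leaf, 13.5 ± 4.65 CPM at 4leaf and 1.12 ± 0.62 CPM in buds (SD, n = 10 plants each). Inland plants were at 8.03 ± 3.24, 7.51 ± 4.15 and 0.723 ± 0.457 CPM. Between inland buds and 2leaf, the LFC was -3.21 (SE 0.356, adjusted p = 3.91e-12). Between ecotypes at 2leaf, it was -0.03 (SE 0.281, adjusted p = 0.94), with values of -0.48 to 0.25 within library pools, and in buds it was 0.46 (adjusted p = 0.312). At 4leaf the gene was higher in coastal plants, with an LFC of 0.84 (SE 0.271, adjusted p = 0.0066).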

**FIGURE 2:**
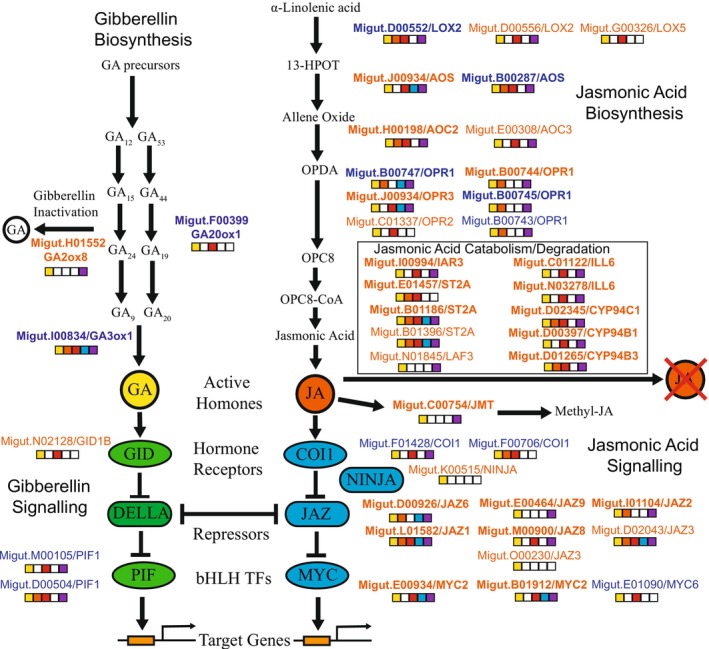
Gene expression patterns for the candidate gibberellin (GA) and jasmonic acid (JA) biosynthetic and signalling pathways. Genes that were significantly differentially expressed between coastal and inland plants (genotype main effect, yellow filled square) are shown. The names of genes with higher expression in inland plants are indicated with orange letters, while genes with higher expression in coastal plants are indicated by blue letters. Other significant contrasts are also indicated by filled squares: 4leaf vs. 2leaf (orange), bud vs. 2leaf (red), genotype interaction with 4leaf vs. 2leaf (blue), and genotype interaction with bud vs. 2leaf (purple). Bolded gene names indicate LFC > 2 for the genotype main effect.

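Of 8 auxin genes with differences over 4-fold, 7 were lower and 1 was higher in coastal than in inland plants at 2leaf, and these counts were the same when adjusted over the list alone. The paper chose them by their differences in these samples, so this is not independent evidence. The auxin-responsive genes Migut.F01336 and Migut.F01341 were opposite. These genes have close gene numbers, and whether near-identical copies share reads stays open here too. Migut.F01336 was at 0.687 ± 0.63 CPM in coastal and 19.0 ± 7.46 CPM in inland plants, and Migut.F01341 at 25.2 ± 5.22 and 0.487 ± 0.32 CPM (SD, n = 10 plants each). Their LFCs were -4.71 (SE 0.366; -6.04 to -3.79 within library pools) and 5.67 (SE 0.298, adjusted p = 8.95e-25; 4.93 to 7.19 within pools). ILL3 (Migut.F00137), whose product releases auxin from conjugates, had an LFC of -3.80. SHY2 (Migut.N02182), a repressor of auxin responses, had one of -2.03.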

For each of the other hormone pathways, we report which genes were highly differentially expressed (LFC > 2) here: Eight auxin genes were highly differentially expressed, including two orthologs of *ILL6* (Migut.C01122, Migut.N03278), an ortholog of *ILL3* (Migut.F00137), an ortholog of *SHY2* (Migut.N02182), and four auxin‐responsive genes (Migut.F01336, Migut.F01339, Migut.F01341, and Migut.N01563). 

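BKI1 (Migut.N02706) encodes an inhibitor of the brassinosteroid receptor kinase. Its LFC between the ecotypes at 2leaf was -3.64 (SE 0.277, adjusted p = 1.35e-17, n = 10 plants per group), and it lay between -3.83 and -3.27 within library pools. The difference was smaller at 4leaf (-1.88) and in buds (-1.71, adjusted p = 0.000404), and it changed between 2leaf and bud with an adjusted p of 0.00564 for the interaction.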

Only one brassinosteroid candidate gene was highly differentially expressed, a *BRI1* kinase inhibitor 1 (*BKI1*; Migut.N02706), which had greater expression in inland plants. The two highly differentially expressed cytokinin genes were orthologs of *ARR12* (Migut.K00347) and *APRR7* (Migut.L01650). 

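The cytokinin genes differed in opposite directions. ARR12 (Migut.K00347), a transcriptional regulator of cytokinin responses, was lower in coastal plants at 2leaf with an LFC of -2.60 (SE 0.225, adjusted p = 2.27e-15, n = 10 plants per group; -2.89 to -2.08 within library pools). APRR7 (Migut.L01650), a component of the circadian clock, was higher in coastal plants with an LFC of 2.09 (SE 0.235, adjusted p = 2.51e-11; 1.65 to 2.38 within pools). Both kept their direction in buds, at -1.39 and 1.51.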

The one highly differentiated abscisic acid gene was an *ABA4* ortholog, which had greater expression in coastal plants. 

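The Mov34/MPN/PAD-1 family gene Migut.O00742 had an LFC of 2.47 between the ecotypes at 2leaf (SE 0.21, adjusted p = 1.3e-15, n = 10 plants per group; 1.88 to 3.28 within library pools). It was higher in coastal plants at the other stages too, with 2.95 at 4leaf and 2.98 in buds (SE 0.206).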

The only differentially expressed salicylic acid gene, a *Mov34/MPN/PAD‐1* family protein (Migut.O00742), was also highly differentially expressed. 

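ERF1 (Migut.O00367), a transcription factor gene of the ethylene response, had an LFC of -2.94 at 2leaf (SE 0.351, adjusted p = 1.58e-10, n = 10 plants per group; -3.19 to -2.68 within library pools). At 4leaf it was -1.33. In buds it was 0.44 with an adjusted p of 0.288, and the values within pools lay between -0.11 and 1.88.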

There was only one highly differentially expressed ethylene gene, an ortholog of an ethylene responsive element binding factor 1 (*ERF1*; Migut.O00367).

For genes involved in sodium homeostasis, we identified 15 high‐confidence candidate genes. Of these, only five were expressed at a high enough level for individual gene statistical analyses (Figure 3). Three of those genes were significantly expressed between the coastal and inland plants (genotype main effects): orthologs of *SOS1* (Migut.E00570), *HKT1* (Migut.L01905), and *CIPK8* (Migut.N02833). 

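Of the 5 sodium homeostasis genes, 3 were higher in coastal than in inland plants at 2leaf and 2 did not pass the test, and these counts were the same when adjusted over the list alone. HKT1 (Migut.L01905), which encodes a sodium transporter of the plasma membrane, was at 7.00 ± 2.73 CPM in coastal and 3.65 ± 1.96 CPM in inland plants (SD, n = 10 plants each). Its LFC was 0.98 (SE 0.316, adjusted p = 0.00776; 0.48 to 1.53 within library pools). CIPK8 (Migut.N02833), a protein kinase of the calcium signal, had an LFC of 0.29 (SE 0.113, adjusted p = 0.0278; 0.11 to 0.52 within pools). The calcium sensor genes CBL10 (Migut.A00138) and SOS3 (Migut.F00215) had LFCs of 0.12 (adjusted p = 0.598) and -0.31 (adjusted p = 0.385). Averaged over the 3 stages, CIPK8 had an LFC of -0.02.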

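SOS1 (Migut.E00570), which encodes the plasma membrane exporter of sodium, had the largest ecotype difference at 2leaf among the sodium homeostasis genes tested. Its LFC was 1.998 (SE 0.135, adjusted p = 8.3e-20, n = 10 plants per group), with values of 1.50 to 2.76 within library pools.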

Only *SOS1* had an LFC greater than 2 (Figures 3 and 4).

**FIGURE 3:**
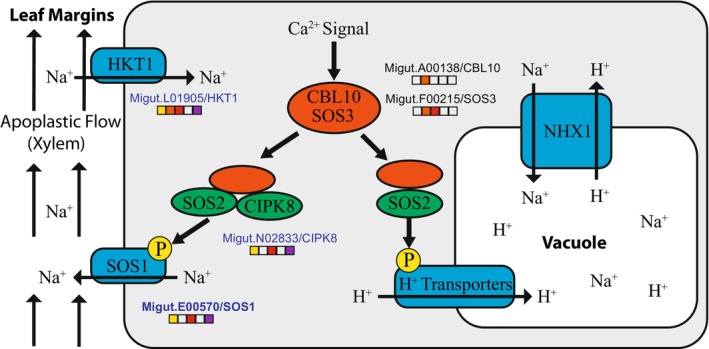
Expression of genes involved in sodium homeostasis. Model of cellular sodium homeostasis genes. *CBL10* and *SOS3* play similar roles in propagating the calcium signal resulting from salt stress, but their roles differ across cell types. Genes significantly differentially expressed between coastal and inland plants (genotype main effect) are indicated by yellow‐filled squares. Names of genes with higher expression in coastal plants are indicated by blue letters. Other significant contrasts are also indicated by filled squares: 4leaf vs. 2leaf (orange), bud vs. 2leaf (red), genotype interaction with 4leaf vs. 2leaf (blue), and genotype interaction with bud vs. 2leaf (purple). Bolded gene names indicate LFC > 2 for the genotype main effect.

**FIGURE 4:**
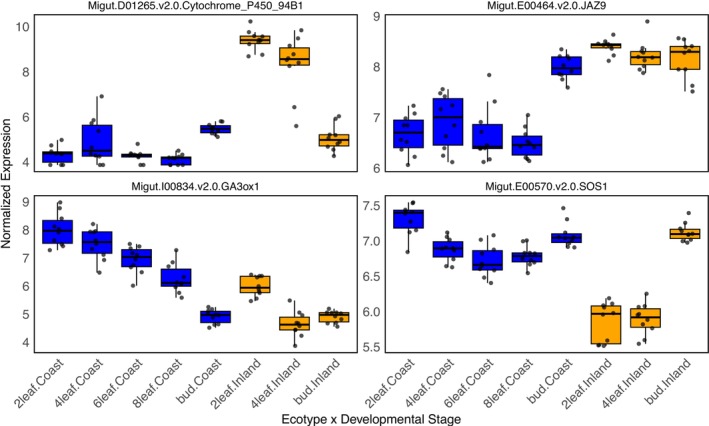
Ecotype × developmental stage interactions in gene expression. Patterns of expression for four candidate genes through developmental stages that had LFC > 2 for the contrast between the genotypes. Cytochrome P450 94B1 is the first gene in the jasmonic acid degradation pathway. JAZ9 is one of the key regulatory genes in the jasmonic acid signalling pathway. GA3ox1 is an important gibberellin biosynthesis gene. SOS1 is the key gene that pumps sodium from the cytoplasm of plant cells into the apoplast. Gene expression in the plot was VST normalised.

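The ecotype differences in JAZ9, GA3ox1 and SOS1 were present in leaves and small or not detected in buds, but the genes took different courses. JAZ9 (Migut.E00464) was at 21.8 ± 7.44 CPM at 2leaf, 28.4 ± 12.4 at 4leaf and 62.6 ± 11.1 in buds of coastal plants, and at 86.7 ± 9.66, 76.5 ± 18.7 and 70.8 ± 18.1 CPM in inland plants (SD, n = 10 plants each). In coastal plants, GA3ox1 (Migut.I00834) was at 69.3 ± 32.5 CPM at 2leaf, 46.4 ± 18.2 at 4leaf, 28.6 ± 10.3 at 6leaf, 16.0 ± 9.1 at 8leaf and 2.35 ± 1.06 in buds. In inland plants it was at 11.0 ± 4.07 CPM at 2leaf, 1.61 ± 1.67 at 4leaf and 2.20 ± 0.867 in buds. SOS1 (Migut.E00570) was at 37.1 ± 6.12 CPM at 2leaf and 29.8 ± 4.55 in buds of coastal plants, and rose from 9.26 ± 2.82 to 30.1 ± 3.47 CPM in inland plants.
In buds, the LFCs between the ecotypes were -0.21 for JAZ9 (adjusted p = 0.295; -0.41 to 0.02 within library pools) and 0.04 for GA3ox1 (adjusted p = 0.925; -0.61 to 0.71 within pools). The change of the ecotype difference from 2leaf to bud was 1.78 for JAZ9 (SE 0.256, adjusted p = 1e-07), -2.63 for GA3ox1 (SE 0.458, adjusted p = 5.52e-06) and -2.05 for SOS1 (SE 0.18, adjusted p = 3.42e-14), all from the interaction term. At 2leaf, JAZ9 had an LFC of -1.99 (SE 0.189; -2.21 to -1.56 within pools).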

### 3.5 Gene Co‐Expression Module Analyses

Analyses with WGCNA revealed nine major gene co‐expression modules after the merging of correlated modules. The following number of genes was assigned to each module: red = 2315, tan = 1874, turquoise = 4937, green = 1686, black = 2633, cyan = 184, lightcyan = 62, blue =3131, greenyellow = 1232. The eigengenes of each of these modules were differentially correlated with genotype and developmental stage (Figures 5 and S10–S27).

**FIGURE 5:**
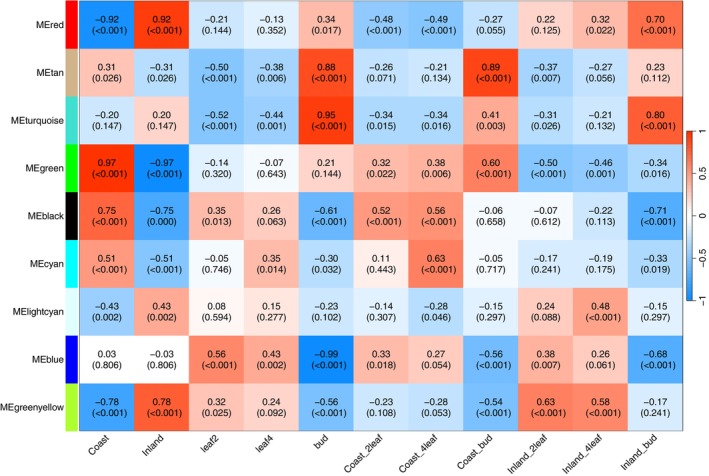
Gene co‐expression module correlations with ecotype and developmental stages. The correlation between the eigengene of each module with ecotype, stage, and ecotype × stage combinations is reported above FDR adjusted *p*‐values.

Gene Ontology (GO) enrichment analysis, combined with an examination of the functions of hub genes, revealed distinct potential functions for each of the nine modules. 

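Hub genes of 4 modules, those that Table 2 names and the paper chose on these samples, separated the ecotypes at every stage tested. Each hub gene was scaled to mean 0 and SD 1 over the 60 libraries of 2leaf, 4leaf and bud, and the mean over a module's hub genes is its score. Coast minus Inland, the green hub score differed by 1.80 at 2leaf, 1.74 at 4leaf and 2.21 in buds, and the black hub score by 1.19, 1.45 and 1.58. The red hub score differed by -1.53, -1.73 and -2.16, and the greenyellow hub score by -1.67, -1.69 and -0.945. In none of these 12 comparisons did the scores of the 10 coastal and the 10 inland plants overlap. Each had a two-sided permutation p of 2e-05 (adjusted p = 3.33e-05 over the 45 comparisons of hub scores). This p is the smallest that the 100000 permutations drawn for these comparisons can give, as they include the real grouping. Within library pools, the differences at 2leaf were 1.62 to 1.95 for green, 0.847 to 1.34 for black, -1.57 to -1.41 for red and -1.73 to -1.63 for greenyellow. Because the hub genes were chosen on these samples, p-values of hub scores, here and below, are not independent evidence. The whole modules were not analysed here.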

The modules that most differentiated the coastal and inland genotypes were the green, red, greenyellow, and black modules. The green module appears to differentiate coastal and inland plants in stress responses and cell death decisions. 

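All 4 green hub genes were higher in coastal than in inland plants at 2leaf, at 4leaf and in buds, in each of the 4 library pools. Metacaspase 9 (Migut.K00195), a protease of cell death, was at 5.00 ± 1.28 CPM in coastal plants at 2leaf and 10.8 ± 3.19 CPM in coastal buds (SD, n = 10 plants each), and had no count in the 20 inland libraries of these stages. DAD (Migut.A01174), a gene that counters cell death, had an LFC of 2.56 at 2leaf (2.31 to 2.80 within pools) and 3.11 in buds (SE 0.135). The MADS-box gene Migut.K00994 was at 28.1 ± 5.40 CPM in coastal and 1.13 ± 0.91 CPM in inland plants at 2leaf. Galactinol synthase 2 (Migut.B00857) had 266 counts over the coastal and 2 over the inland plants at 2leaf. For genes with almost no inland counts, reads that fail to align were not told apart from a lack of expression.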

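The 3 red hub genes were lower in coastal than in inland plants at all stages in the model. The SM protein gene Migut.E01133, of a family that acts in vesicle fusion, was at 0.372 ± 0.272 CPM in coastal and 10.2 ± 2.03 CPM in inland plants at 2leaf, and at 0.70 ± 0.391 and 19.5 ± 4.07 CPM in buds (SD, n = 10 plants each). The phospholipase D gene Migut.B01671 had an LFC of -1.81 at 2leaf (-2.02 to -1.58 within library pools) and -2.64 in buds (SE 0.183). Nudix hydrolase 19 (Migut.J01169) had LFCs of -1.58 and -2.21. In inland plants, the red hub score was higher in buds than at 2leaf by 0.895 (adjusted p = 3.33e-05, permutation test; 0.802 to 0.969 within pools).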

The red module appears to be primarily associated with vesicle trafficking and membrane dynamics. The greenyellow module is likely involved in the coordination of growth and stress responses, with auxin biosynthesis and signalling potentially playing a key role. One of the hub genes in the greenyellow module is a key auxin gene, *Amidase 1* (Migut.F01717).

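The greenyellow hub genes were lower in coastal plants, and lower in buds than at 2leaf in both ecotypes. Amidase 1 (Migut.F01717), which makes auxin from indole-3-acetamide, had an LFC of -2.11 at 2leaf (SE 0.141, adjusted p = 4.59e-20, n = 10 plants per group; -2.33 to -2.01 within library pools), -1.93 at 4leaf and -1.91 in buds. HS1 (Migut.N00022) was at 53.5 ± 15.7 CPM in coastal and 764 ± 156 CPM in inland plants at 2leaf, and at 26.0 ± 9.79 and 120 ± 23.7 CPM in buds (SD). The MLO gene Migut.G00795 had an LFC of -3.15 at 2leaf and -1.26 in buds. From 2leaf to bud, the greenyellow hub score changed by -0.959 in coastal and by -1.68 in inland plants (permutation tests, adjusted p = 3.33e-05 for each).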

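The 6 cyan hub genes, which act in cell division and chromatin, were all higher in coastal than in inland plants at 4leaf, with LFCs of 1.06 to 1.71. At 2leaf and in buds, 2 of the 6 were called higher, or 1 and 2 when adjusted over the list alone. The cyan hub score was higher in coastal plants by 0.604 at 2leaf (adjusted p = 0.0332), 1.69 at 4leaf (adjusted p = 0.00157) and 0.738 in buds (adjusted p = 0.00719; permutation tests, n = 10 plants per group). Within library pools, it differed by 0.0532 to 1.37 at 2leaf, 1.56 to 1.75 at 4leaf and 0.0546 to 1.42 in buds. The ecotype difference in buds exceeded that at 2leaf by 0.135, which did not pass the permutation test (p = 0.70).
The lightcyan hub score was higher on average in inland than in coastal leaves, with wide variation between inland plants. It averages 5 hub genes, of which 2 passed the filter on low counts in the gene test. MLP423 (Migut.N00310), of a family of major latex proteins, was at 0.0933 ± 0.168 CPM in coastal and 65.4 ± 148 CPM in inland plants at 4leaf (SD), and at 0.821 ± 0.671 and 1.06 ± 1.18 CPM in buds. The lightcyan hub score differed by -1.04 at 2leaf (adjusted p = 0.00042), -1.43 at 4leaf (adjusted p = 4.82e-05) and -0.133 in buds (adjusted p = 0.0332; permutation tests). The difference varied with the pool, from -1.59 to -0.0741 at 2leaf and from -2.33 to -0.183 at 4leaf, where 3 of the 10 inland plants had scores of 2.47 to 4.02 and the other 7 of -0.456 to 0.484. The one in buds, -0.266 to -0.0309 within pools, did not pass the test with the median over the hub genes. As the paper chose the hub genes on these samples, the p-values of the cyan and lightcyan scores are not independent evidence.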

The cyan and lightcyan modules were differentiated between the ecotypes at the leaf stages, but less differentiated at the bud stage (Figures 5, S15 and S16). Based on the gene composition of the lightcyan module, it appears to be involved in early stress responses, including plant biotic stress defence and oxidative stress management. The cyan module is likely involved in cell division and differentiation, and thus may play a key role in regulating plant growth.

Modules most associated with the developmental transition between leaf and floral bud included the blue, tan, and turquoise modules. 

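All 7 blue hub genes, which include genes of photosynthesis and of chloroplast ribosomes such as PPL1 (Migut.B00505), CSP41A (Migut.D00296) and RPL4 (Migut.N00890), were lower in buds than at 2leaf in both ecotypes. Their LFCs ranged from -4.49 to -3.64 in inland and from -3.34 to -2.95 in coastal plants. The blue hub score changed by -1.91 in coastal and by -2.41 in inland plants (permutation tests, adjusted p = 3.33e-05 for each, n = 10 plants per group). Within library pools, it changed by -2.01 to -1.67 and by -2.58 to -2.30. Since the paper chose the hub genes on these samples, the p-values of the score are not independent evidence. Library size alone in place of TMM moved the median LFC of all genes between inland buds and 2leaf to 1, and all 7 genes stayed lower in buds.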

The blue module had much greater expression in leaves than buds (Figures 5, 6 and S17) and was enriched for genes involved in photosynthesis. 

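Hub genes of the tan and turquoise modules were higher in buds than at 2leaf. The 5 tan hub genes had LFCs of 2.82 to 6.69 between bud and 2leaf in inland plants and of 6.52 to 8.61 in coastal plants. Those of the turquoise module, which include pectin lyase (Migut.M00012) and the arabinogalactan protein genes AGP20 (Migut.F00245) and AGP12 (Migut.K00009), had LFCs of 7.41 to 9.12 in inland and 5.66 to 7.38 in coastal plants. In buds, the tan hub genes were all higher in coastal plants (LFC 1.26 to 4.11) and the turquoise hub genes all lower (-2.43 to -1.31). From 2leaf to bud, the tan hub score rose by 2.51 in coastal and 1.23 in inland plants, and the turquoise hub score by 1.71 and 2.32 (permutation tests, adjusted p = 3.33e-05 for each, n = 10 plants per group). Within library pools, the rises were 2.26 to 2.69 and 1.09 to 1.51 for tan, and 1.25 to 1.92 and 2.07 to 2.57 for turquoise. Both sets of hub genes were chosen by the paper on these samples, so the p-values are not independent evidence.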

The tan and turquoise modules both are likely involved in the developmental transitions through changes in the expression of genes involved with the construction of the cell wall and other processes.

**FIGURE 6:**
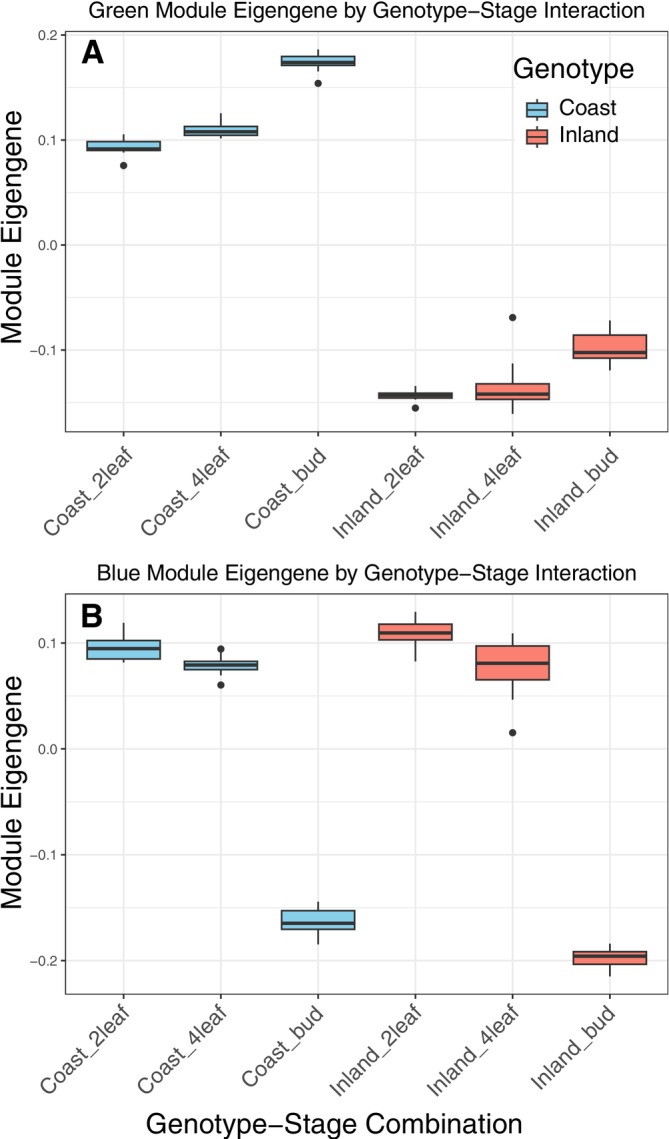
Ecotype × developmental stage of co‐expression modules. (A) The green module contained genes that principally differed between the ecotypes. (B) The blue module genes were primarily differentially expressed between leaves and floral buds.

## 4 Discussion

In this study, we evaluated gene expression divergence between a coastal perennial and an inland annual accession of *M. guttatus* during development. Overall, there were clear patterns of differentiation between ecotypes and across developmental stages, with large shifts between leaf and floral bud stages. Our analysis of gene expression in candidate pathways revealed a striking elevation in differential expression between the ecotypes for genes in the jasmonic acid hormone pathway, with expression patterns in that pathway consistent with the known divergence in growth, reproduction, and defence between the coastal perennial and inland annual ecotypes. While no other candidate pathways had significantly elevated expression differentiation, the patterns of expression for some of the key genes in those pathways were informative. In contrast to our candidate pathway analyses, the weighted gene network analyses revealed only limited evidence for a role of plant hormone pathways in the divergence of the ecotypes. Instead, these network analyses primarily revealed significant differences in cellular division, differentiation, function, and growth between the ecotypes and across various developmental stages. These differences at the microscopic level may ultimately help to give rise to organismal‐level divergence of the ecotypes, but have yet to be evaluated in detail in this system. By further elucidating the mechanisms of ecotype formation, our work brings us closer to understanding the complex changes involved in the evolution of ecogeographic and phenological reproductive isolation.

### 4.1 Gene Regulatory Divergence and the Evolution of Ecotypes

The finding of elevated gene expression divergence for genes in both the jasmonic acid biosynthesis and signalling pathways is a key result of our study. The higher gene expression of the full complement of genes involved in JA catabolism/degradation in inland annual plants suggests that jasmonic acid is not degraded across all stages at a high rate in the coastal perennial ecotype, while JA may be quickly degraded and recycled in the leaves of the inland ecotype. 

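The catabolism genes were lower in coastal plants in leaves, and not as a group in buds. At 4leaf, 9 of the 10 were lower in coastal plants and 1 was higher, a sulfotransferase gene ST2A (Migut.B01186) with an LFC of 0.82 there and 2.57 in buds. In buds, 3 genes were higher in coastal plants, 3 were lower, and 4 did not pass the test, and with upper-quartile scaling or library size alone 1 of the lower genes no longer passed. Another ST2A gene (Migut.B01396) was lower in coastal plants in buds, with an LFC of -2.07 (-2.64 to -1.70 within library pools). From 2leaf to bud, 8 of the 10 genes rose and 2 fell in coastal plants, whereas 9 fell in inland plants (6 with library size alone, under which 1 rose). The ecotype difference itself changed from 2leaf to bud for 9 of the 10 genes, towards coastal plants for 8 of them (interaction term). The counts at each stage were the same when adjusted over the list alone, and the paper chose the list on these samples. All 10 genes at 4leaf, and 5 of those called in buds, had the same sign in the 4 pools. From the higher expression of the catabolism genes in inland plants, the paper proposes that jasmonic acid is degraded faster in inland leaves than in coastal plants.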

Key candidate genes, such as *CYP94B1*, exemplify this overall pattern. *CYP94B1* is responsible for the first step of degradation of bioactive jasmonic acid (Koo et al. 2014) and was the single most differentially expressed gene (out of 13,920) between the ecotypes genome‐wide (LFC = −9.09; Figure 3). 

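The CYP94 genes encode P450 enzymes that oxidise the bioactive jasmonate. The gene named CYP94B1 in Fig. 2, Migut.D00397, had an LFC of -2.17 between the ecotypes at 2leaf (SE 0.339, adjusted p = 2.03e-07, n = 10 plants per group; -2.85 to -1.85 within library pools), and it ranked 1308 of 16735 by the size of the LFC. The gene named CYP94C1 there, Migut.D02345, had an LFC of -8.96 (SE 0.697, adjusted p = 3.22e-17; -11.05 to -8.73 within pools) and ranked 5 by size, or 1 with the LFC from voom and limma. With voom and limma, the paper's test, its LFC equals the value that the paper gives for CYP94B1. CYP94B3, Migut.D01265, had an LFC of -7.89 (SE 0.637, adjusted p = 1.55e-16; -12.0 to -6.63 within pools) and ranked 26.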

The coastal ecotype had a low expression level that was consistent across all developmental stages. In contrast, the inland annual plants had a 40X higher expression at the two‐leaf stage but had a similar level of expression to the coastal ecotype in the floral bud stage (Figure 4). This pattern of gene expression suggests that jasmonic acid is not degraded at a high rate across all stages in the coastal perennial ecotype, while JA may be quickly degraded and recycled in the leaves of the inland ecotype. Similarly, most of the genes in the jasmonic acid signalling pathway were expressed in a pattern consistent with previous studies that found a higher production of defensive compounds in the leaves (Figure 4) of perennial than annual *M. guttatus* populations (Holeski et al. 2013; Lowry et al. 2019; Blanchard et al. 2024).

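In coastal leaves, the CYP94 genes were expressed at low levels, and all 3 were higher in coastal buds than at 2leaf. CYP94C1 (Migut.D02345) was at 1.07 ± 0.727 CPM at 2leaf, 5.45 ± 11.7 at 4leaf, 0.726 ± 0.857 at 6leaf, 0.823 ± 0.63 at 8leaf and 20.9 ± 5.34 in buds (SD, n = 10 plants each). CYP94B3 (Migut.D01265) was at 0.684 ± 0.799, 5.08 ± 8.26, 0.452 ± 0.508, 0.208 ± 0.255 and 5.61 ± 1.79 CPM at the same stages, and CYP94B1 (Migut.D00397) at 4.56 ± 1.59, 6.83 ± 4.67, 5.49 ± 3.31, 4.06 ± 1.71 and 22.1 ± 7.40 CPM. Between coastal buds and 2leaf, the LFCs were 4.18 (SE 0.678, adjusted p = 1.95e-07; 3.61 to 6.45 within library pools), 2.87 (SE 0.725, adjusted p = 0.000418; 1.70 to 7.44) and 2.27 (SE 0.331, adjusted p = 1.56e-08; 1.78 to 3.02) in that order. At 4leaf, plant 6 was the highest for each gene, with 37.8, 26.4 and 19.0 CPM, and without it the means were 1.86, 2.70 and 5.48 CPM.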

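In inland plants, the CYP94 genes were higher than in coastal plants at 2leaf, while in buds CYP94B1 was lower and the other 2 did not pass the test. CYP94C1 (Migut.D02345) was at 588 ± 125 CPM at 2leaf, 242 ± 157 at 4leaf and 12.1 ± 11.2 in buds (SD, n = 10 plants each). CYP94B3 (Migut.D01265) was at 187 ± 61.7, 108 ± 72.9 and 3.58 ± 3.43 CPM, and CYP94B1 (Migut.D00397) at 21.0 ± 8.15, 16.2 ± 6.75 and 6.93 ± 5.97 CPM. At 2leaf, the ratio of inland to coastal means was 550 ± 124 for CYP94C1, 273 ± 105 for CYP94B3 and 4.61 ± 0.76 for CYP94B1 (± SE).
In buds, the LFCs between the ecotypes were 0.74 for CYP94C1 (adjusted p = 0.178; 0.22 to 3.98 within library pools), 0.66 for CYP94B3 (adjusted p = 0.277; -0.14 to 2.25 within pools) and 1.52 for CYP94B1 (SE 0.305, adjusted p = 1.76e-05; 0.66 to 3.06 within pools). The ecotype difference changed from 2leaf to bud by 9.69 (SE 0.843, adjusted p = 2.38e-14), 8.55 (SE 0.838, adjusted p = 1.77e-12) and 3.69 (SE 0.456, adjusted p = 2.01e-09) in the same order (interaction term).

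**Figure D2:**
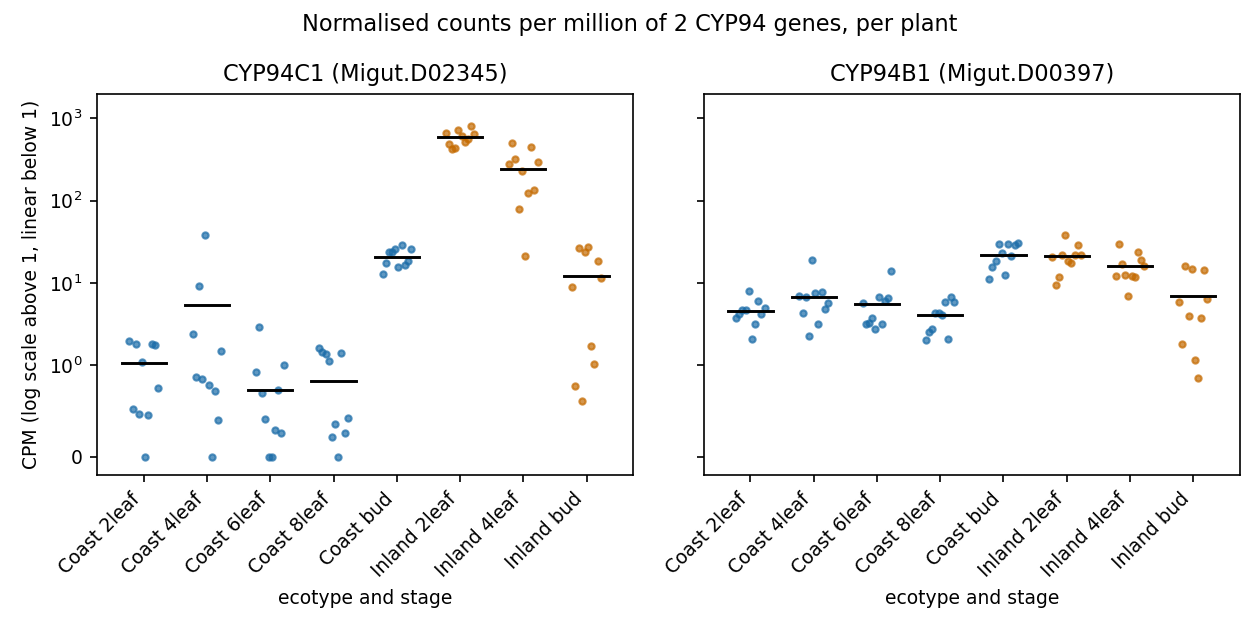
CPM of CYP94C1 (Migut.D02345) and CYP94B1 (Migut.D00397) per plant, on a scale that is logarithmic above 1 and linear below, for the 5 coastal groups and the 3 inland groups. Points are plants (n = 10 per group) and lines are means, and CYP94C1 spans 0 to 1.99 CPM in coastal and 429 to 814 CPM in inland plants at 2leaf.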

Trade‐offs between rapid growth and herbivore resistance have long been recognised by plant biologists. However, it is only recently that the underlying molecular mechanisms of such trade‐offs have begun to be elucidated. The gibberellin pathway is often seen as being at odds with the jasmonic acid pathway in terms of regulating the trade‐off between growth and herbivore defence (Fujita et al. 2006; Yang et al. 2012; Züst and Agrawal 2017). An important recent discovery in this area is that the gibberellin and jasmonic acid hormone pathways directly interact in an antagonistic manner through the DELLA‐JAZ signalling node (Kazan and Manners 2012; Havko et al. 2016; Wasternack 2017). If this antagonistic interaction were driving trade‐offs between growth and defence in *M. guttatus* , we would expect a higher level of gibberellin activity in the leaves of inland plants. This does not appear to be the case, as the pattern of gene expression in the gibberellin pathway suggests more gibberellin biosynthesis and activity of the pathway in coastal plants than in inland plants. 

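At the other stages, the biosynthesis genes kept their direction in leaves. At 4leaf, GA20ox1 (Migut.F00399) had an LFC of 2.27 between the ecotypes (1.34 to 2.97 within library pools) and GA3ox1 (Migut.I00834) one of 4.92 (SE 0.344, adjusted p = 3.61e-19, n = 10 plants per group; 4.60 to 6.51 within pools). In buds, where both genes were lower than at 2leaf in each ecotype, GA20ox1 was at 5.41 ± 3.34 CPM in coastal and 0.835 ± 0.329 CPM in inland plants (SD), an LFC of 2.58 (2.12 to 3.30 within pools). The inactivation gene GA2ox8 (Migut.H01552) had an LFC of -2.43 at 4leaf and of -0.69 in buds (adjusted p = 0.0319), and the latter did not pass the test with upper-quartile scaling or library size alone.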

While most of the gibberellin candidate genes were not expressed at a high enough level for individual gene analyses, the candidate genes in the biosynthesis pathway all suggested a higher level of gibberellin biosynthesis, especially in leaf tissues (Figures 2 and 4).

This finding of both higher gibberellin and jasmonic acid pathway activity in coastal leaves may at first seem contradictory, except that it fits with our general understanding of how trade‐offs occur in this system. Coastal plants allocate more resources to both defence and vegetative growth; thus, higher levels of expression of both the gibberellin and jasmonic acid pathways in coastal plant leaves are consistent with this model. The major trade‐off in this system is with reproduction, for which the inland annual *M. guttatus* plants typically allocate more resources to reproduction over vegetative growth and resistance to insect herbivores (Hall and Willis 2006; Lowry et al. 2008; Hall et al. 2010; Baker and Diggle 2011; Baker et al. 2012; Holeski et al. 2013; Lowry et al. 2019). By allocating resources to reproduction, annual plants can successfully escape the terminal end‐of‐season drought that characterises summers in western North America. In contrast, perennial *M. guttatus* plants preferentially allocate resources to vegetative growth and resistance to insect herbivores (Holeski et al. 2013; Lowry et al. 2019; Blanchard et al. 2024). The consistently lower temperatures and summer fog along the Pacific coast of North America (Gilliam 2002; García‐Reyes and Largier 2012) provide conditions that facilitate a perennial life history and, thus, this pattern of resource allocation.

While gibberellin biosynthesis and activity may be lower in inland plants than coastal plants at the level of leaves, this pattern is likely reversed for the region of the shoot apex, where major developmental patterns are laid down. Recent studies in this system have found that the growth architecture of coastal plants undergoes greater changes after the application of bioactive gibberellin (GA3; Lowry et al. 2019). Furthermore, multiple studies suggest that the GA biosynthesis gene *GA20ox2* plays a critical role in the divergence of the coastal perennial and inland annual ecotypes (Gould et al. 2017; Kollar et al. 2025). *GA20ox2* is an allele frequency outlier between coastal and inland populations (Gould et al. 2017) and is located within the locally adaptive chromosome inversion that drives much of the divergence between the coastal and inland ecotypes (Lowry and Willis 2010; Friedman 2014; Blanchard et al. 2024). *GA20ox2* is expressed at a higher level in the shoot apices of inland plants than coastal plants (Kollar et al. 2025). We are currently conducting functional tests with this gene to determine whether it contributes to the developmental signal that drives morphological divergence between the ecotypes (Stanley and Lowry 2024).

Beyond the jasmonic acid and gibberellin pathways, our study suggests the possible involvement of the auxin hormone pathway in the divergence of the ecotypes. 

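The auxin genes kept most of their ecotype differences through development. At 4leaf, 7 of the 8 genes were lower and 1 was higher in coastal plants, and in buds 6 were lower and 2 were higher. The auxin-responsive gene Migut.F01339 had LFCs of -3.40 at 4leaf (SE 0.241, adjusted p = 6.3e-19) and -3.36 in buds (SE 0.276, adjusted p = 2.34e-16; n = 10 plants per group). The ILL6 genes, whose products cleave conjugates of auxin and of jasmonate, diverged in buds, where Migut.C01122 had an LFC of 0.60 (adjusted p = 0.0102; 0.31 to 1.00 within library pools) and Migut.N03278 one of -0.47 (adjusted p = 0.0391; -1.13 to 0.54 within pools). All 8 genes had the same sign in the 4 pools at 4leaf, and 7 of 8 did in buds. With upper-quartile scaling or library size alone, 5 genes were lower in coastal buds.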

While not a significant enrichment, eight of the auxin genes that we a priori identified were highly differentially expressed between the ecotypes. Further, auxin was implicated in three of the modules in the network analyses (tan, cyan, and greenyellow). In contrast, jasmonic acid and gibberellin were only clearly implicated in the tan module, which appears to primarily capture gene expression differences between leaf and bud stages, rather than divergence between the ecotypes (Figure S11). With both the cyan and greenyellow modules highly differentiated between the ecotypes, the core role for auxin should be considered in future studies. Of particular interest is the ortholog of *Amidase 1* (Migut.F01717), which mediates growth and stress responses by converting indole‐3‐acetamide to the bioactive auxin (Pérez‐Alonso et al. 2021). As a member of the greenyellow module, this *Amidase 1* ortholog may play a key role in the differences in stress responses in sulfur metabolism for coastal and inland ecotypes, as well as differences in key physiological traits. Sulfur metabolism can play a critical role in plant resilience (Takahashi et al. 2023) and has previously been shown to differ in concentration between leaves of coastal and inland *M. guttatus* plants (Lowry et al. 2012).

While the evolution of prostrate coastal ecotypes is a common pattern across plant species, whether shifts in hormone pathways play an integral role in the evolution of ecotypes is still unresolved. The only other system we know where appreciable progress has been made in understanding this type of ecotype divergence is between headland and dune ecotypes of *Senecio lautus*, where ethylene, gibberellins, and especially auxin have been implicated (James et al. 2021; Wilkinson et al. 2021; Broad et al. 2024). No gene in either *S. lautus* or *M. guttatus* has yet been confirmed to be involved in coastal ecotype divergence through functional genetic studies.

Our global gene network expression analysis using WGCNA yielded additional insights into the pathways that differ between ecotypes and across developmental stages. Interestingly, this network analysis alone would have resulted in a different interpretation than our candidate pathway analysis. While the gene network analyses captured new pathways to consider for divergence between the ecotypes, as well as through development, it did not capture the same insights about hormone pathway divergence. The main new insight into coastal and inland ecotype divergence from WGCNA was the recognition that gene regulation may greatly differ in genes that control microscopic phenotypes, including vesicle trafficking and cell death regulation. These microscopic processes likely serve as a critical intermediate between the ultimately causative genetic variation at the DNA sequence level and phenotypic variation at the organismal level. Another major insight from the network analysis was that there were major differences in the regulation of photosynthetic processes between leaf and bud tissues, but not between the ecotypes, as represented by the blue module (Figure 6b). This finding suggests that the natural variation in components of the photosynthetic machinery is likely not important for the evolution of these coastal and inland ecotypes. 

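The blue hub genes differed little between the ecotypes in leaves and more in buds. At 2leaf, 1 of the 7 was called and was no longer called when adjusted over the list alone, and at 4leaf all 7 had LFCs between -0.07 and 0.15 and did not pass edgeR's test. In buds all 7 were higher in coastal plants, with LFCs of 0.30 to 1.03. APX4 (Migut.C00083), a chloroplast peroxidase family gene, had the largest of these, at 1.03 (0.73 to 1.42 within library pools), and PPL1 (Migut.B00505) the smallest. Coast minus Inland, the blue hub score differed by -0.0928 at 2leaf (adjusted p = 0.0332), 0.056 at 4leaf (adjusted p = 0.479) and 0.399 in buds (adjusted p = 3.33e-05; permutation tests, n = 10 plants per group). Within pools, the differences were -0.176 to -0.0169 at 2leaf, -0.13 to 0.328 at 4leaf and 0.269 to 0.608 in buds. The difference at 2leaf did not pass the test with the median over the hub genes. Since the paper chose these hub genes on the same samples, the p-values of the score are not independent evidence.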

Natural variation in photosynthetic efficiency has been observed in other systems (Sharwood et al. 2022; Theeuwen et al. 2022), but it remains unclear whether this is due to functional allelic variation within the photosynthetic machinery itself or if it is caused by variation in genes peripheral to the core machinery.

### 4.2 Salt Spray Adaptations of the Coastal Perennial Ecotype

Oceanic salt spray plays a key role in the local adaptation of coastal plant populations, leading to the evolution of morphological, phenological, and physiological traits (Boyce 1954; Ahmad and Wainwright 1976; Popovic and Lowry 2020; Itoh 2021; Itoh et al. 2024). While salt spray is important for coastal population adaptations, the mechanisms underlying adaptations to this stress are poorly understood (Du and Hesp 2020). In *M. guttatus* , we have previously demonstrated that coastal perennials have higher tolerance to salt spray than inland annuals (Lowry et al. 2008, 2009; Popovic and Lowry 2020; Toll et al. 2024).

Salt spray adaptations likely share some mechanisms with soil salinity adaptations, especially in terms of leaf tissue tolerance (Munns and Tester 2008). Leaf tissue tolerance to high sodium accumulation is generally thought to involve the transport of sodium ions across cellular and vacuolar membranes to maintain cellular homeostasis, which includes genes in the SOS pathway (Figure 3; Ji et al. 2013; Yang and Guo 2018; Yin et al. 2020). 

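Beyond the 2leaf stage, the sodium genes followed different courses. Of the 5 genes, 3 were called higher and 1 lower in coastal plants at 4leaf, and 1 higher and 2 lower in buds. SOS1 (Migut.E00570) remained higher in coastal plants at 4leaf, with an LFC of 1.42 (SE 0.133, adjusted p = 3.42e-14, n = 10 plants per group; 0.96 to 1.77 within library pools). In buds its LFC was -0.05 (SE 0.12, adjusted p = 0.709; -0.25 to 0.12 within pools). CIPK8 (Migut.N02833) had an LFC of 0.13 at 4leaf (adjusted p = 0.324) and was lower in coastal buds, with -0.48 (adjusted p = 9.27e-05; -0.89 to -0.05 within pools). CBL10 (Migut.A00138) was higher in coastal plants at 4leaf, with 0.83 (adjusted p = 0.000109; 0.75 to 0.92 within pools), and SOS3 (Migut.F00215) was lower, with -1.11 (adjusted p = 0.000263; -1.72 to -0.48 within pools). In buds, they were at 0.12 (adjusted p = 0.553) and -0.85 (adjusted p = 0.00262).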

The upregulation of *CIPK8* and *SOS1* in coastal plants (Figures 3 and 4) is consistent with sodium being pumped out of the cytoplasm cells into the apoplastic flow. The only other major cellular sodium homeostasis gene that was significantly differentially expressed between the ecotypes was *HKT1*, which was also upregulated in coastal plants and serves the function of importing sodium into the cytoplasm from the apoplast. These seemingly contradictory patterns of gene expression suggest that coastal plant cells are both exporting and importing sodium at higher rates than inland plants. However, this result may be explained by our RNA‐seq data being quantified across entire leaves. 

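HKT1 (Migut.L01905) was higher in coastal plants at each stage tested, and it was lower in buds than at 2leaf in both ecotypes. In coastal plants it was at 7.00 CPM at 2leaf, and was already down to 2.15 at 6leaf and 1.49 at 8leaf. At 4leaf it was at 6.31 ± 1.95 CPM in coastal and 1.31 ± 1.31 CPM in inland plants, and in buds at 1.95 ± 1.19 and 0.159 ± 0.185 CPM (SD, n = 10 plants each). The LFCs were 2.29 at 4leaf (adjusted p = 1.28e-07) and 3.00 in buds (adjusted p = 1.35e-07; 1.50 to 5.45 within library pools). The 10 inland bud libraries held 9 counts of the gene in all.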

The regulation and functions of *HKT* genes across different tissues are known to be complex (Munns and Tester 2008; Zamani Babgohari et al. 2014; Gholizadeh et al. 2024). Thus, it is possible that some coastal plant cells export sodium, while others take it up in a manner that maintains overall leaf homeostasis. With single‐cell sequencing, it may be possible in subsequent studies to test the hypothesis that sodium is being actively partitioned between cells to maintain overall leaf homeostasis (Li et al. 2024).

In addition to the core cellular sodium homeostasis genes, shifts in hormone levels can confer adaptations to salt. Recent studies have found that both the jasmonic acid and gibberellin pathways can alter salt tolerance in plants, although in inconsistent ways. Context matters, as some studies have found that jasmonic acid can improve salt tolerance (reviewed in Khan et al. 2025), while others have found that it can make plants more susceptible to salt stress (Song, Li, and Liu 2021). Context also appears to matter in the case of gibberellin, where the addition of this hormone generally confers higher tolerance to soil salinity (Iqbal and Ashraf 2013; Farooq et al. 2022; Liu et al. 2023), but, in contrast, makes *M. guttatus* plants more susceptible to oceanic salt spray in the field (Toll et al. 2024).

### 4.3 Towards a General Understanding of Plant Ecotype Formation

Ecotypes are thought to represent an important early stage in the process of speciation (reviewed in Lowry et al. 2012; Stankowski and Ravinet 2021; Butlin and Faria 2024). While most ecotypes will likely not go on to become new species, it is important to understand their formation as part of the speciation process, as some of them will complete the process. The divergence of inland and coastal populations has served as an excellent model for understanding speciation, all the way back to when studies on them were used to coin the term “ecotype” in the first place (Turesson 1922a). Our study provides further evidence that the evolutionary divergence of hormone networks is a key component in the formation of locally adapted ecotypes. We hypothesise that such shifts in the complex hormone networks drive the evolution of shifts from perennality to annuality (Friedman 2020; Lundgren and Des Marais 2020) and the accumulation of both extrinsic and intrinsic reproductive isolation. Indeed, a recent study of headland and dune ecotypes of *S. latifolius* found that the evolutionary shifts in the auxin network associated with different levels of gravitropism of the ecotypes may also cause hybrid sterility (Wilkinson et al. 2021). Ultimately, functional studies of key candidate genes, currently underway, will be necessary to test the hypothesis that changes in the regulation of hormone pathways directly lead to the formation of ecotypes.

## Author Contributions

D.B.L. and Y.C. designed the experiment. Y.C. conducted the experiment, performed RNA extractions, and prepared the genomic libraries. J.D.O., B.A.G., and D.B.L. conducted the data analyses. D.B.L. and J.D.O. wrote the manuscript, with input from Y.C. and B.A.G.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figures S1‐S27:** mec70080‐0001‐Figures.pdf.

**Data S1:** mec70080‐0002‐Supinfo.zip.

## Data Availability

Raw sequence reads and processed count data are publicly available and accessible for reuse through the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE280929 and GSM8607613–GSM8607692. Custom scripts for analysis can be found on GitHub at https://github.com/lowrylab/Mimulus_expression_across_development.

# Supplementary material for: Gene Expression Divergence Between Locally Adapted Inland Annual and Coastal Perennial Ecotypes of Mimulus guttatus Across Developmental Stages
**Source:** Mol Ecol. 2025 Aug 14;34(22):e70080. doi: 10.1111/mec.70080
**Supplement:** Supplementary file 1 — Figures S1‐S27: mec70080‐0001‐Figures.pdf.

Supplementary Figures and Tables

Gene expression divergence between locally adapted inland annual and coastal perennial ecotypes of *Mimulus guttatus* across developmental stages

Jason D. Olsen^{a,b}, Billie A Gould^a, Yani Chen^a, and David B. Lowry^{a,b,c,*}

^aDepartment of Plant Biology, Michigan State University, East Lansing, MI, USA 48824

^bEcology, Evolution, and Behavior, Michigan State University, East Lansing, MI, USA 48824

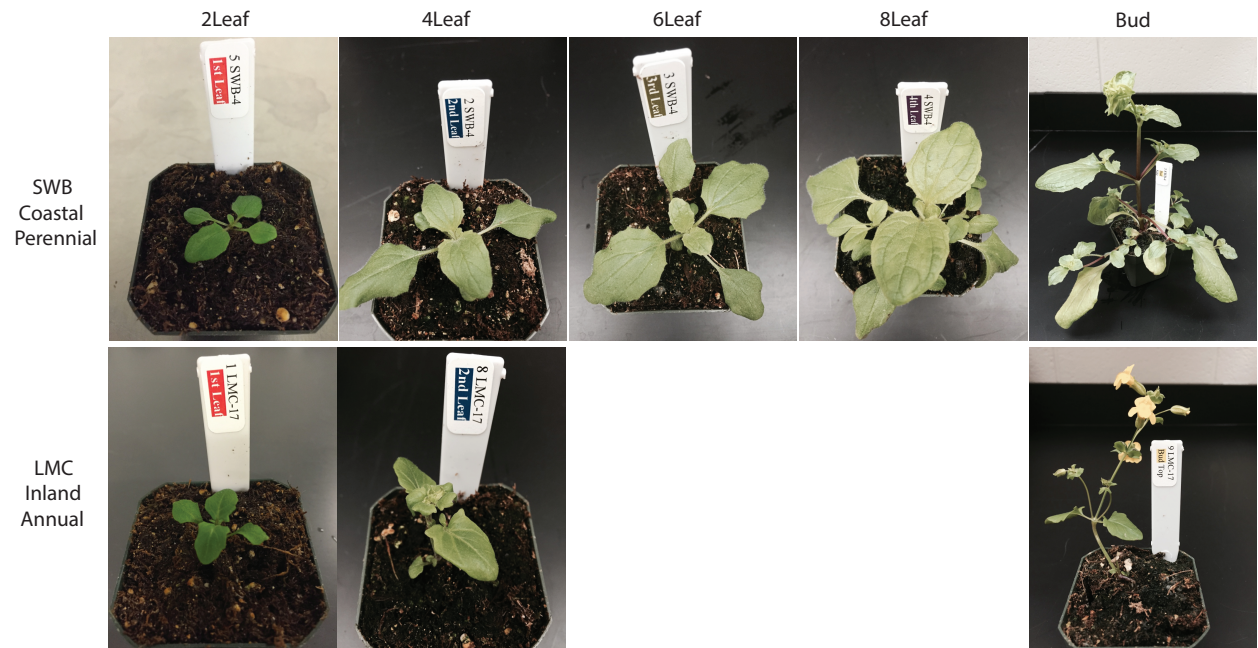

Figure S1. Photos of experimental plants on the day of tissue collection for RNA-seq through developmental stages for the two genotypes.

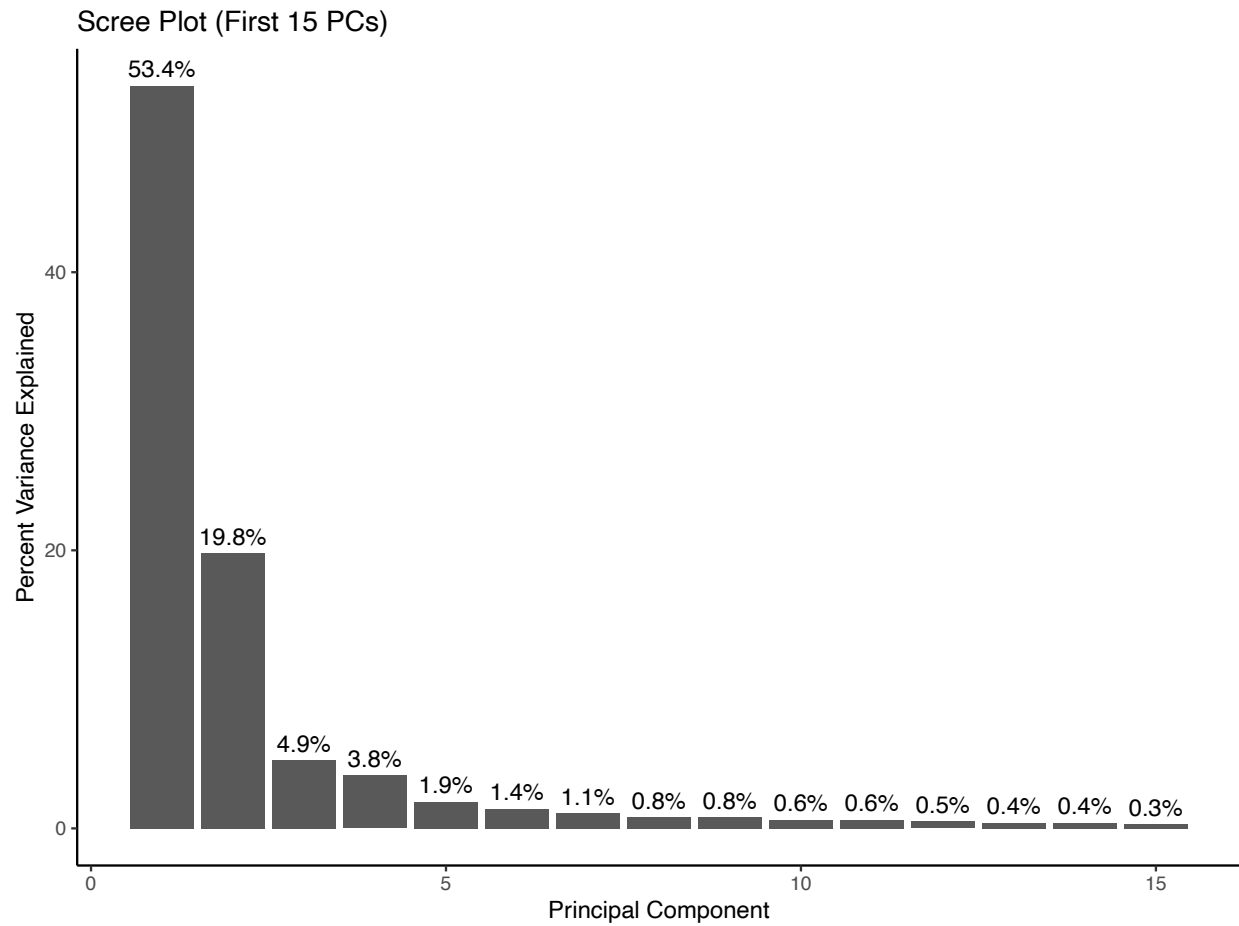

Figure S2. Scree plot of variance explained by the first 15 PCs for the principal component analysis (PCA) performed on variance stabilizing transformed (VST), pre-filtered read count data.

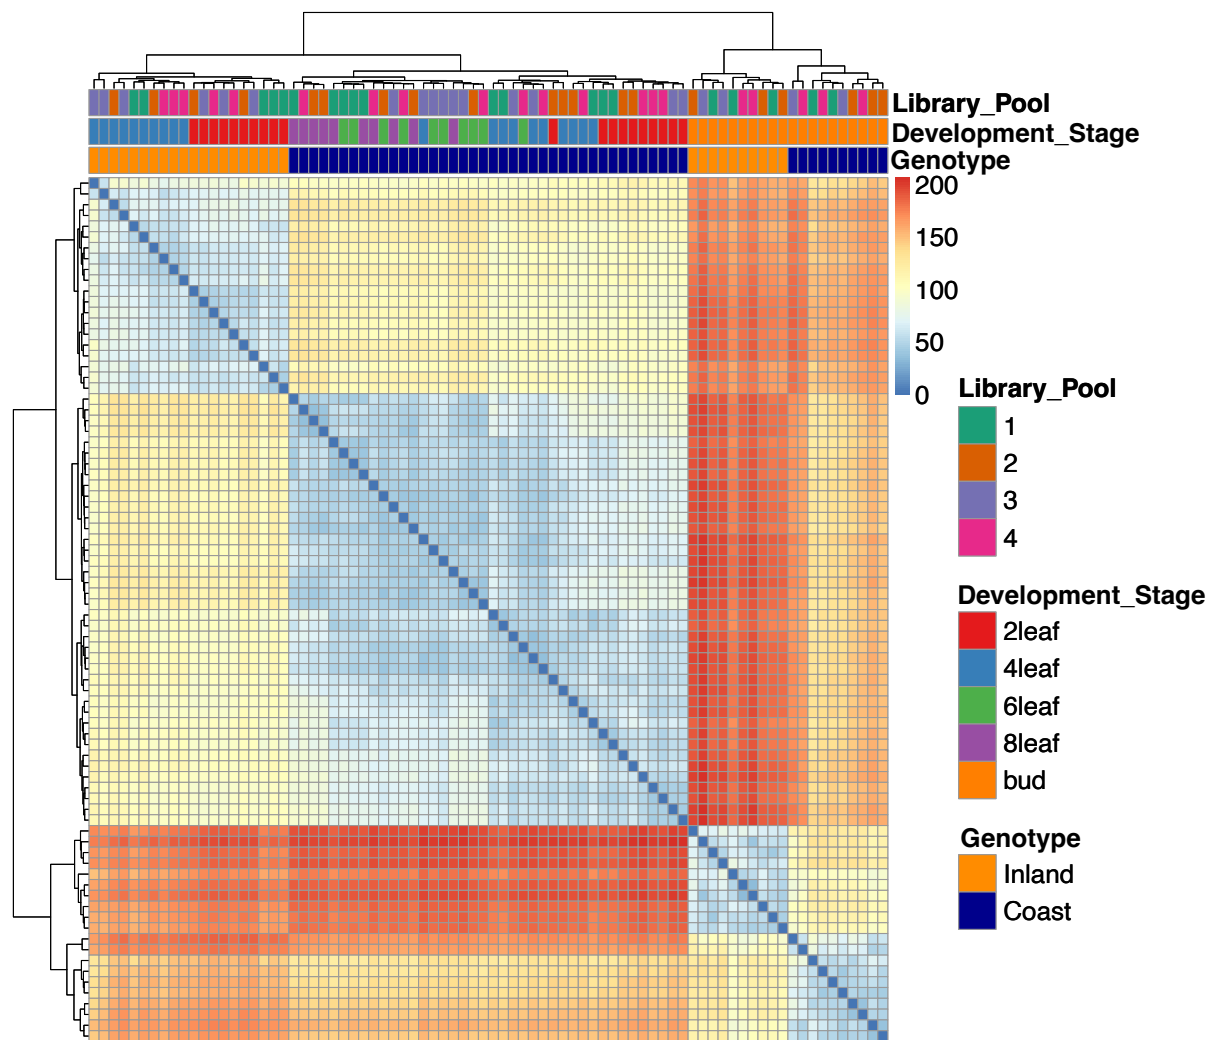

Figure S3. Heat map clustering of the 80 RNA-seq samples by genotype and developmental stage. There was no clustering by the four library pools, across which the samples were randomized.

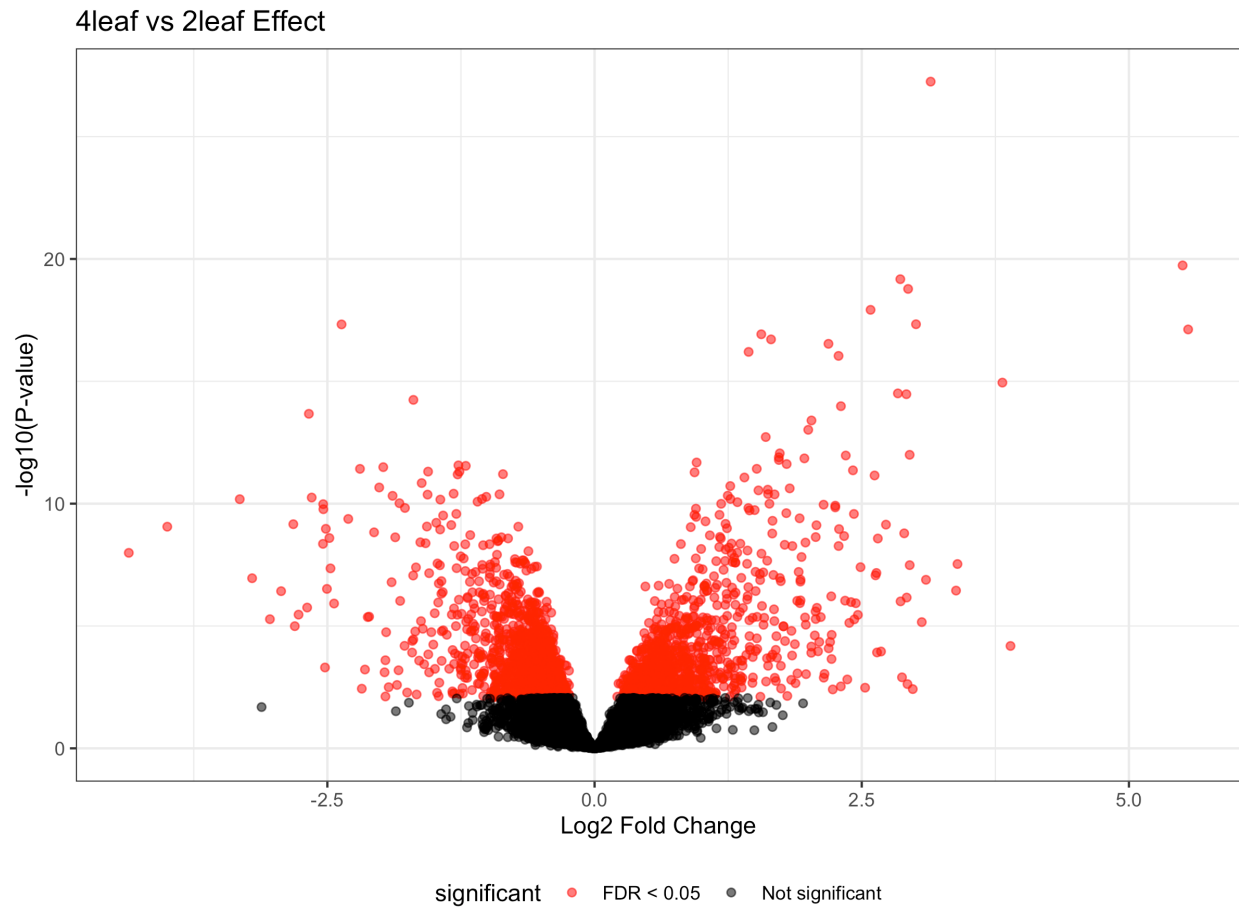

Figure S4. Volcano plot depicting the distribution of significantly differentially expressed genes (red) for the contrast between the second and fourth set of true leaves.

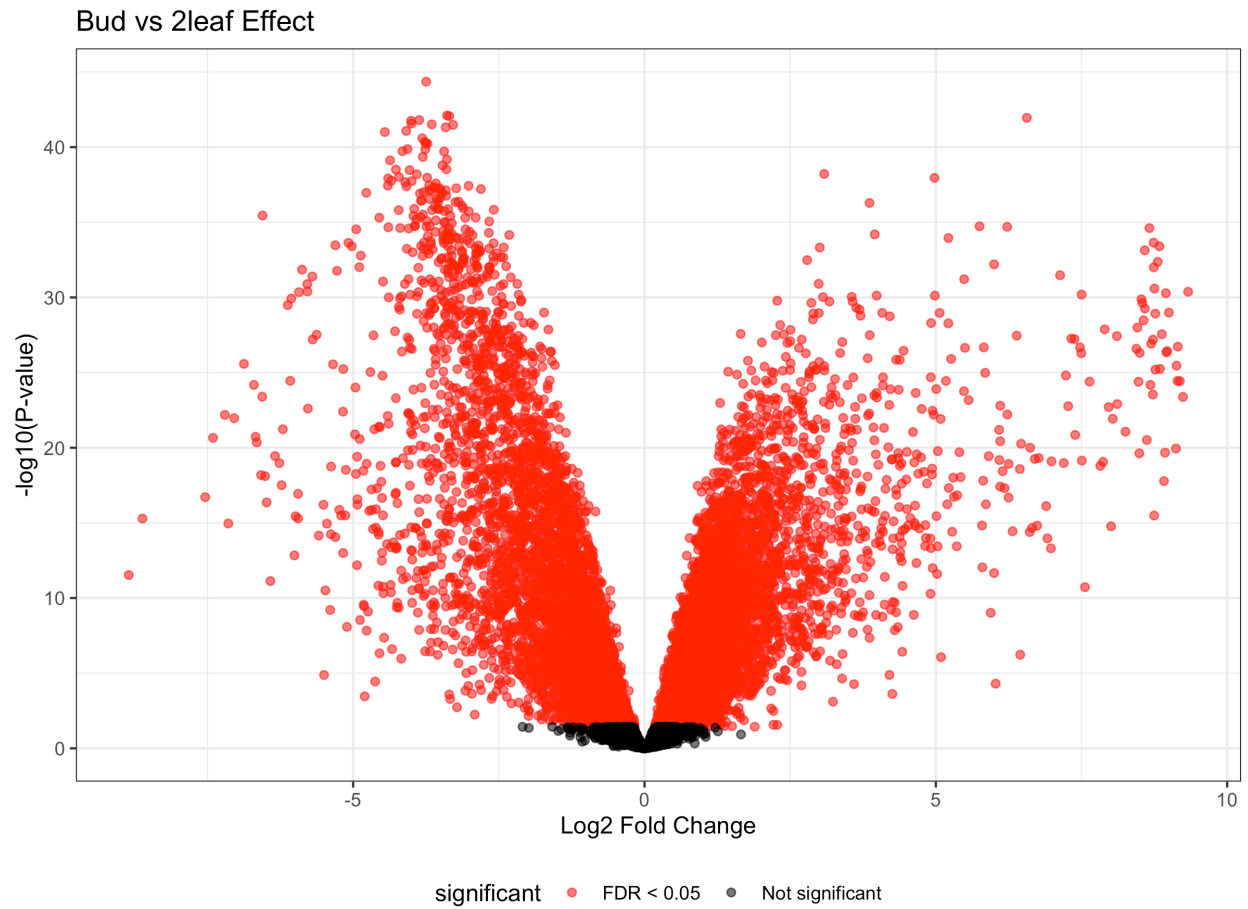

Figure S5. Volcano plot depicting the distribution of significantly differentially expressed genes (red) for the contrast between floral buds and the second set of true leaves.

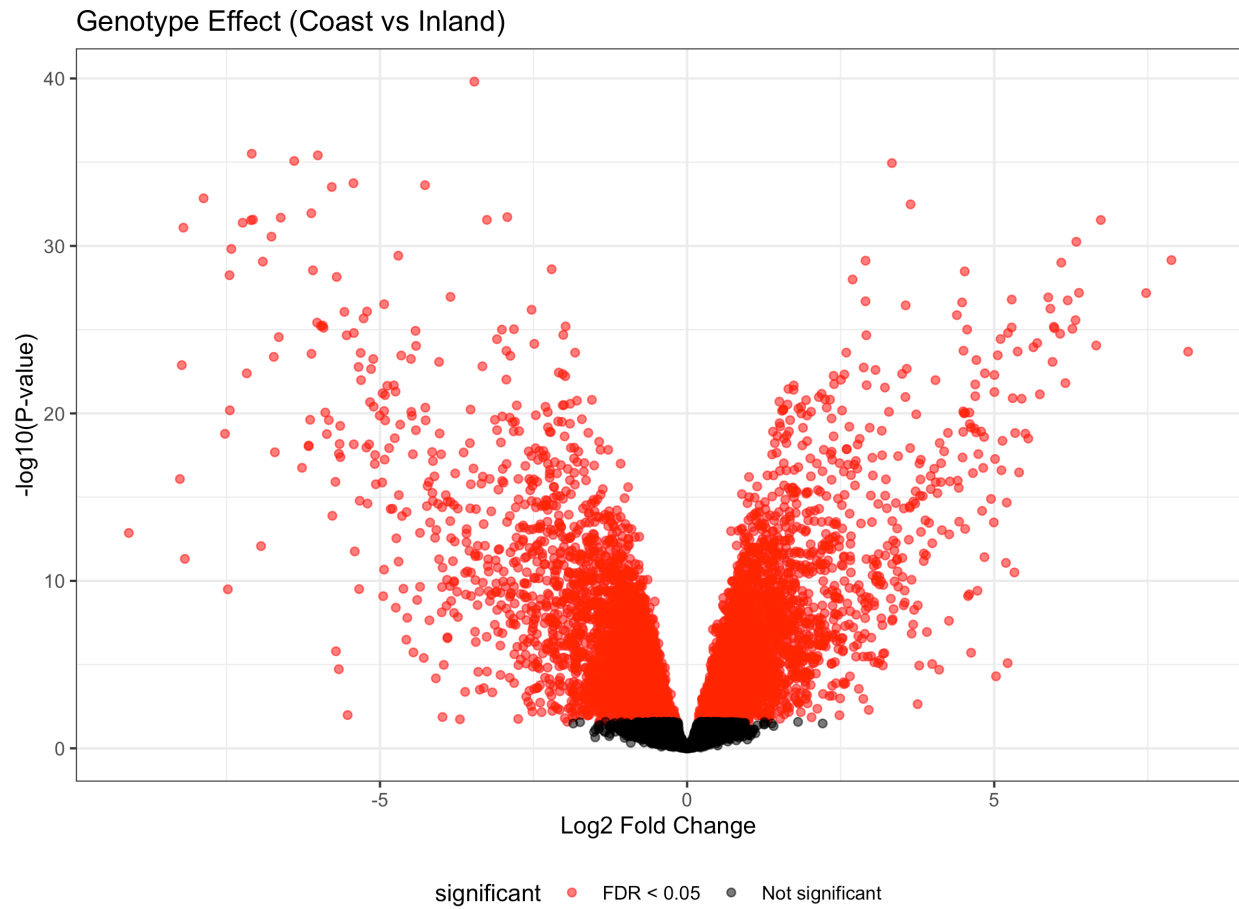

Figure S6. Volcano plot depicting the distribution of significantly differentially expressed genes (red) for the contrast between coastal perennial and inland annual samples.

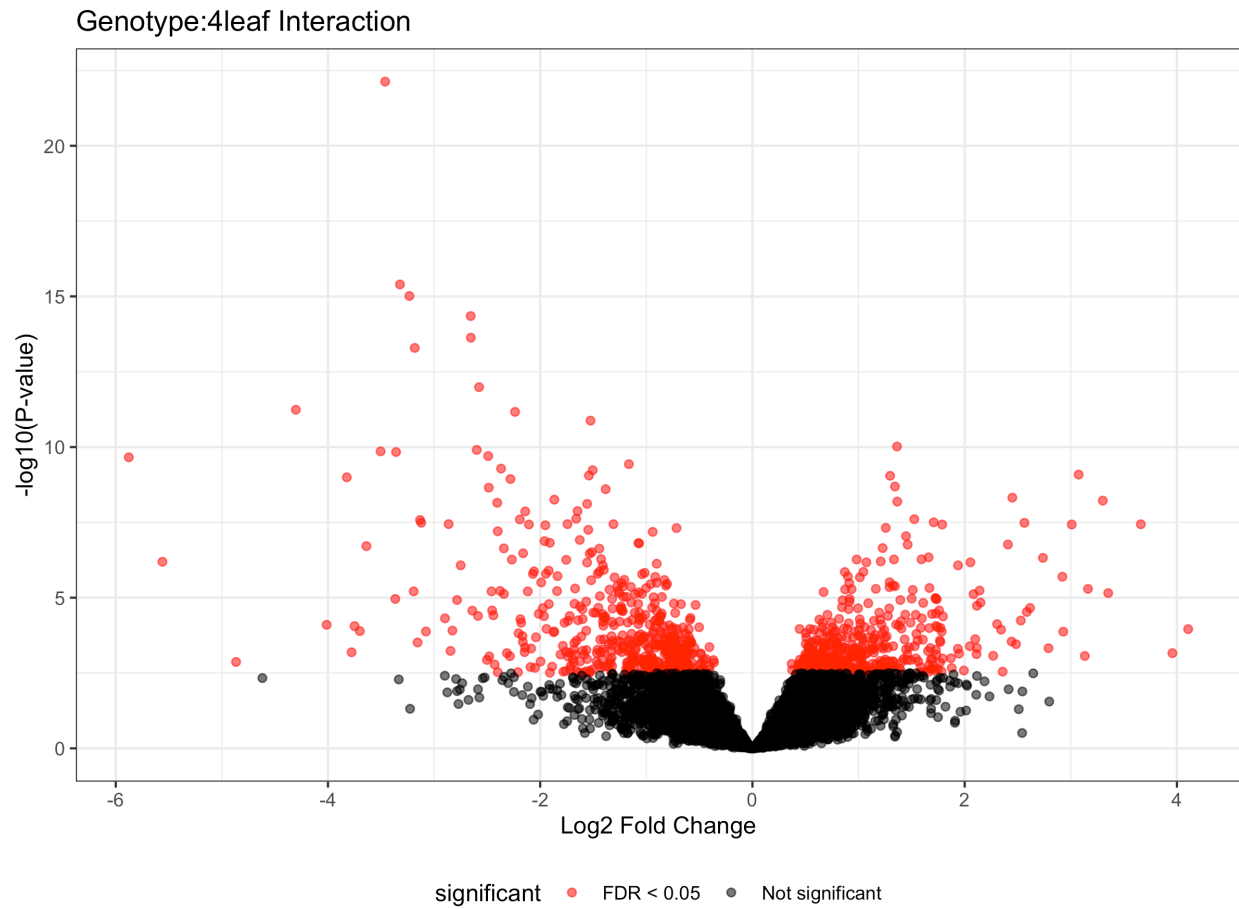

Figure S7. Volcano plot depicting the distribution of significantly differentially expressed genes (red) for the interaction of genotype with the contrast of the second and fourth set of true leaves.

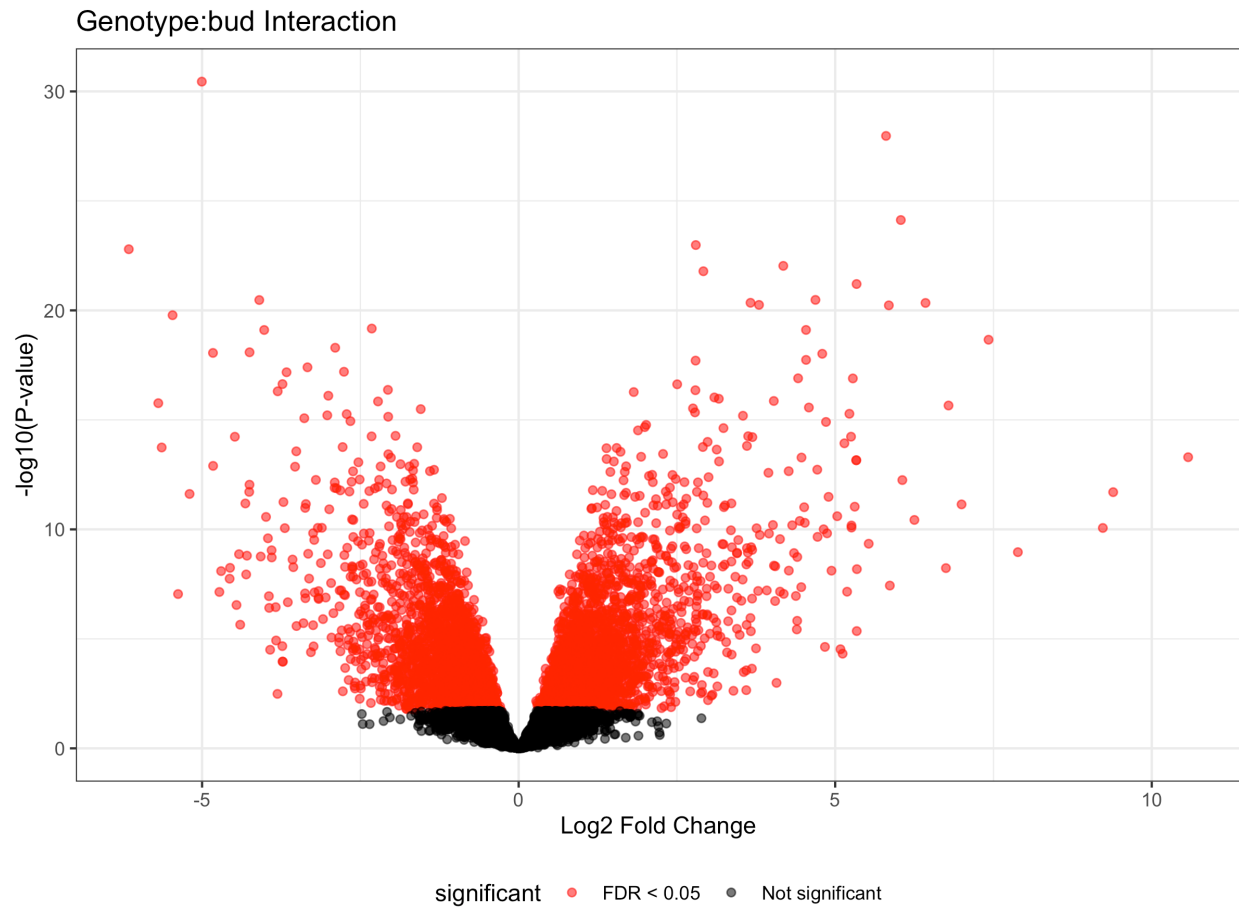

Figure S8. Volcano plot depicting the distribution of significantly differentially expressed genes (red) for the interaction of genotype with the contrast of floral bud and the second set of true leaves.

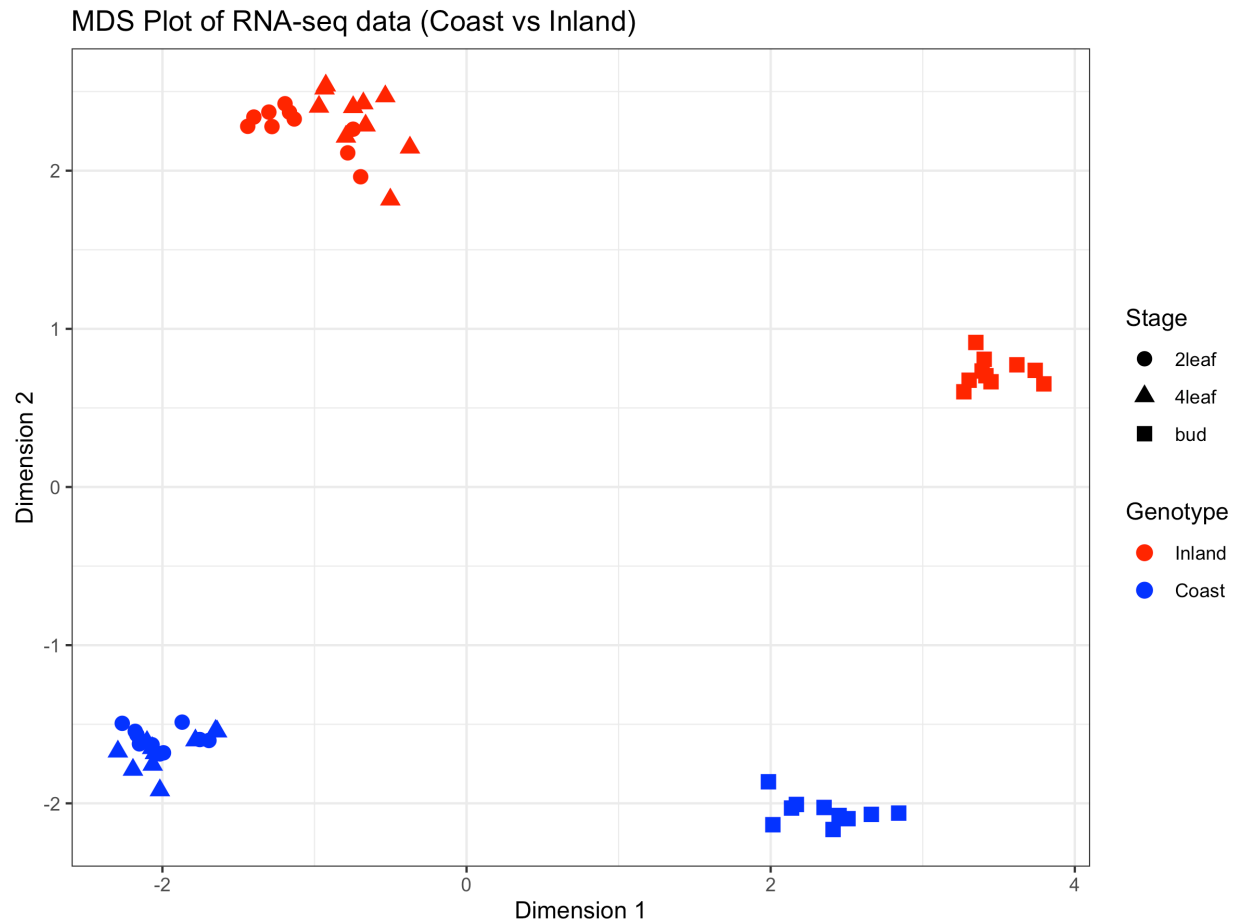

Figure S9. Multidimensional scaling (MDS) plot of the relationship of samples based on the 13,920 genes individually evaluated for differential expression using the voom-limma approach.

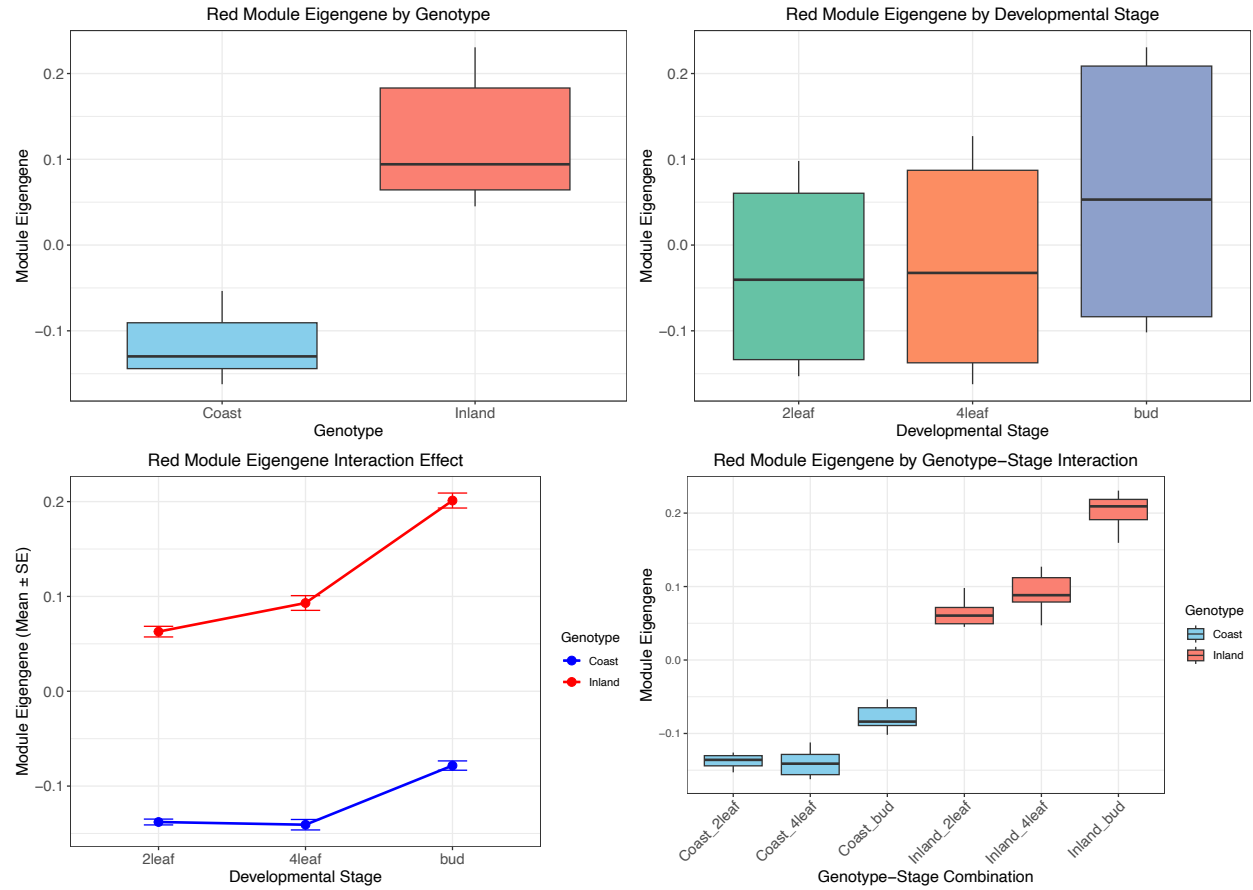

Figure S10. The main effects (genotype and developmental stage) and interactions for the eigengene of the red module from the WGCNA analysis.

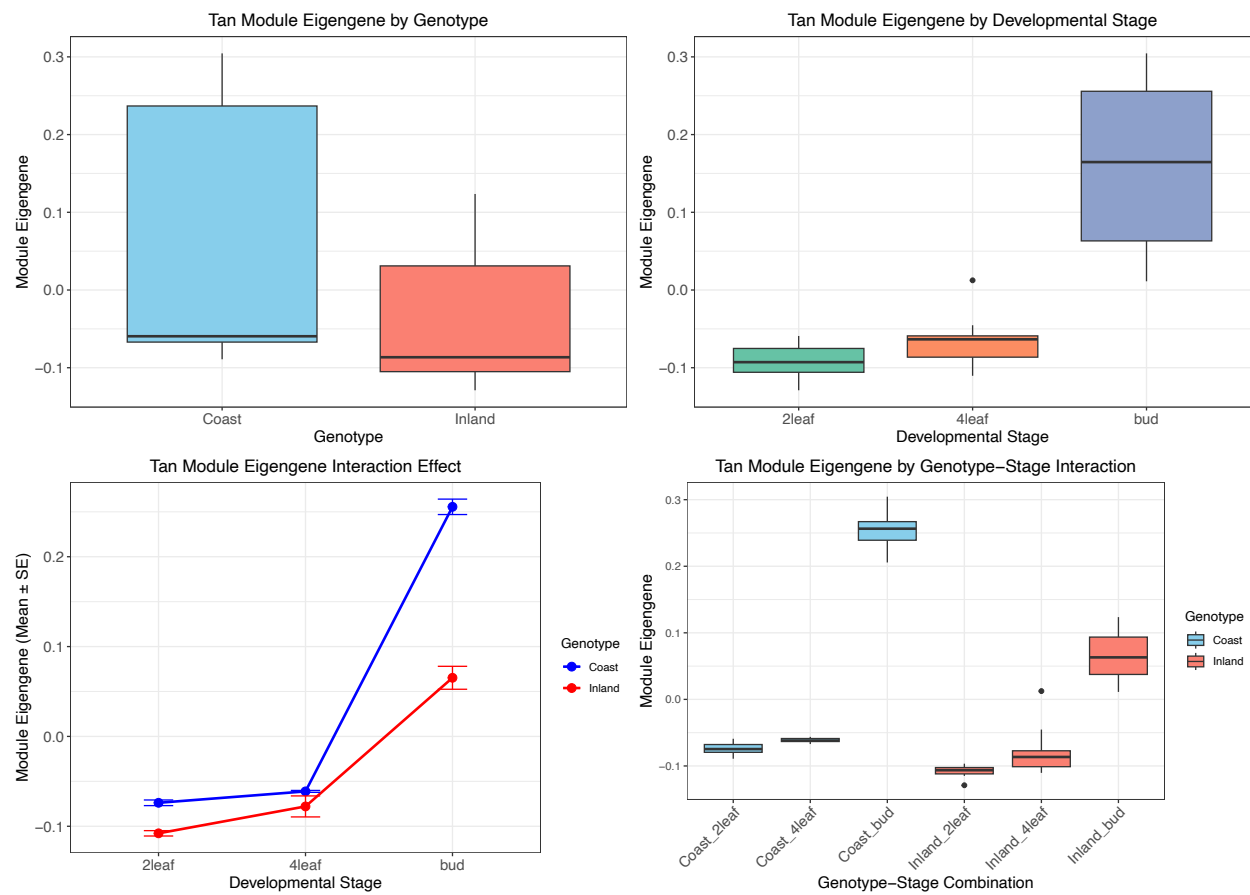

Figure S11. The main effects (genotype and developmental stage) and interactions for the eigengene of the tan module from the WGCNA analysis.

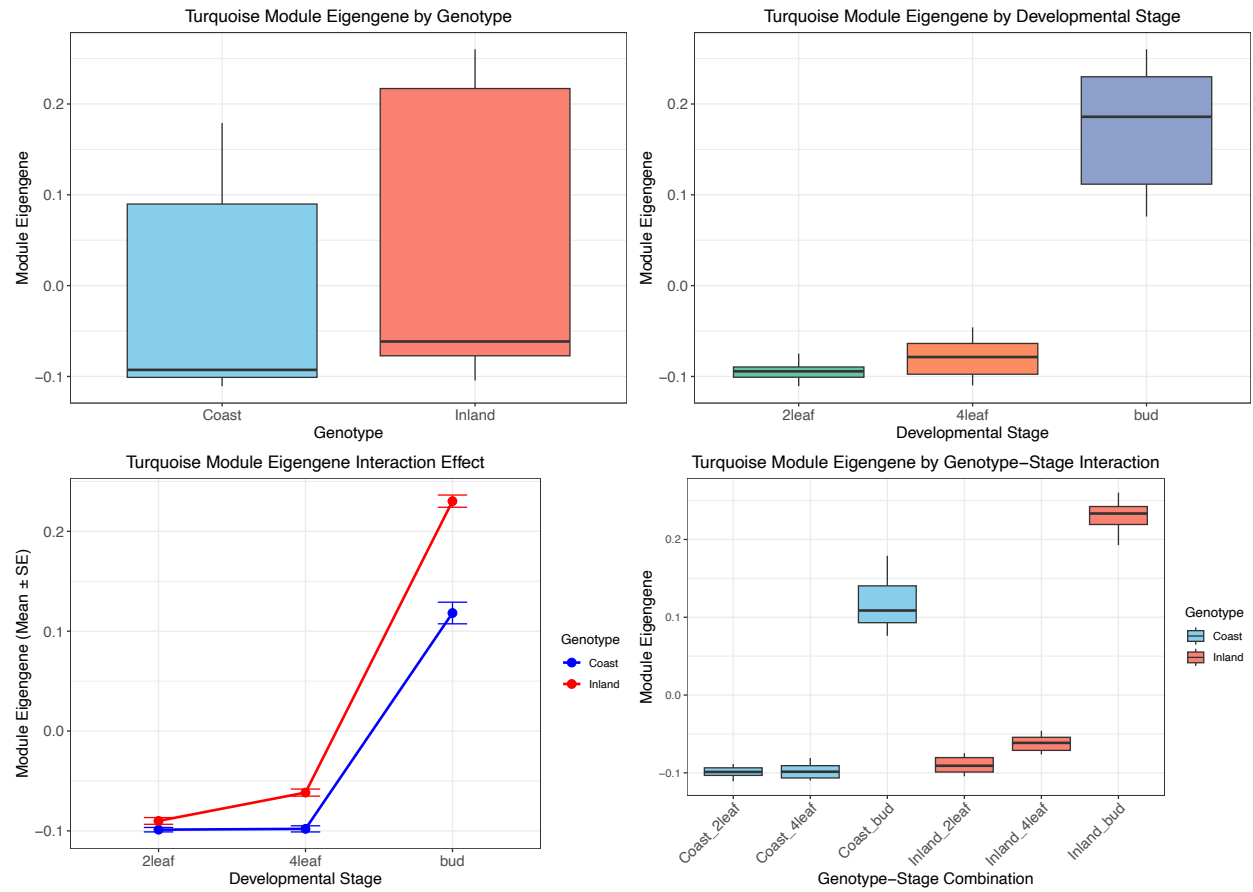

Figure S12. The main effects (genotype and developmental stage) and interactions for the eigengene of the turquoise module from the WGCNA analysis.

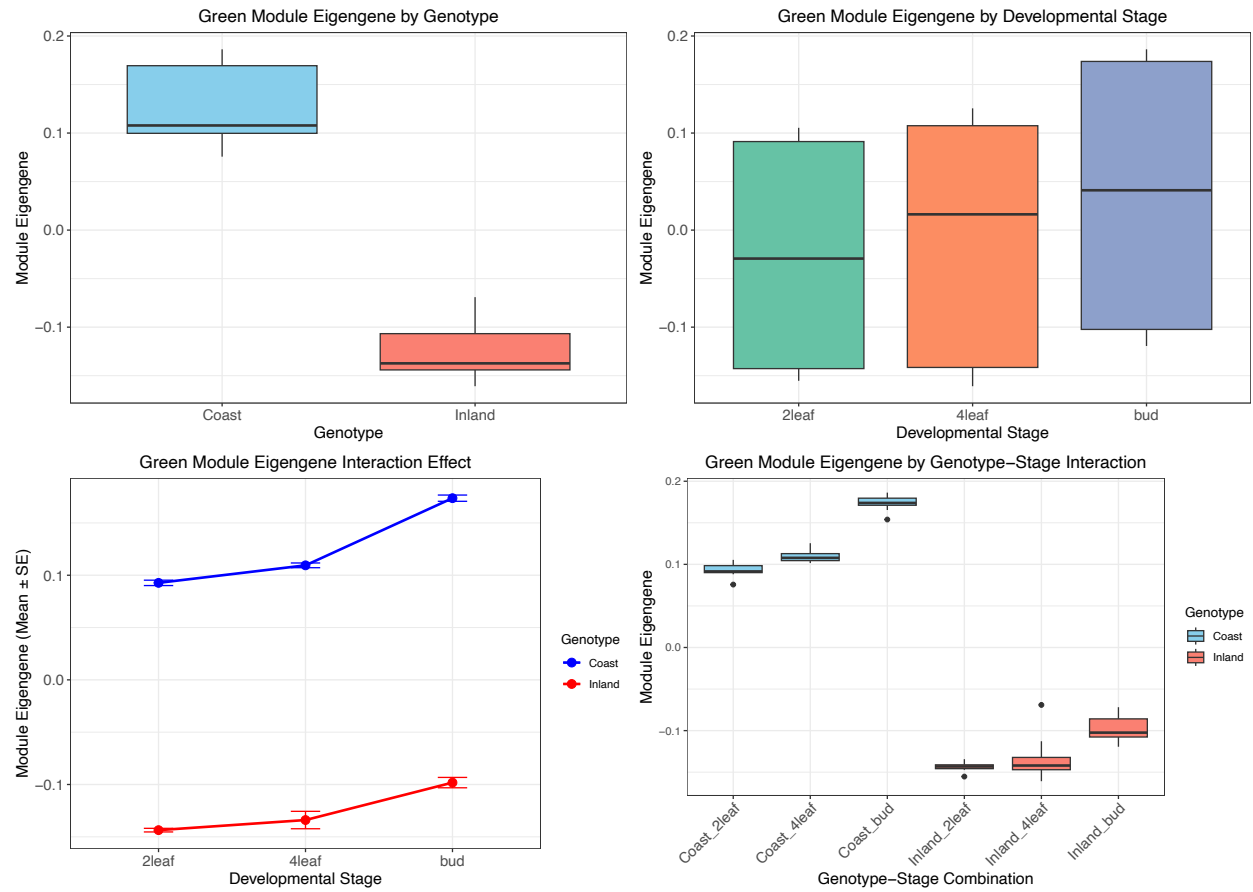

Figure S13. The main effects (genotype and developmental stage) and interactions for the eigengene of the green module from the WGCNA analysis.

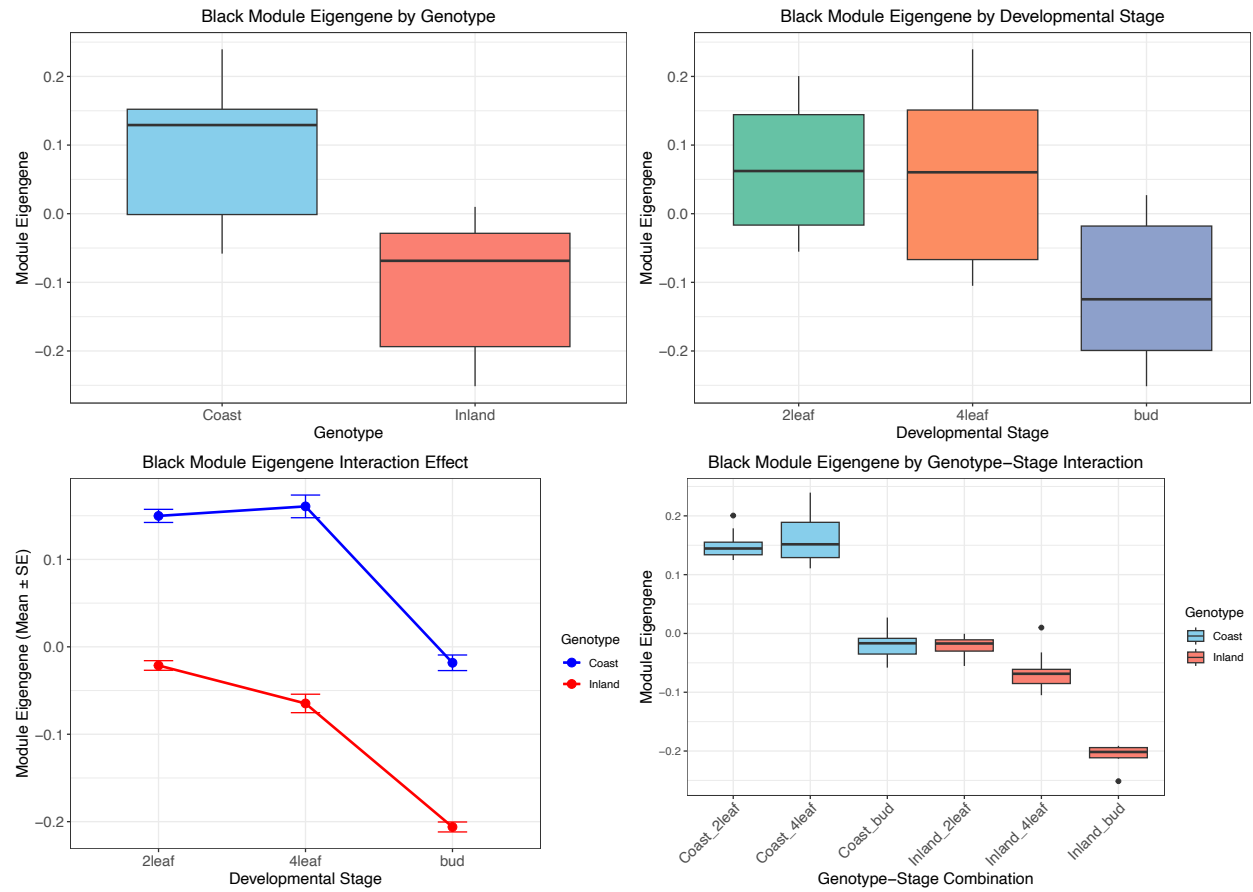

Figure S14. The main effects (genotype and developmental stage) and interactions for the eigengene of the black module from the WGCNA analysis.

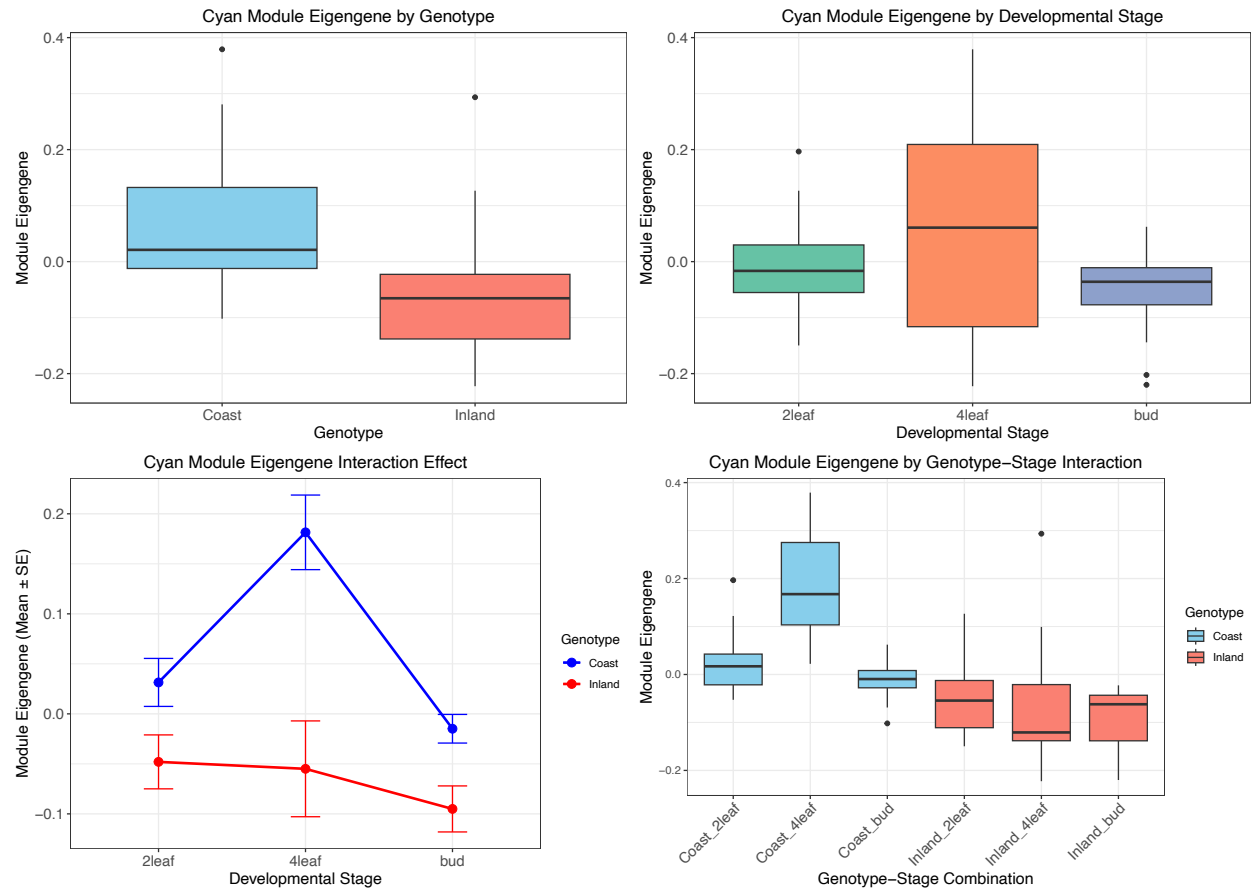

Figure S15. The main effects (genotype and developmental stage) and interactions for the eigengene of the cyan module from the WGCNA analysis.

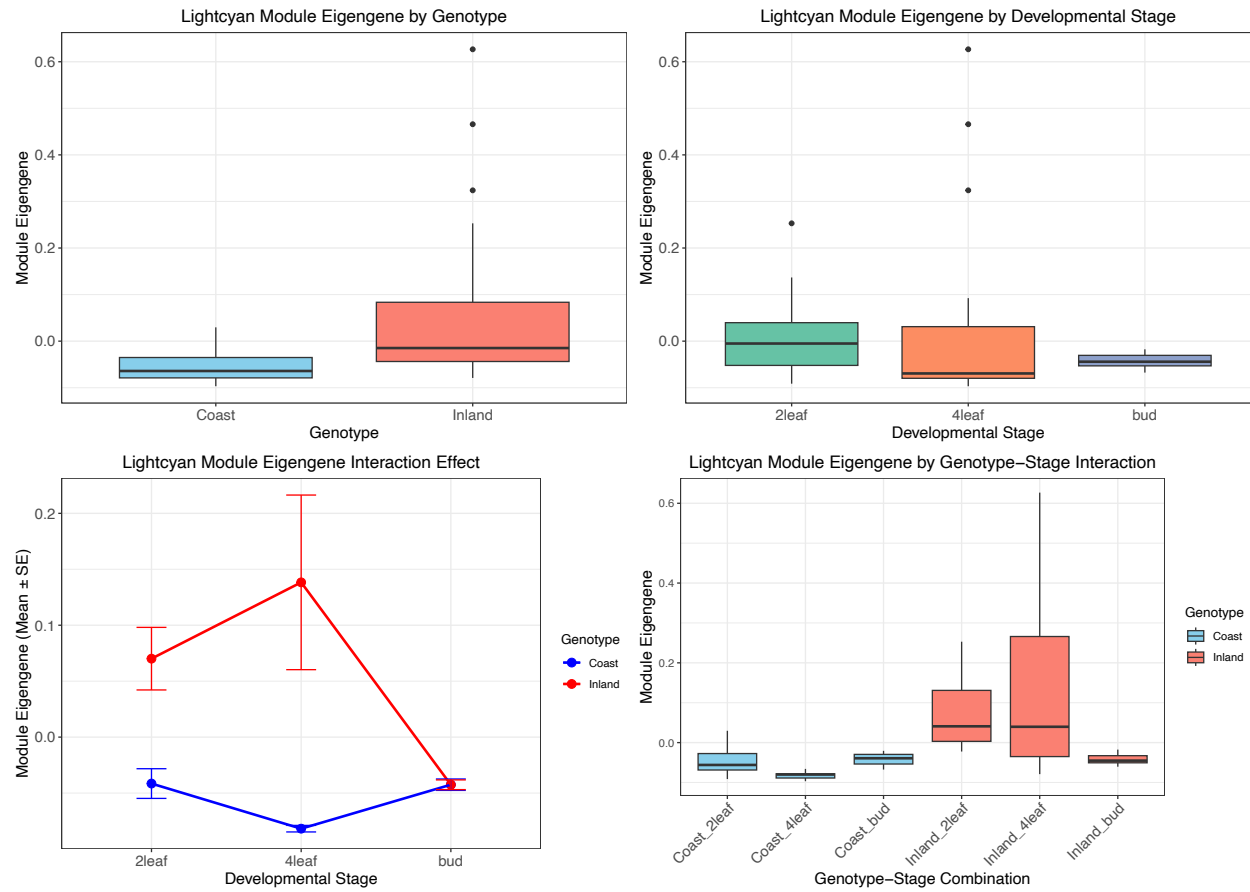

Figure S16. The main effects (genotype and developmental stage) and interactions for the eigengene of the lightcyan module from the WGCNA analysis.

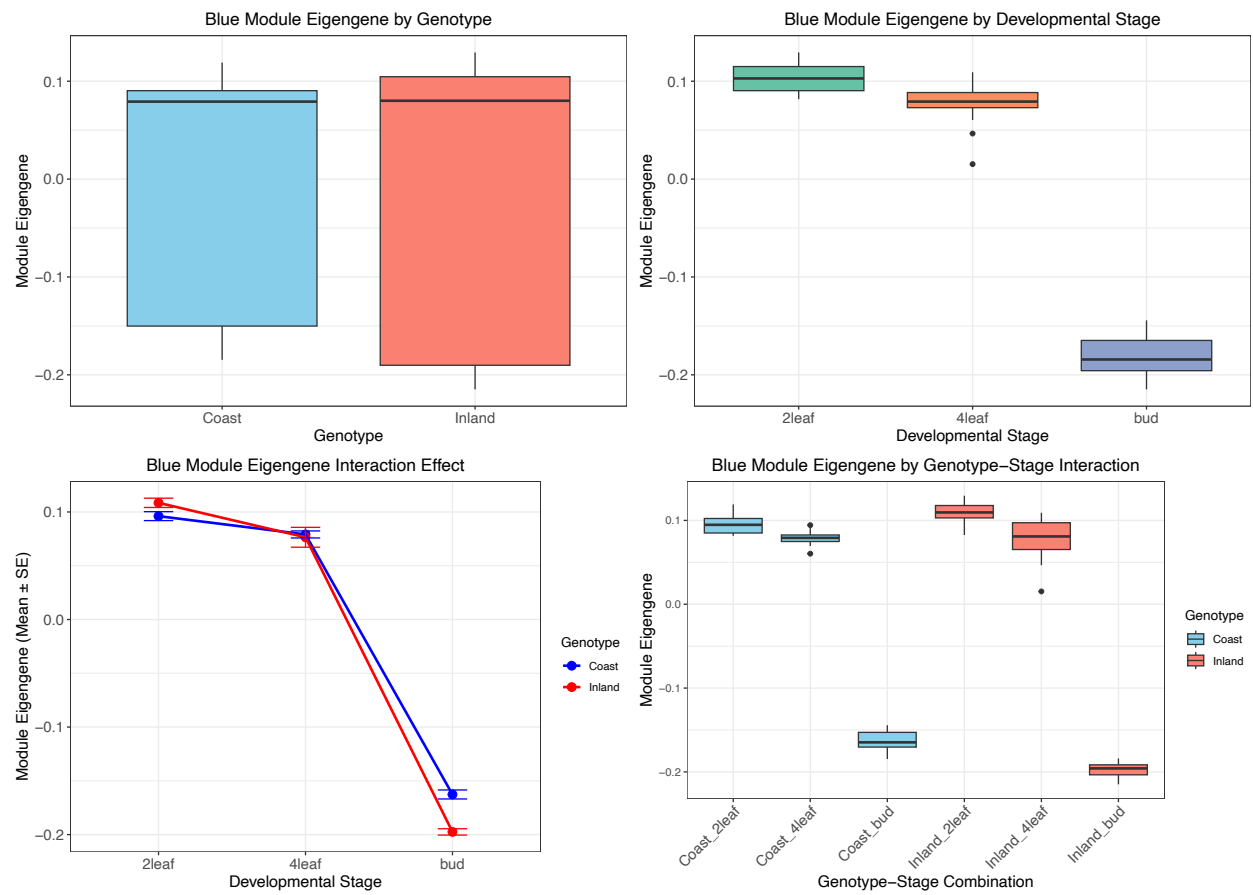

Figure S17. The main effects (genotype and developmental stage) and interactions for the eigengene of the blue module from the WGCNA analysis.

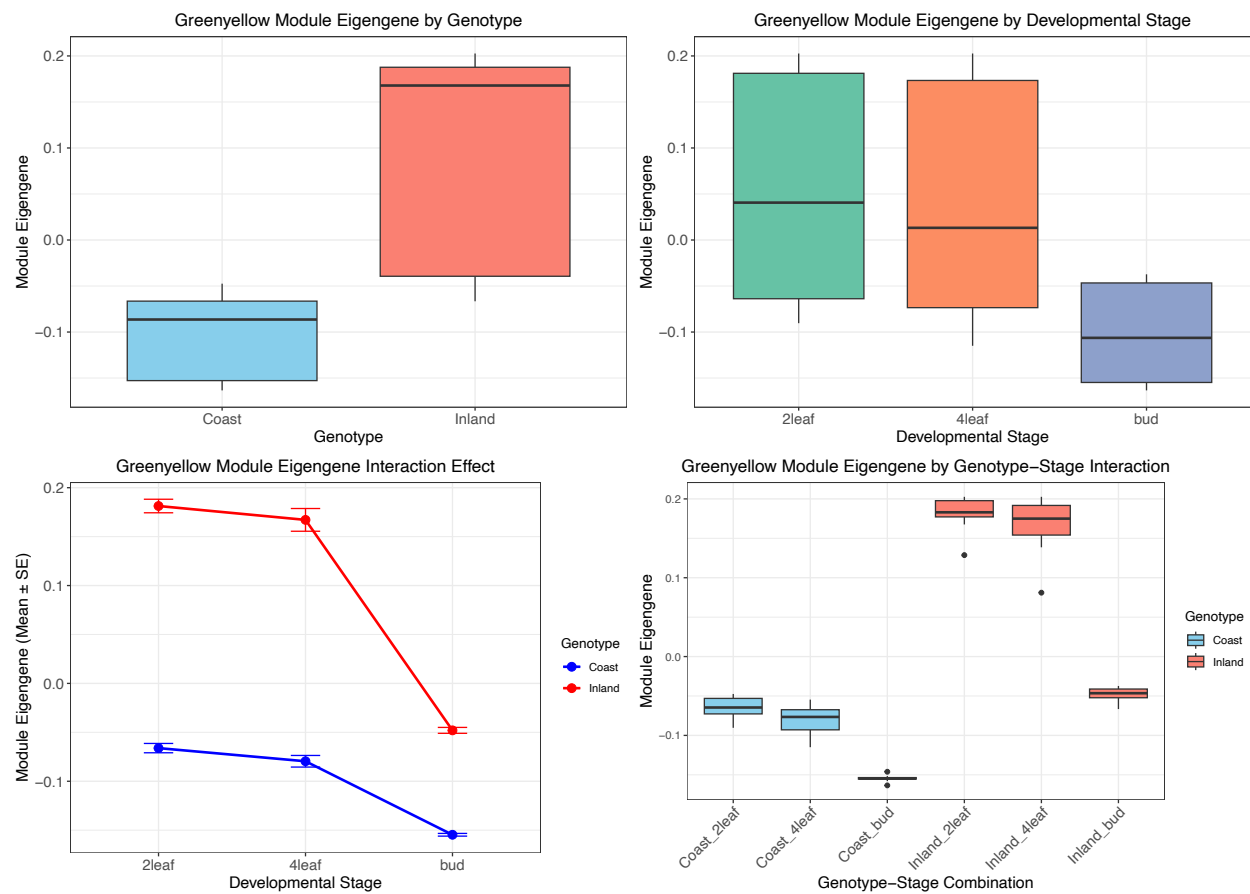

Figure S18. The main effects (genotype and developmental stage) and interactions for the eigengene of the greenyellow module from the WGCNA analysis.

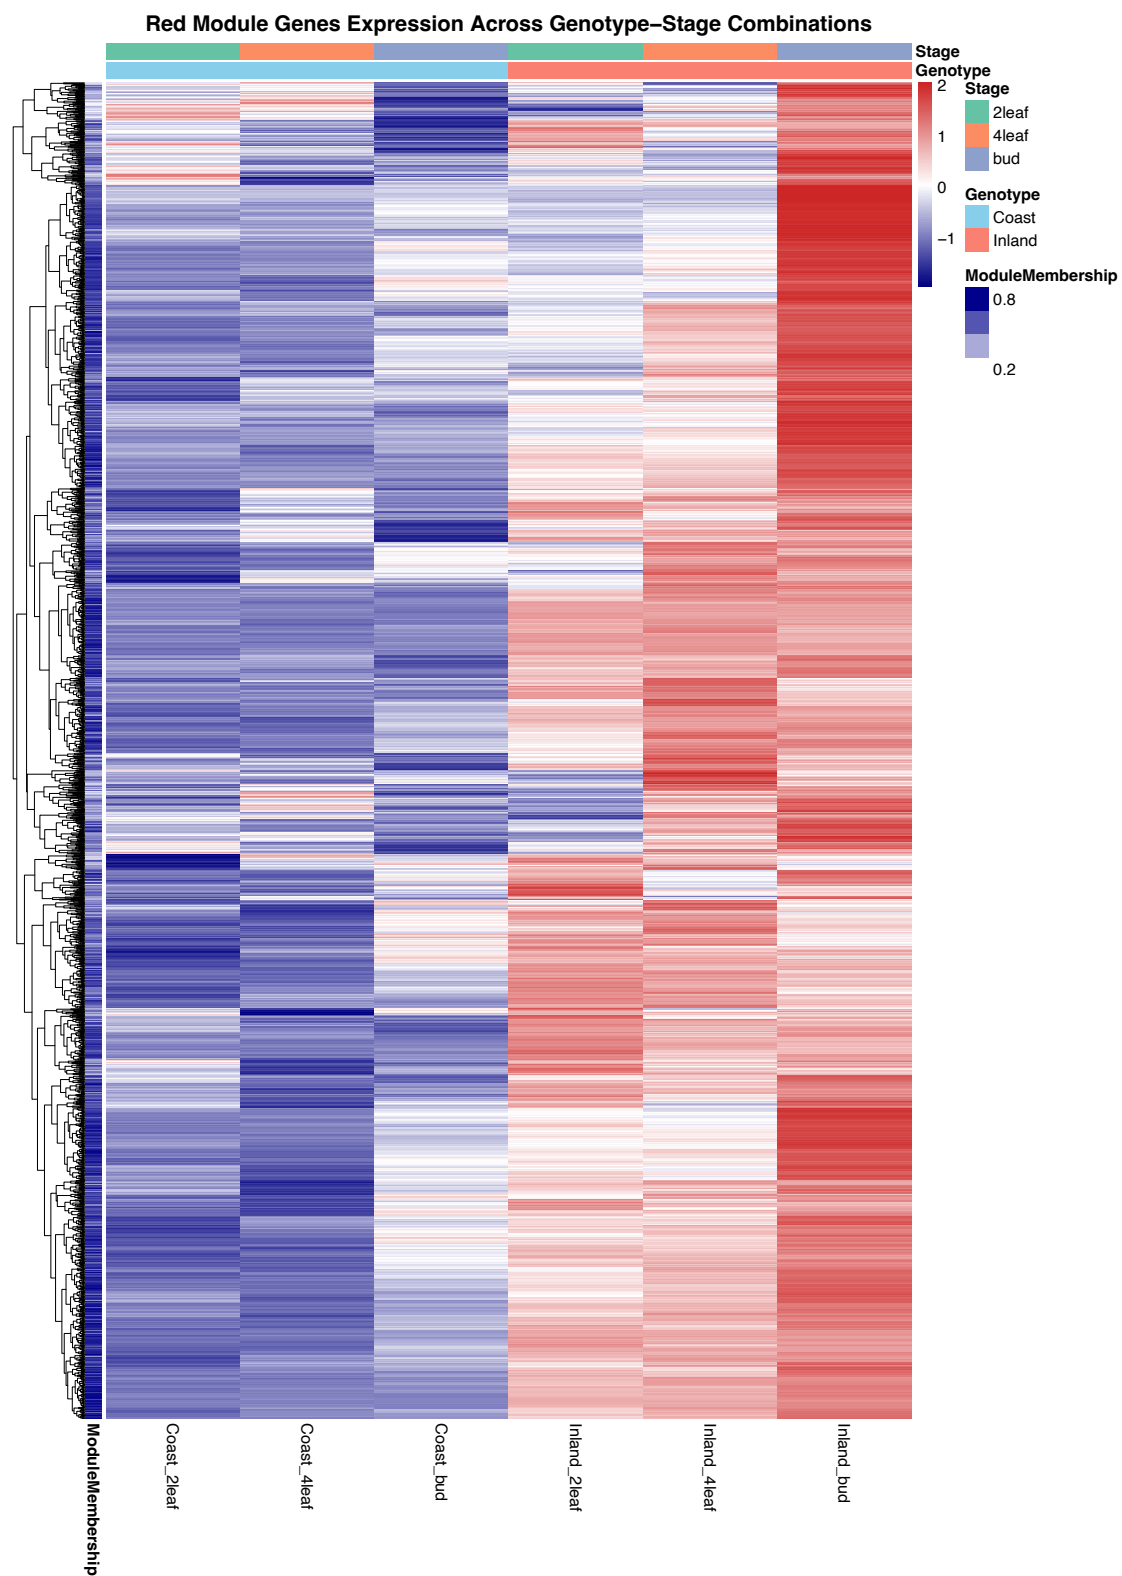

Figure S19. Heatmap of the expression of genes within the red module across genotypes and developmental stages.

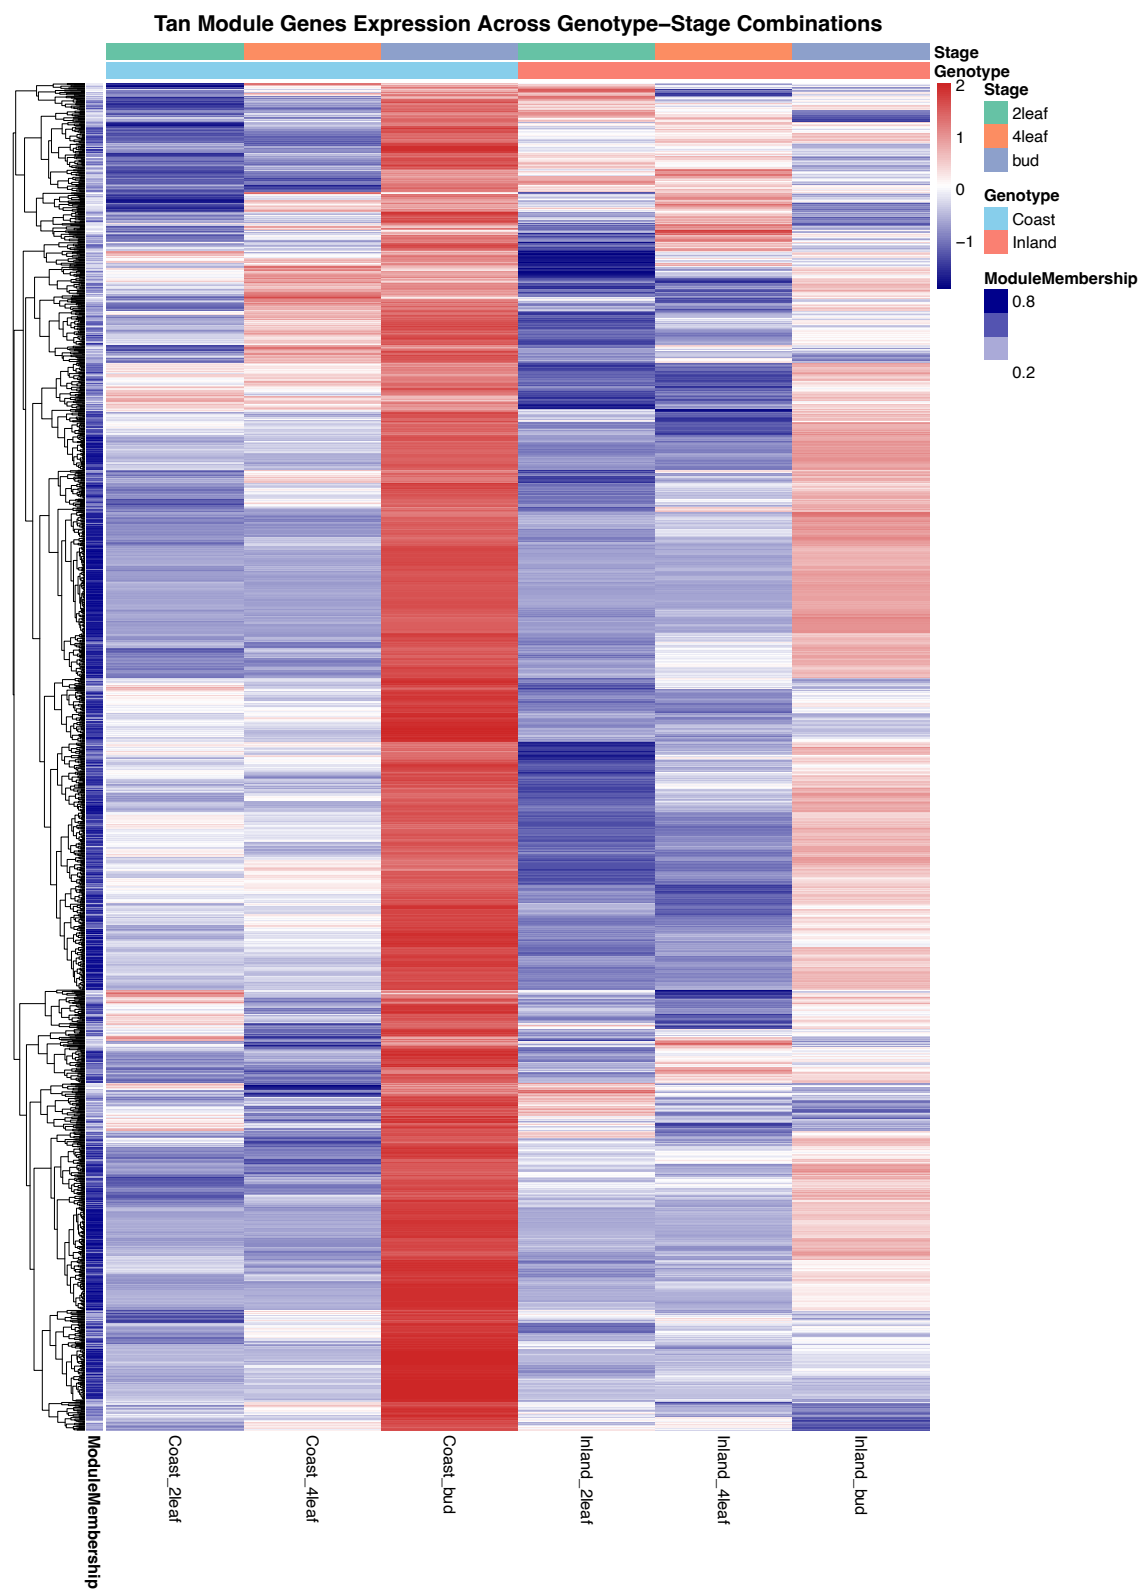

Figure S20. Heatmap of the expression of genes within the tan module across genotypes and developmental stages.

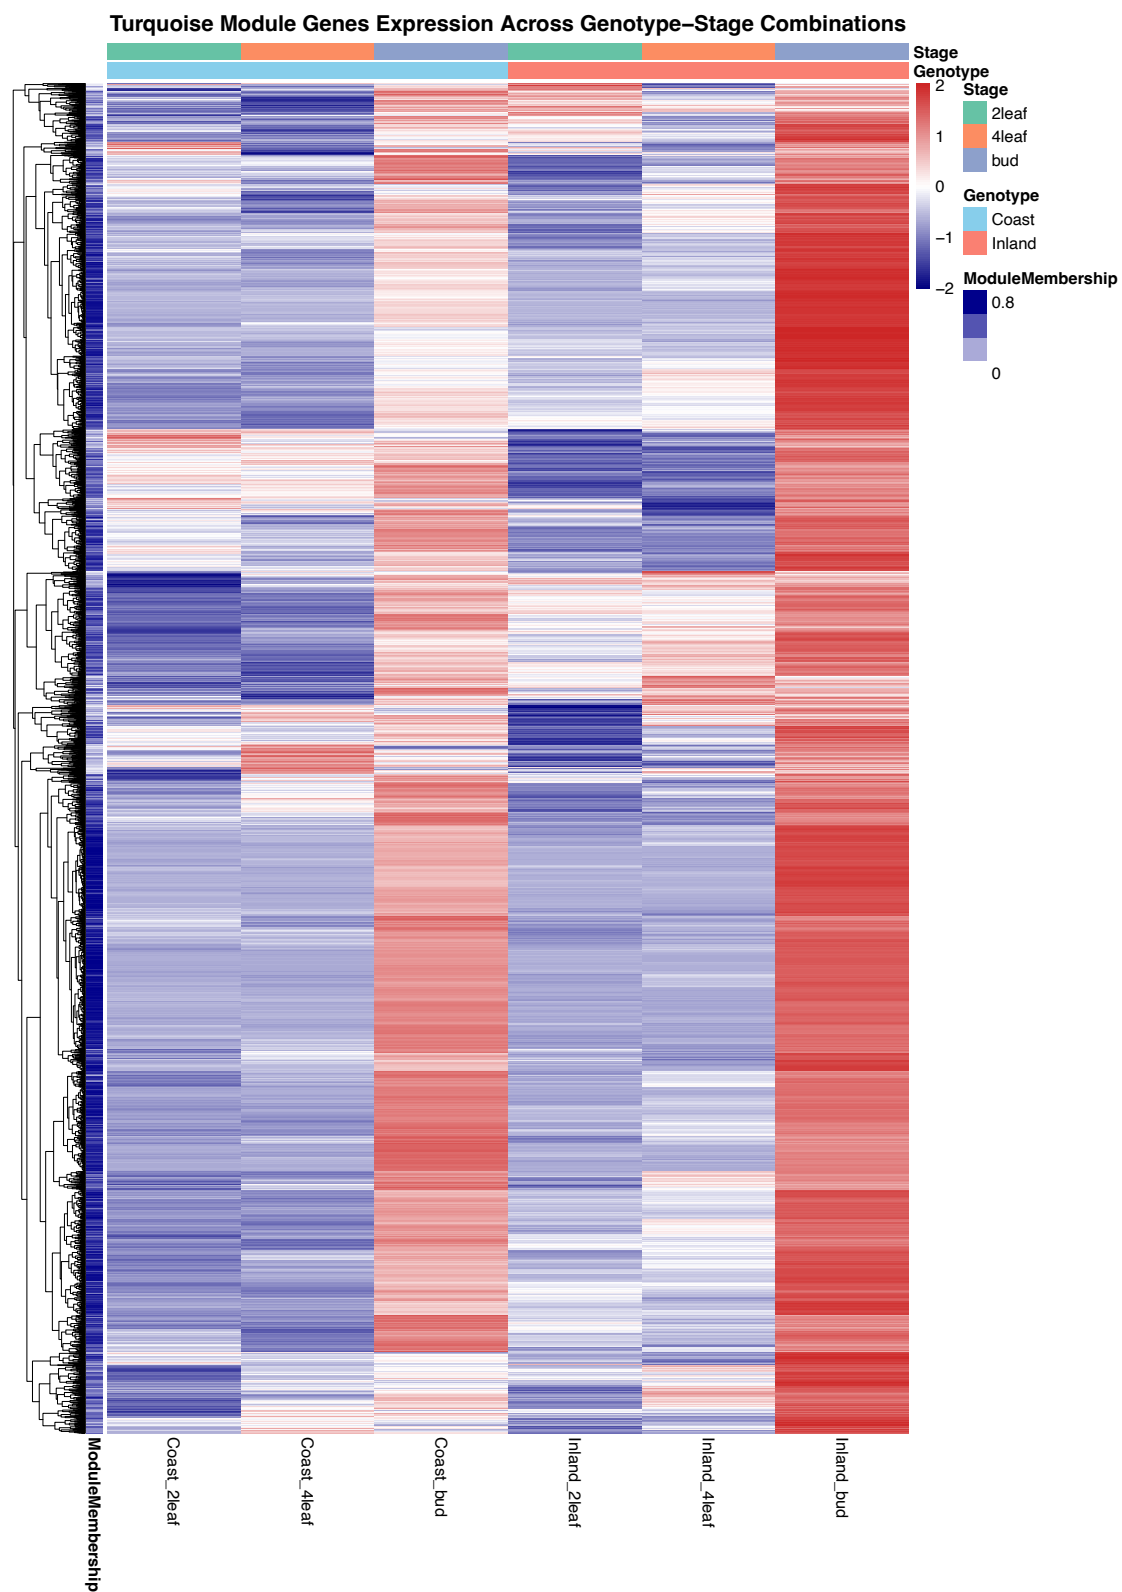

Figure S21. Heatmap of the expression of genes within the turquoise module across genotypes and developmental stages.

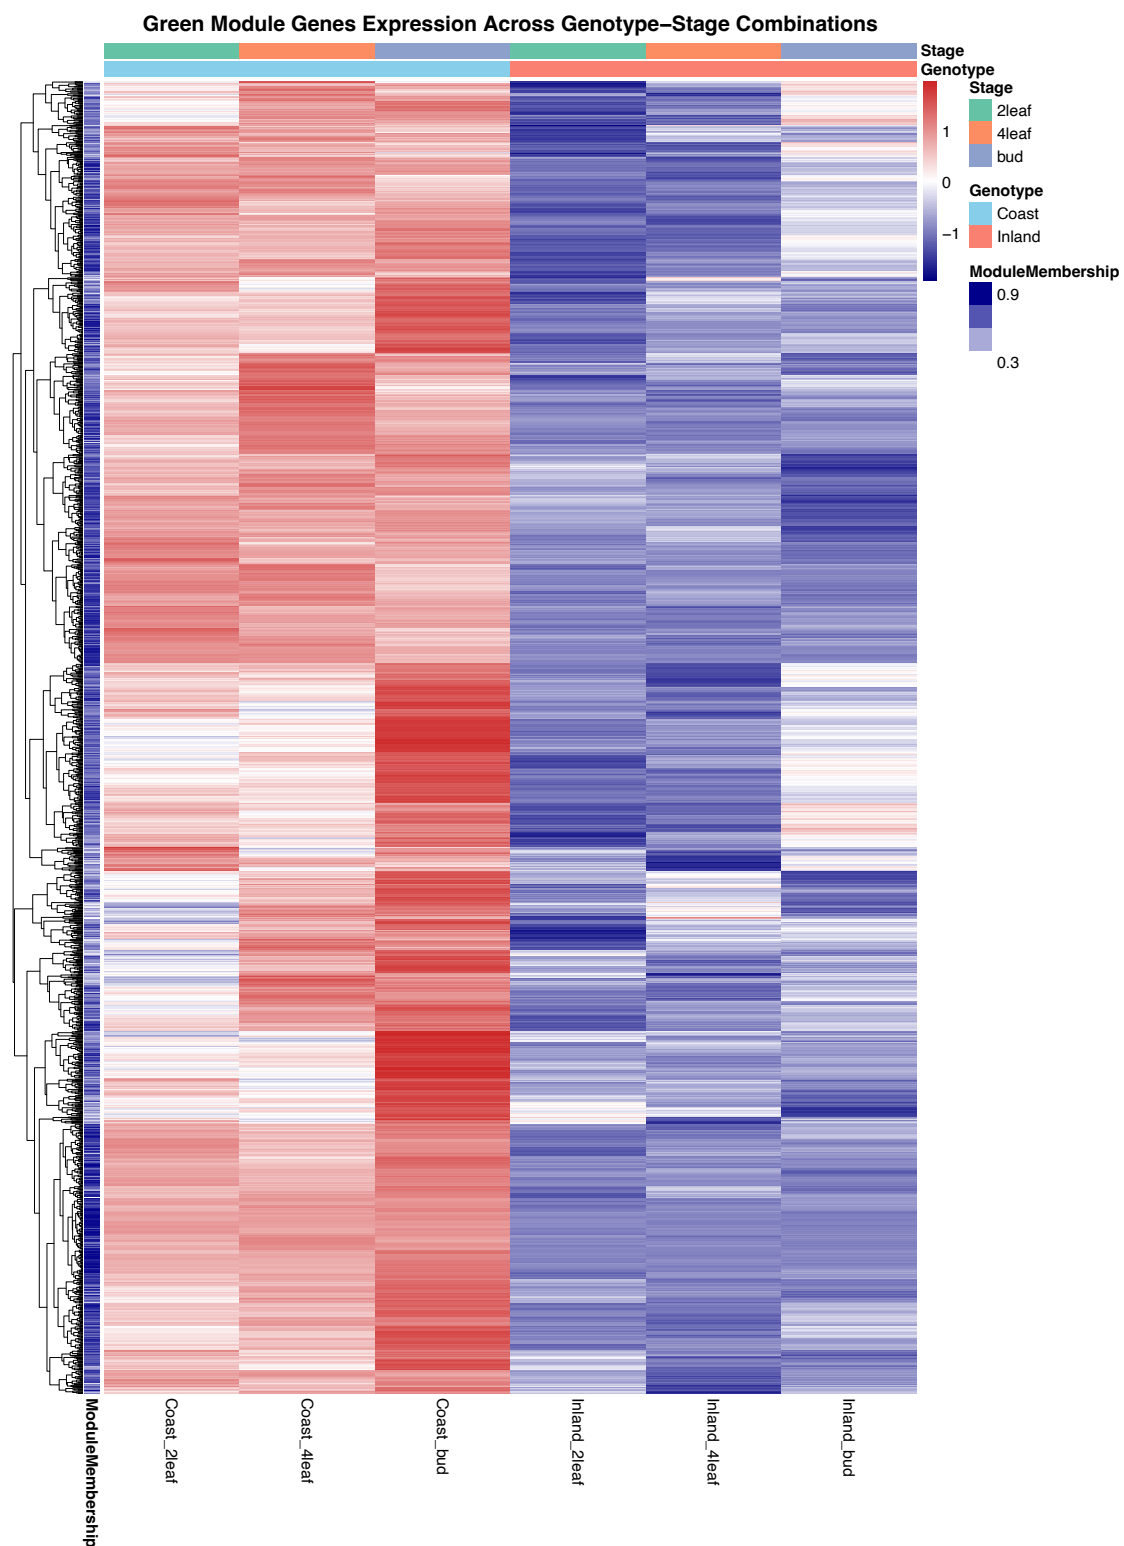

Figure S22. Heatmap of the expression of genes within the green module across genotypes and developmental stages.

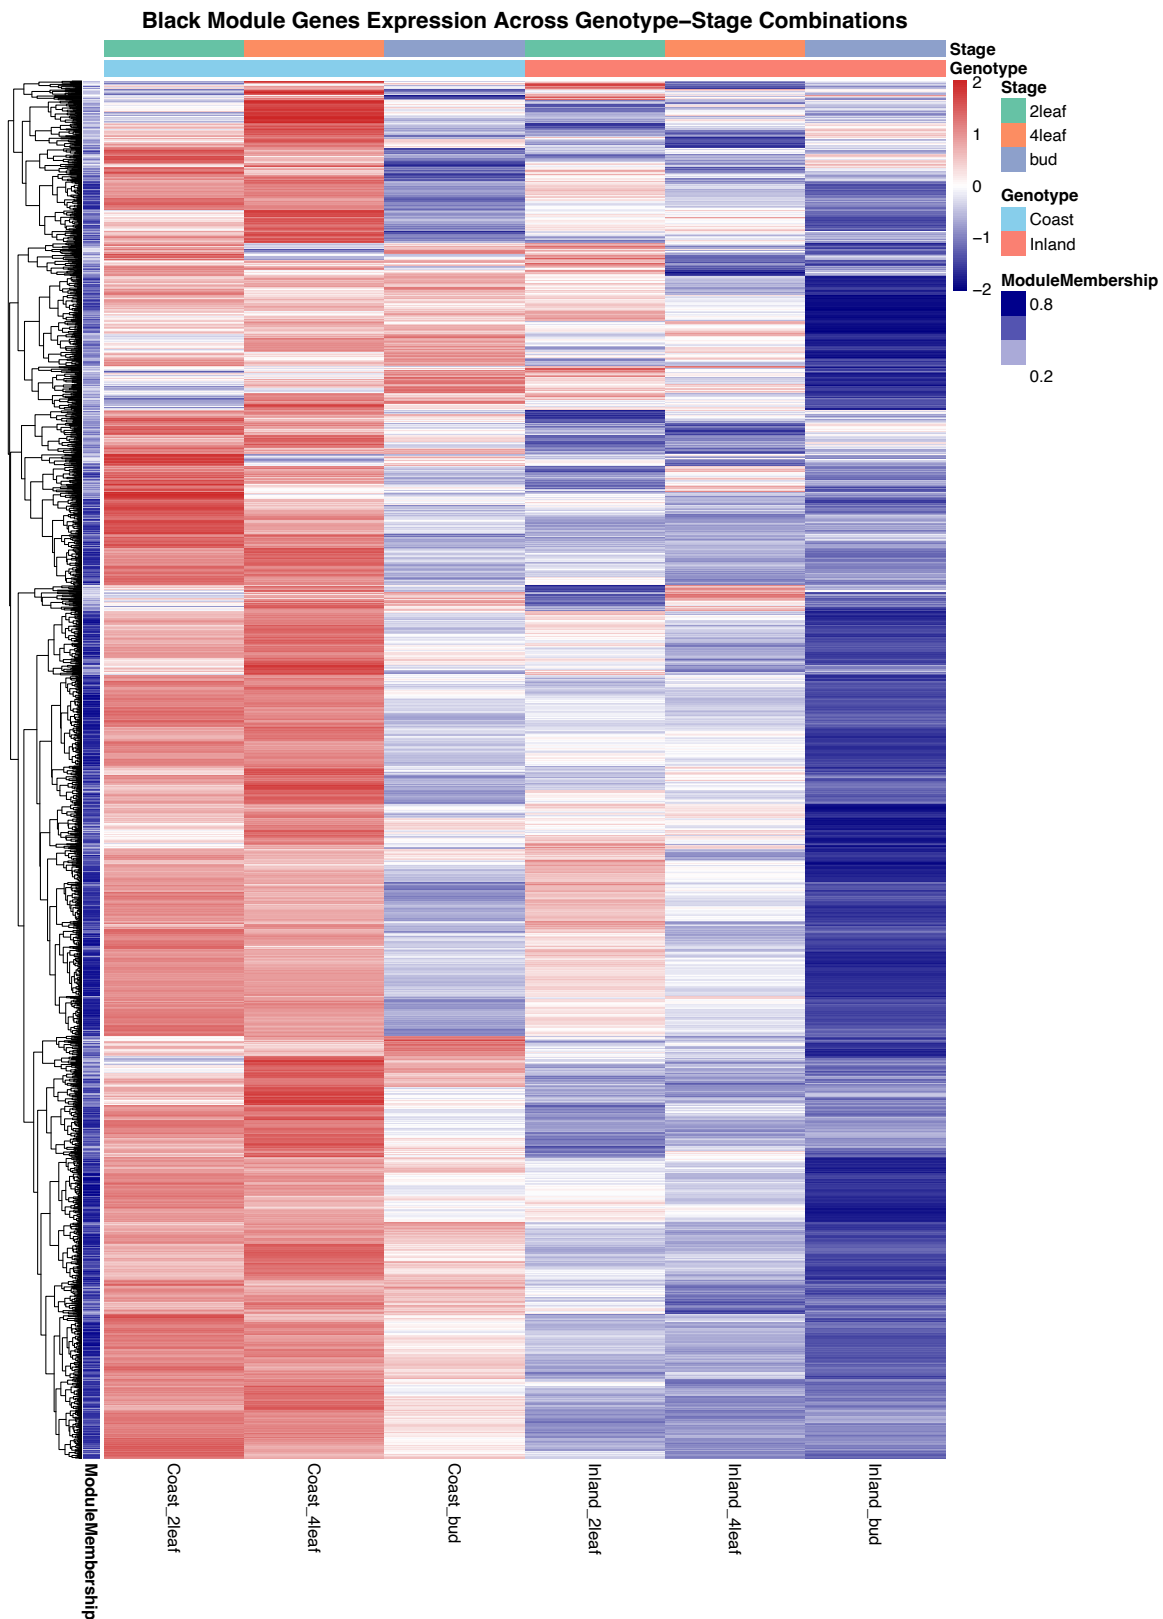

Figure S23. Heatmap of the expression of genes within the black module across genotypes and developmental stages.

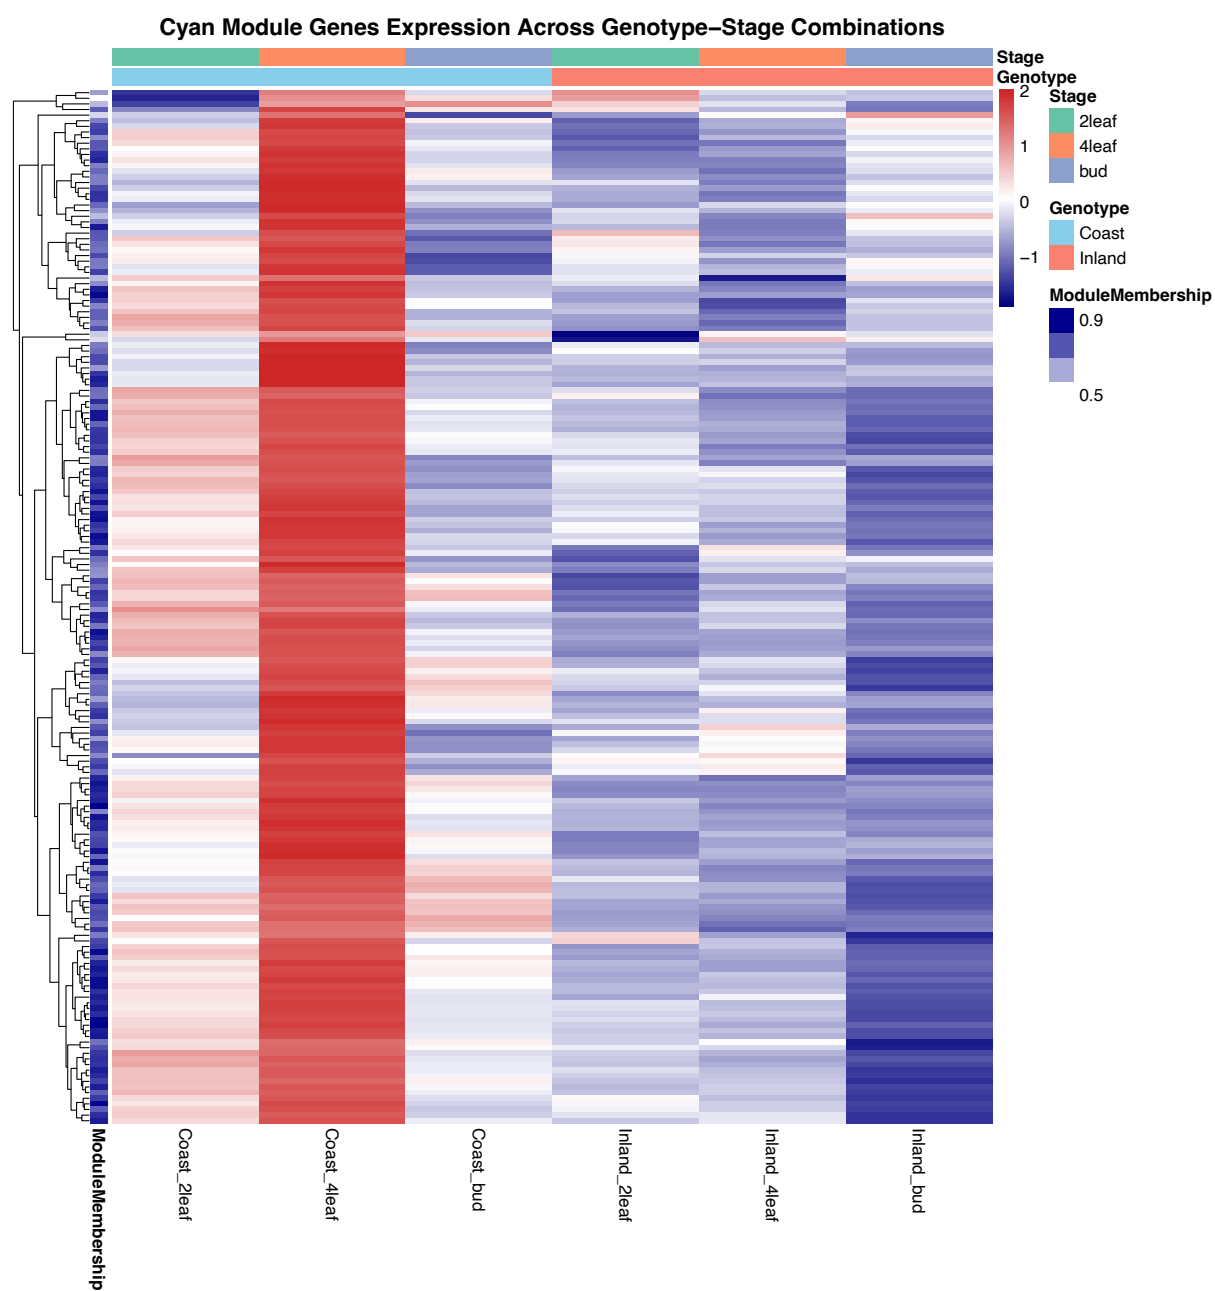

Figure S24. Heatmap of the expression of genes within the cyan module across genotypes and developmental stages.

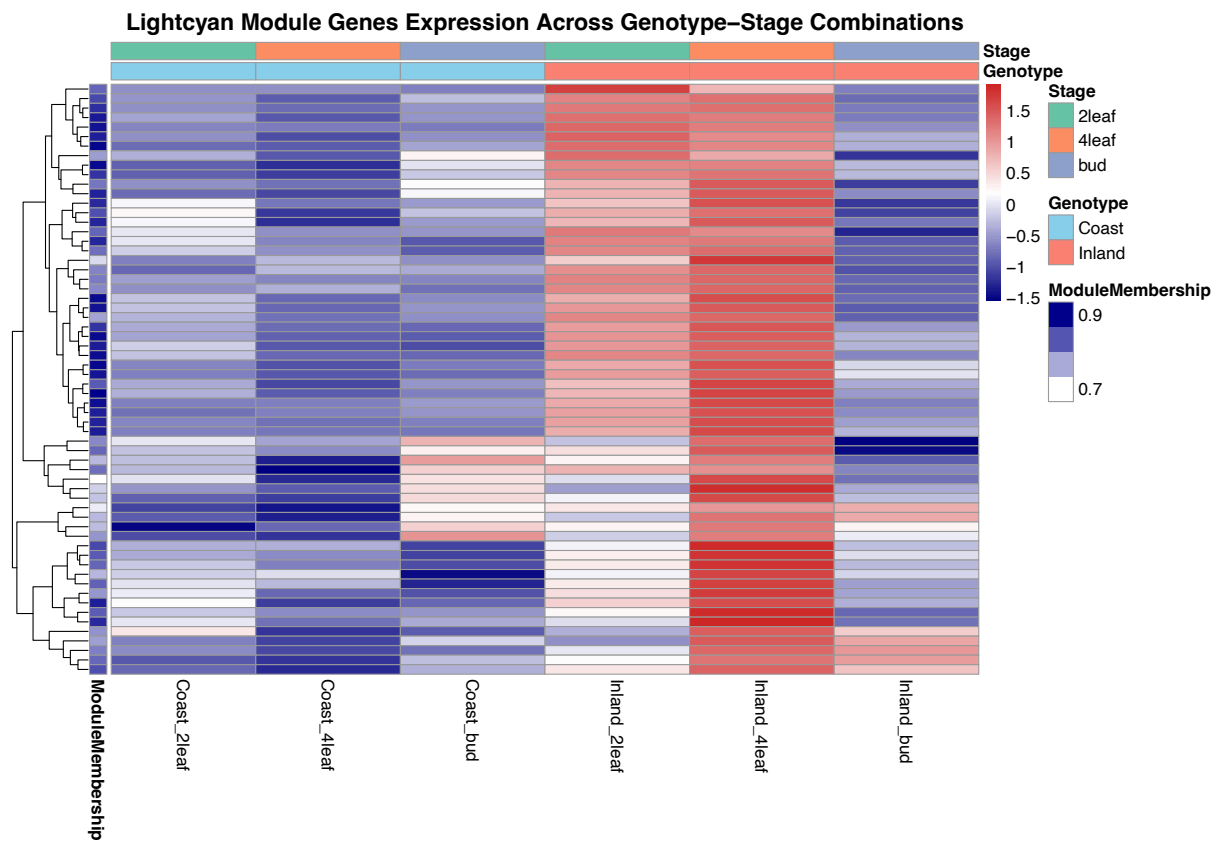

Figure S25. Heatmap of the expression of genes within the lightcyan module across genotypes and developmental stages.

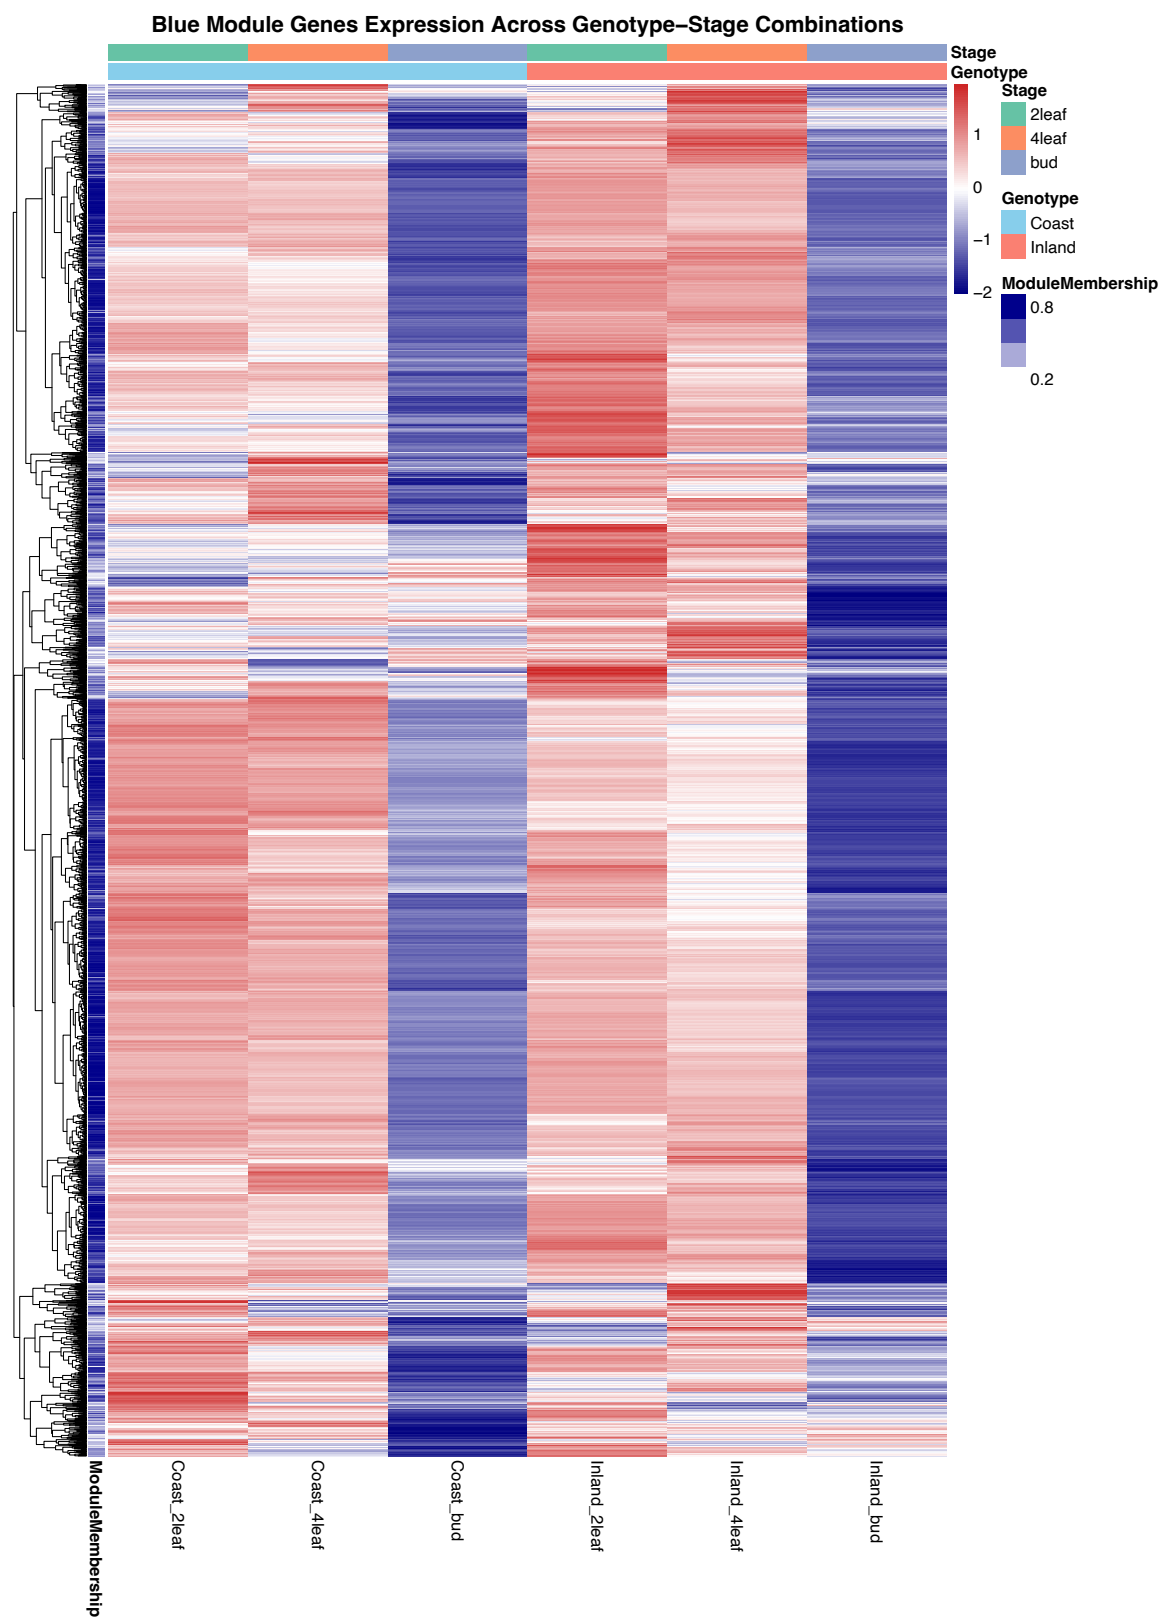

Figure S26. Heatmap of the expression of genes within the blue module across genotypes and developmental stages.

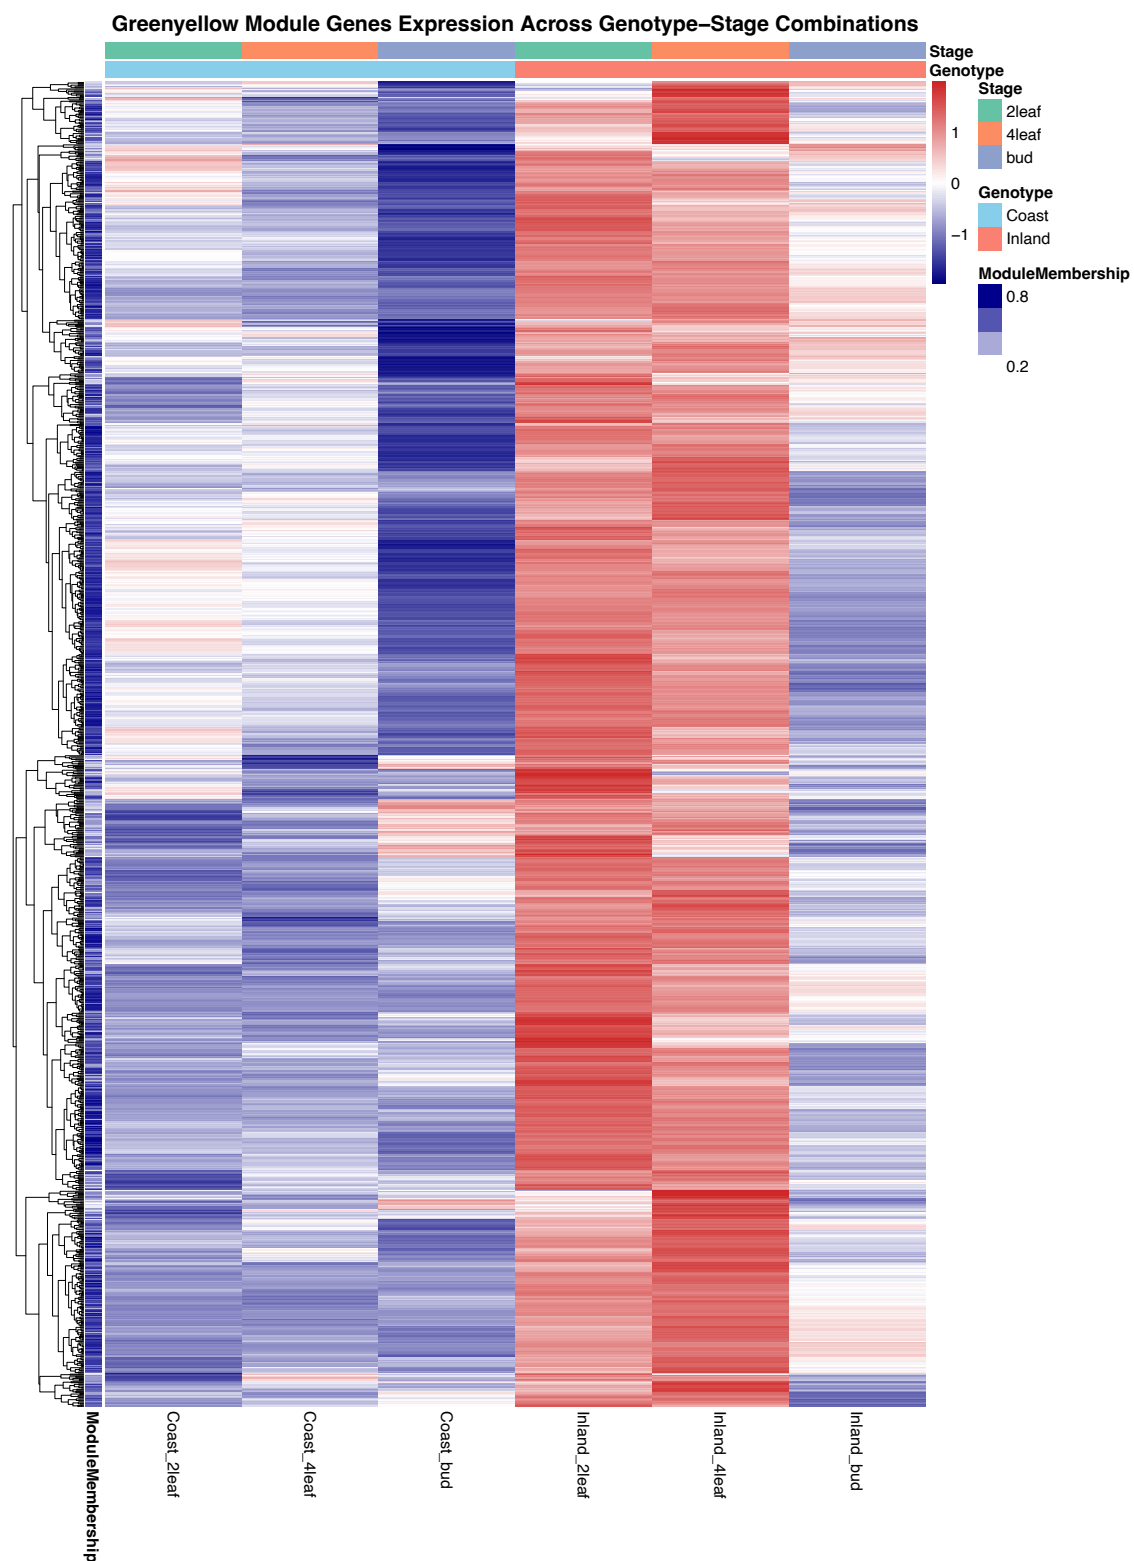

Figure S27. Heatmap of the expression of genes within the greenyellow module across genotypes and developmental stages.

# Supplementary material for: Gene Expression Divergence Between Locally Adapted Inland Annual and Coastal Perennial Ecotypes of Mimulus guttatus Across Developmental Stages
**Source:** Mol Ecol. 2025 Aug 14;34(22):e70080. doi: 10.1111/mec.70080
**Supplement:** Supplementary file 2 — Data S1: mec70080‐0002‐Supinfo.zip.

RNA-Seq library sample preparation for sequencing on the Illumina HiSeq – v6

Following the protocol developed by Meyer & Matz RNA-Seq sample preparation for sequencing on the SOLiD System (Meyer, Aglyamova et al. 2011).

Important points before starting

This protocol describes in detail the procedures used to prepare cDNA fragment libraries for quantitative analysis of gene expression (RNA-Seq) by deep sequencing on the Illumina HiSeq System.

About 1 µg DNase-treated total RNA is required per sample, and this starting material should be carefully quantified and analyzed by gel electrophoresis prior to beginning these procedures to verify that the RNA is intact, and free of genomic DNA contamination. RNA concentration is measured by Nanodrop, DNA concentration is measured by Qubit(RTSF at the basement of PLB).

The procedure can be reasonably completed within three days.

Day 1: RNA is fragmented and used for cDNA synthesis (steps 1-2).

Day 2: cDNA is amplified, sample-specific barcodes are incorporated, and size-selection is accomplished by means of gel extraction (steps 3-4).

Day 3: The quality of preparations is evaluated by PCR and DNA quantified by qPCR (the qPCR step is performed by staffs at the RTSF).

Procedure

1. RNA fragmentation

- Aliquot 1 µg of total 100 ng/ul RNA in 10 µl of super-clean water.
- Incubate RNA in PCR tubes at 95°C (using thermocycler) for **12** minutes to fragment to the desired size range (350 – 600 bp) (See Figure 1).
- Analyze 100 ng from fragmented RNA, alongside the intact RNA from the same sample, on a standard 2% agarose gel to evaluate the extent of RNA fragmentation. The smear must extend all the way up into the region where ribosomal RNA bands were, while the bands themselves should be mostly gone. No need to run every sample on the gel, can just run a few to check for proper degradation.

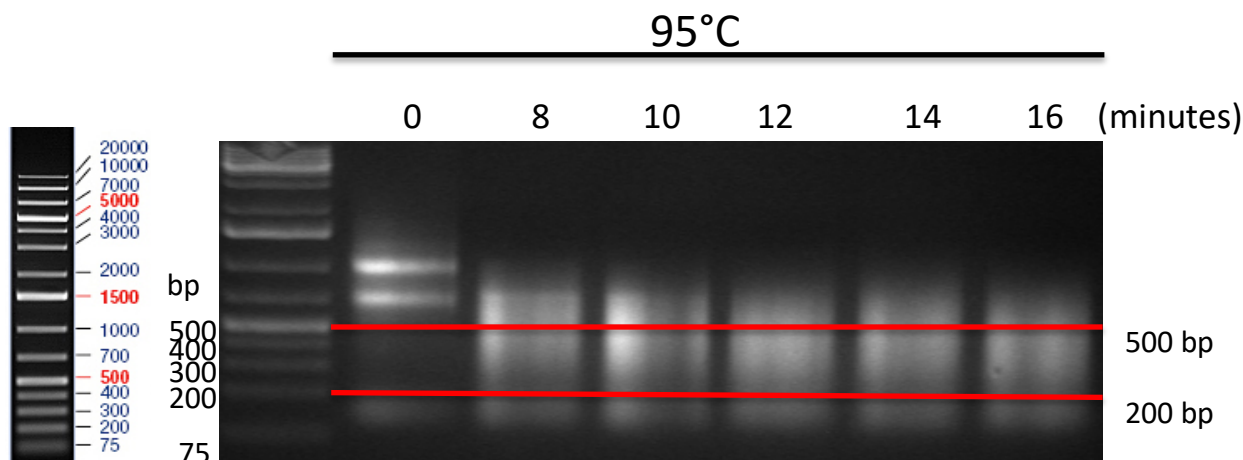

Figure 1 RNA fragmentation

2. First-strand cDNA synthesis

NOTE: if RNA quantity is not limiting, first-strand cDNA should be synthesized using 1 µg of fragmented RNA to ensure adequate representation of all transcripts. The reaction shown below is intended for ~ 1 µg; this can be doubled or halved as needed if the amount of RNA is very different from 1 µg.

- Measure the volume remaining after fragmentation using a pipette. The following recipe assumes a starting volume of 9 µl (10 µl minus evaporation or loss of 1 µl that was run on the gel in step1), so if the volume is lower than this add additional water to achieve 9 µl.
- Add 1 µl of the 10 µM oligonucleotide 3ILL-30TV to each well. Incubate at 65°C for 3 minutes in a thermocycler, then transfer immediately onto ice.
- Prepare a cDNA synthesis master mix. The following volumes are intended for a single reaction, so multiply these values by the number of reactions plus a small amount (~10%) to account for pipetting error.

(Volumes given in µl)

H ₂ O	1
dNTP (10 mM each)	1
DTT (0.1 M)	2
5X first-strand buffer	4
10 µM S-ILL-swMW (RNA oligonucleotide; stored at -80°C)	1
SuperScript II Reverse Transcriptase (Invitrogen #18064-022)	1
Total volume	10

- Add 10 µl of this master mix to the RNA from (2b), mix thoroughly, and incubate for one hour at 42°C. Next incubate at 65°C for 15 minutes to inactivate the RT. Accomplish it in a thermocycler. **Do NOT dilute!** Store on ice or at -20°C until ready to proceed to the next step, where you will use 12 µl from this reaction.

3. cDNA amplification

(Volumes given in µl)

Reagent	A	B
H ₂ O	13.2	12.8
dNTP (2.5 mM ea)	2	2
10X PCR buffer	2	2
10 µM 5ILL oligo	0	0.4
10 µM 3ILL-30TV oligo	0.4	0.4
Titanium Taq polymerase (Clontech # 639208)	0.4	0.4
FS-cDNA template from step 2e	2	2
Total volume	20	20

- Amplify in a thermocycler using the following profile:

95°C 5 min, (95°C 40 sec, 63°C 1 min, 72°C 1 min) X **18** cycles

- b. Check 5-10 μl of the PCR products for all reactions on a standard 2 % agarose gel. A “smear” of cDNA (~200-500 bp) should be faintly visible in reaction B (Figure 2), and nothing or reduced smear intensity/profile should be detected in the reactions A.
- c. prepare a single large-scale reaction for each cDNA sample as follows. This recipe assumes 12 μl of undiluted template, so if you use more template adjust the water accordingly.

(All volumes given in μl)	
H ₂ O	25
dNTP (2.5 mM ea)	5
10X PCR buffer	5
10 μM 5ILL oligo	1
10 μM 3ILL-30TV oligo	1
Titanium Taq polymerase	1
FS-cDNA template from step 2e	12
Total volume	50

- d. Amplify in a thermocycler using the following profile:
95°C 5 min, (95°C 40 sec, 63°C 1 min, 72°C 1 min) X **18** cycles (for *Mimulus*)
- e. After PCR, check 5 μl of the product on a 2 % agarose gel to verify that the reaction worked as expected before freezing or purifying the product.
- f. Purify PCR products using Macherey-Nagel NucleoFast PCR Clean-up protocol (Cat. No. 743500.4) according to the manufacturer’s instructions. Exact time of each step varies, but can be easily monitored for column drying:
  - a. Transfer PCR samples (~45 μl each) to NucleoFast 96 PCR plate.
  - b. Filter contaminants to waste under vacuum for 12 min.
  - c. Wash membrane with 100 μl of RNase-free water under vacuum for 12 min.
  - d. Recover purified PCR samples add 30 μl of RB, incubate for **30** minutes at room temperature after the addition.
  - e. Quantify the purified products by Qubit HS. Ideally, your concentration will be 5 ng/ μl . But very often it is less, so you will adjust your volumes accordingly in the next step. If concentration is below 1.5 ng/ μl , you do not have enough DNA. Repeat PCR with more template or more cycles.
- g. Prepare 30 μl of the purified PCR products diluted to 5 ng μl^{-1} (in the RB elution buffer from the PCR-cleanup kit).

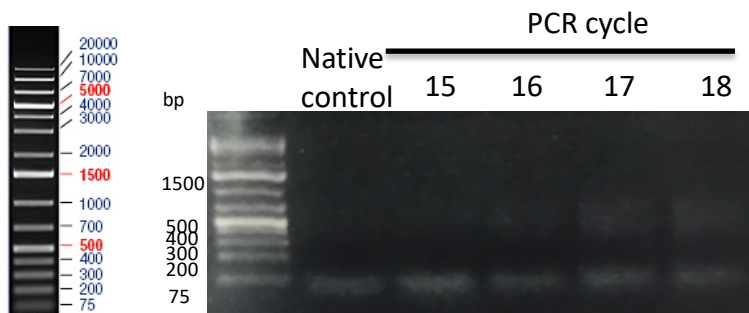

Figure 2. cDNA PCR test

4. Adaptor extension and size selection

NOTE: Because the size distribution of templates is a critical factor for successful emulsion PCR, any templates intended for sequencing on the Illumina System should be carefully size-selected prior to emPCR. The directions below outline a simple procedure for selecting fragments ranging from 350-500 bp in size that does not require any special equipment. Other methods of size selection could be substituted provided they achieve this same size range.

- First, two test-scale PCRs are prepared for a representative subset (6-8) of samples to verify yield and specificity of the reaction, each using 10 ng (2 μ l) PCR product (step 3h above) as template.
- Prepare two separate master mixes for small-scale test PCR. The following volumes are for a single reaction, so multiply these values by the total number of samples plus a small additional amount to account for pipetting error. The values shown here assume the use 10 ng (2 μ l from step 3h above) clean PCR product as template, so if you change this be sure to change the volume of water accordingly. Be sure to write down which barcode and multiplex is assigned to each sample at this stage, since this cannot be easily determined later in the process.

	A	B
H ₂ O	5.8	5.4
dNTP (2.5 mM ea)	1	1
10X PCR buffer	1	1
Multiplex oligo (10 μ M)	0	0.2
Barcode oligo (10 μ M)	0	0.2
Titanium Taq polymerase	0.2	0.2
cDNA template from step 3h	2	2
Total volume	10	10

- Amplify in a thermocycler using the following profile:

95°C 5 min, (95°C 40 sec, 63°C 1 min, 72°C 1 min) X **7** cycles

- After 4 cycles check 5 μ l of the PCR products for all reactions on a gel (For rice 6 cycles are OK). The ideal result is a faint smear in reaction B, with no visible product in reaction A (Figure 3). However, reaction A may have some smear, but should be considerably less, sometimes with changed profile. If nothing is detected in reaction B, add 1-2 more cycles and check the results on a gel. If no product is visible before 6 cycles, repeat the reaction with a larger volume of template (in our experience this has never been required). A small amount

of product in the controls can be tolerated, but if reaction A are comparable in intensity to reaction b something is wrong.

- e. When the optimum number of cycles and volume of template have been determined, prepare a large-scale reaction based on those parameters with 50 ng (10 µl of the diluted purified cDNA, step 3h) template in 50 µl total volume. The following master mix assumes the use of 10 µl of template per 50 µl reaction; if you adjust this template volume be sure to adjust the volume of water accordingly. This recipe is for a single reaction, so multiple these values by the number of samples to be prepared plus a small additional amount for pipetting error.

(Volumes given in µl)

H ₂ O	27
dNTP (2.5 mM ea)	5
10X PCR buffer	5
Multiplex oligo (10 µM)	1
Titanium Taq polymerase	1
PCR template from step 3h	10
Barcode oligo (10 µM)	1
Total volume	50

- f. Amplify these reactions using the same profile and cycle number as determined above.

95°C 5 min, (95°C 40 sec, 63°C 1 min, 72°C 1 min) X **7** cycles
- g. Run a small amount (5 ul) on 2% gel to make sure you have amplified your DNA well. This step can be omitted by seasoned users. Or only a select number of samples can be checked.
- h. Combine all 32 reactions in a single tube. We estimate that 32 different barcoded reactions can be mixed together to still yield 5 million reads per sample. Thus, all 32 reactions can be combined at this step, and this combined DNA purified through NucleoFast 96 PCR plate. 50x32=1,600 ul, so it will take several to many hours for the whole sample to go through the purification step. You can split that sample over 2-4 wells in the plate if time is an issue, or keep it in a single well. Upon elution from the plate combine your fractions together again to obtain one pool of 32 samples.
- i. Prepare an agarose gel for size selection. This preparative gel should consist of 1.5% agarose. A low-molecular weight ladder is required for accurate selection of the appropriate sizes; we recommend 100 bp ladder (Invitrogen, #15628-019), or DNA MW marker 100 bp (amresco, #n550-300ul) or Low MW Ladder (NEB, #N3233S) or something similar. Be sure to use large volume combs (tape them if necessary) to allow loading of the entire 35-100 µl reaction (depending on the number of wells used in the previous step) and loading dye into a single well.
- j. Important. Run the gel at low voltage (not more than 80 V). Also important is 1.5%, not 2% agarose.
- k. Load samples and run the gel until marker bands in the 100-500 bp size ranges are well separated. Illuminate the gel very briefly (< 30 seconds total exposure time) on a UV-transilluminator set at low intensity, for just long enough to mark the appropriate region (300-500 bp) with a clean razor blade. Cut only the middle of the lane; leave the edges (see picture). Turn off the UV light and carefully cut out the marked region, transferring it into a microcentrifuge tube (1.7-2 ml tubes).
- l. Extract the cDNA from this gel slice using the Invitrogen's PureLink Quick Gel extraction and PCR purification combo kit (#K220001), following manufacturer's suggestion. No further purification procedures are necessary.

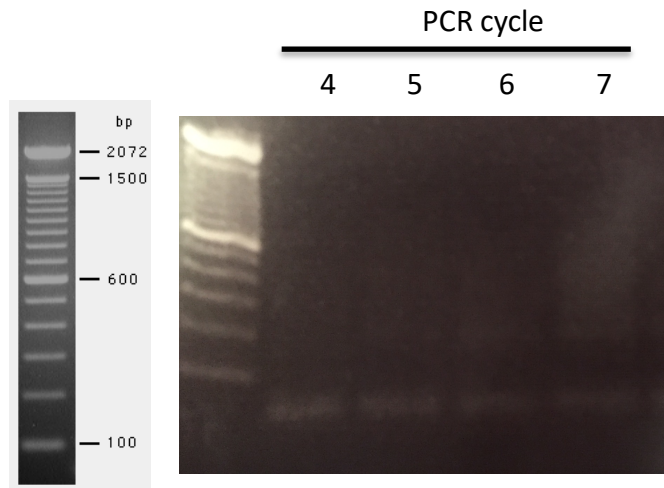

Invitrogen ladder (15628-019)

Figure 3. Adaptors extension

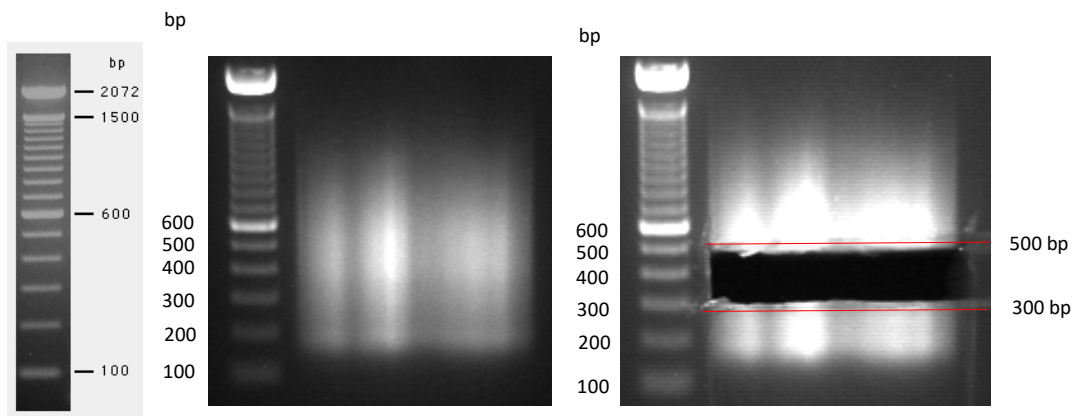

Invitrogen ladder (15628-019)

Figure 4. Size selection

5. Quality check

NOTE: Illumina preps other than RNAseq can be similarly processed using the same primers and scripts; quantify all the preps that are to be mixed on the same lane simultaneously. For checking quality and quantity of gel eluted DNA we do two PCR – one –to check the product size on gel – it should be the same as the band we cut out – no additional products. For mixing samples together in equal proportions we perform qPCR with P5 and P7 primers and mix samples according to Ct analysis.

- a. For quality check prepare a PCR master mix. The following volumes are for a single reaction, so multiply these values by the total number of reactions plus a small additional amount to account for pipetting error.

(Volumes given in μ l)	
H ₂ O	6.4

dNTP (2.5 mM ea)	1
10X PCR buffer	1
IC-P7 primer (10 μ M)	0.2
IC-P5 primer (10 μ M)	0.2
Titanium Taq polymerase	0.2
DNA template from step 4I	1

Total volume 10

b. Amplify in a PCR-thermocycler using the following profile:

95°C 5 min, (95°C 40 sec, 63°C 1 min, 72°C 1 min) X 12 cycles

Run 5 (or less) μ l on gel. The size of the product should match the size you aiming when cut a band for gel-extraction.

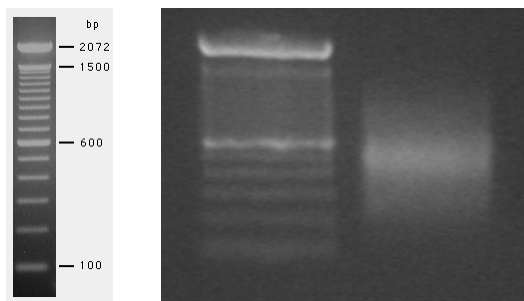

Invitrogen ladder (15628-019)

Figure 5: Quality test

For routine things you can stop here...

6. qPCR quantification for mixing on the same HiSeq lane

- c. This step is only necessary when you are just optimizing your protocol. For qPCR quantification, for mixing samples in equal proportions into the library prepare two dilutions of each sample (clear elute from step 4I), 1/10 and 1/50 in 10 mM Tris-HCl. Arrange the dilutions in a 96-well plate for easy pipetting. For each sample, make two identical dilution series – these will be your technical replicates. Do not simply split the same dilution series into two – we aim to replicate the process of making those dilutions.
- d. Mix SYBR-based qPCR Master mix appropriate for your qPCR instrument with water and two primers, according to the recipe below, and aliquot 14 μ l per reaction. Plan for two no-template-control (NTC) reactions.

(Volumes given in μ l)

H ₂ O	6.1
SYBR Green mix	7.5
IC-P7 primer (10 μ M)	0.2
antiT30 primer (10 μ M)	0.2
Dilution template from step 5c	1

Total volume 15

- m. Amplify in a qPCR machine with some NTC (no-template control) using the following profile:

95°C 5 min, (95°C 40 sec, 63°C 1 min, 72°C 1 min) X 20 cycles

(The product should amplify around 8-12 cycles; the NTC controls should be empty).

- n. Arrange the data in Excel in the form of a table with four columns: sam (sample name), lane (intended HiSeq lane), conc (DNA dilution; use 0.1 for 1/10, 0.02 for 1/50), and ct (qPCR result for this sam-conc combination). There must be at least two technical replicates for each combination of sam-conc (i.e. two rows with the same sam and conc and different ct values). If all samples are to be mixed on the same lane, enter '1' throughout the lane column. The order of columns and rows does not matter, but the names of the columns do matter (they are case sensitive).
- o. Export the data from Excel as comma-separated values (.csv). Open script `mix_illumina_qpcr.R` in R, follow the instructions given in the comments within the script.
- p. Mix samples (elutes from the gel slices, step 3m) according to final mixing table produced by the script. This material is in principle ready for Illumina sequencing, except you might need to concentrate the resulting sample 2-3 fold to meet the sequencing facility requirements. In that case, we recommend mixing a larger volume of the all-barcodes mixture and concentrating it using SpeedVac.

Sequences 5' - 3' of oligonucleotide primers used in this protocol

3ILL-30TV   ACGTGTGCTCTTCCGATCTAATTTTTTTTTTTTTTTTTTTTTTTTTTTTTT

5ILL   CTA CAC GAC GCT CTT CCG ATC T

S-III-swMW   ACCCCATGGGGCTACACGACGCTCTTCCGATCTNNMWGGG

(Note: This custom RNA oligo should be stored in multiple aliquots at -80°C to prevent degradation of this labile and expensive reagent).

TruSeq-Mpx-2n (similar to the Illumina_Universal)(56 pb length)

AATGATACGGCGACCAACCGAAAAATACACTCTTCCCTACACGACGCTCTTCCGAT

ILL -BC (BC=NNNNNN)(62 pb length)

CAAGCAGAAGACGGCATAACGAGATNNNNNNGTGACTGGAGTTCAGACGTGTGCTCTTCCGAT

BC(NNNNNN)

AATGCT	TCTATA	ACTTGA	TGAAGG
GACACA	TGCAAA	CCGTCC	GGTGTG
GAGTGG	TGGCAC	TAATCG	AGCGAG
CACCGG	TGTTAG	TATAAT	AGCTTT
GAAGTT	AAGGGA	TCATTC	TGGTCT
GCAGGA	GCACCC	TCCCGA	ACCGGC
GTATTA	TACGTG	TCGAAG	AAAAGT
TCACAT	TTAGGC	AAACAC	ACATCT

Total adaptors length 118 pb

The barcoding oligos given in the table are a selection of standard Illumina TrueSeq barcodes that have The best “Hamming distance” barcode to complete a line (32 samples*5 million of reads each = 160 millions of reads); more barcode sequences can be found elsewhere.

If ordering from IDT, order them as “ultrameres” with no purification; this seems to be the best quality-cost balance. Remember that the barcode will be read in a reverse-complement orientation compared to the sequence in the table.

IC-P5   AATGATACGGCGACCAACCGA

IC-P7   CAAGCAGAAGACGGCATAACGA

antiT30   AAATTAGATCGGAAGAGCACAC

Figures

Figure 1. Degradation time (Step 1b). 0 in wells 1 and 2 mean samples without degradation. 8 mean 8 minutes of degradation, and so far.

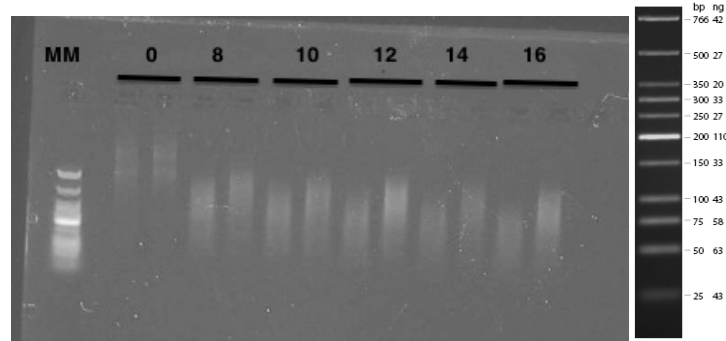

MM: Low molecular weight DNA ladder, New England BioLabs, Catalogue number N3233S. 2 % agarose gel, 100 ng RNA, 20 min 115 V.

Figure 2. cDNA PCR test

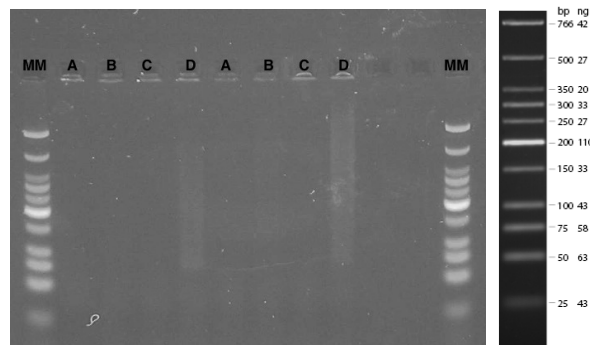

2% agarose, 10 ul PCR product loading, 35 minutes, 100 V. MM: Low molecular weight DNA ladder, New England BioLabs, Catalogue number N3233S. 2 % agarose gel, 100 ng RNA, 20 min 115 V.

Figure 3. Adaptors extension

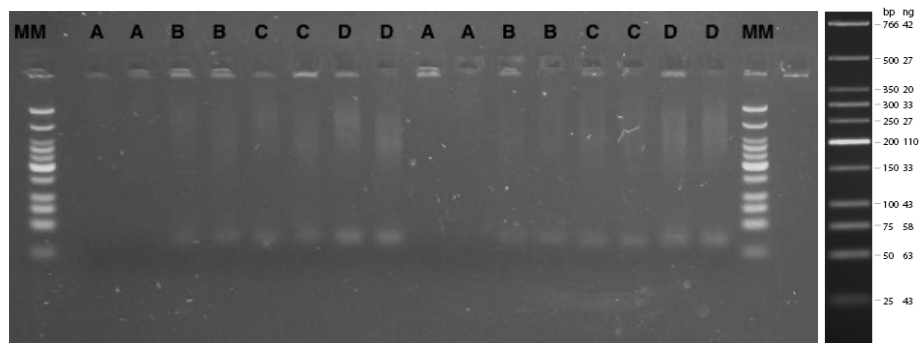

2 % agarose gel, 10 ul product, 30 minutes at 100 V.

Figure 4. Size selection

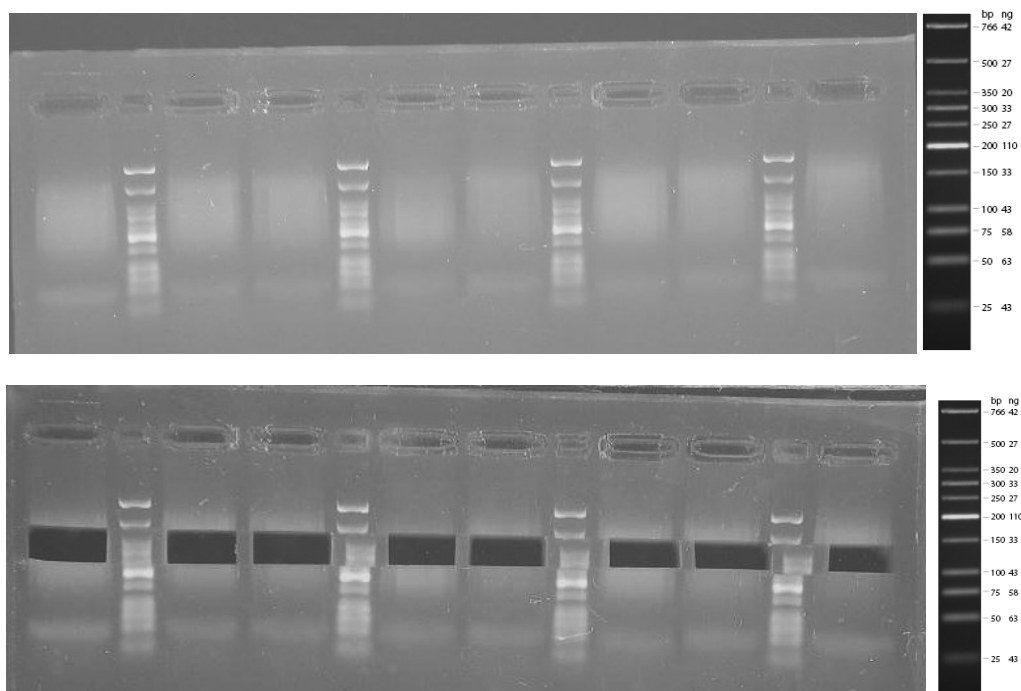

2 % agarose gel, 40 ul product, 45 minutes at 130 V.

Figure 5: Quality test

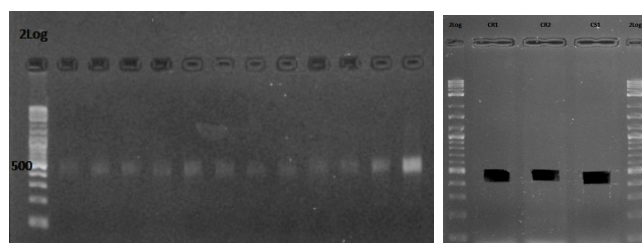

Submission process to Genomic Sequencing and Analysis Facility (GSAF):

1. Go to the GSAF homepage

<https://wikis.utexas.edu/display/GSAF/Illumina+-+all+flavors>

Go to “how to submit samples to GSAF” and download the Excel spreadsheet “Sample_Submission_Template.xls”

2. Fill the Excel spreadsheet file. Take care to:
  1. Use just two decimal numbers in the concentration column
  2. Save the file with .xls extension (Excel 97-2004 workbook).
3. In the GSAF homepage go to “submit Samples to the GSAF” and then open “online project submission form”
  - In the field “brief job description” put:
“3’ tag RNA-seq libraries and please retain CIF images files from seq run” and submit the job, take note to the Job Request number and wait for the JA number (It can take one or two days).
  - In requested platform: HiSeq 2500 run
  - In requested RunType: SR 100
4. Meanwhile do the mix with the data from qPCR (Step 5e).
5. Put the JA number int the tube (cap and body) and bring it to the GSAF facility room MBB 4.102. And wait the long queue.... for the data.

Bibliography

Meyer, E., et al. (2011). "Profiling gene expression responses of coral larvae (*Acropora millepora*) to elevated temperature and settlement inducers using a novel RNA-Seq procedure." *Molecular ecology* 20: 3599-3616.

Plant RNA Extractions

1. Grind approx 0.1 g tissue by GenoGrinder to a good powder.
2. Add 1 mL of Trizol reagent to the ground powder in the tube and mix immediately.

Note: Do not let ground plant tissue thaw without being in the presence of Trizol. The sample in Trizol can be stored at -80 °C for long term.

3. Add 200 µL of chloroform and shake vigorously by hand for approx 50 sec.
4. Let stand at room temperature for 10 min.
5. Centrifuge at 12,000g for 15 min at room temperature.
6. Carefully transfer 600 ul upper aqueous phase to a new tube

Note: ensure no interface debris is transferred.

7. Add 400 ul of isopropyl alcohol and invert to mix well.
8. Centrifuge at 12,000g for 15 min at room temperature.
9. Carefully discard supernatant.

Note: You can see the pellet at this step.

10. Add 500 ul cold 75% ethanol and invert the tube to float the pellet.

Note: The pellet of RNA can be stored in 75% ethanol at -80 °C for long term.

11. Centrifuge at 12,000g for 5 min at at room temperature.
12. Discard the supernatant. Centrifuge again for a short time and use the pipette to remove the residue.
13. Put the tube on the laminar flow bench and allow the pellet to air-dry for 10 min.

Note: Usually the pellet will turn clear after 10-20 min.

14. Dissolve the pellet in 30 μ L of RNase-free water by very gently sucking the liquid up and down with a pipet.

15. Quantify the RNA, check the purity and degradation, and either store at -20 or -80°C until used.

How the deposited data were processed for this re-analysis (not part of the article)

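RNA of 80 Mimulus guttatus plants was measured by 3′-Tag-Seq, 10 plants in each of 8 groups, 1 tissue sample per plant. The coastal perennial line was sampled at 2leaf, 4leaf, 6leaf, 8leaf and bud, and the inland annual line at 2leaf, 4leaf and bud. Groups, plant numbers and library pools were taken from the sample labels and the paper's methods. As the authors describe it, the counts were made before deposit by trimming reads with Cutadapt, aligning them with BWA-MEM to the M. guttatus v2.0 genome, keeping high-quality primary alignments with SAMtools and counting reads per gene with HTSeq 0.6.1. The authors checked read quality with FastQC. The values are whole numbers, not normalised. The table held 28140 genes, of which 2988 had a total of 0, so it had not been filtered for low counts. In it, 6 lines held labels and no gene, and 0 columns of counts lacked a sample.

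Totals per library ran from 1256776 to 6090402, with a median of 3839604. None of the 3160 pairs of libraries were identical. In simulated data built on the real libraries, with 100 genes changed at each fold, edgeR at 10 plants per group recovered 77% of 2-fold and 98% of 4-fold changes between the ecotypes at 2leaf, and 2.78% of its calls were unchanged genes. With voom and limma, 71% and 97% were recovered and 1.75% of the calls were unchanged genes. The simulation changed far fewer genes than differ in the data, drew them from genes with a mean of at least 10 counts and held no stage effect. Its shares therefore do not carry over directly to the real tests.

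All computation used R 4.3.3. The tests used edgeR 4.0.16 with filterByExpr on the design (minimum count 10, minimum total 15), TMM scaling and the quasi-likelihood F test on 60 libraries, in a model of genotype, stage and their interaction with Inland and 2leaf as reference levels. This gave 16735 tested genes, with Benjamini-Hochberg adjustment over them and a threshold of 0.05. The ecotype difference at 4leaf and in buds, and the stage differences within coastal plants, came from contrasts of the same fit. The 4 leaf stages of the coastal line were compared in a separate fit, with 14662 genes tested. The standard error of a log2 fold change was taken from the fold change and its F statistic. CPM were scaled by TMM over the 80 libraries.

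The PCA used DESeq2 1.42.0 on genes with more than 10 counts in more than 5 samples, with the variance stabilising transformation. Its parametric dispersion trend could not be fitted, and DESeq2 replaced it with a local regression. Errors of the variance shares came from 200 bootstrap draws of libraries. The share of library pool was tested with adonis2 of vegan 2.7.1. Scores of module hub genes were means of scaled variance-stabilised values, compared by permutation of plants (100000 permutations). Chance was assessed with 50 splits of the samples, the real one included, and groups of genes with 1000 random sets of like expression. Outlying plants were found with Dixon's ratio, the gap to the nearest plant divided by the range of the group.

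Genes named in the text follow a rule set before the data were examined. The rule covers all 107 genes that the paper names by identifier, of which 104 could be tested, and the 5 largest changes per contrast and direction. The latter are among called genes with a mean of at least 10 counts in a group compared, and 2 of them were to be printed. The text departs from this. It prints 2 per direction for the ecotypes at 2leaf, and 1 for bud against 2leaf, where the lower gene is the second by size. For the other contrasts it prints none. The paper chose many of its named genes on these samples, and its values for them had been seen.

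Before the data were examined, 27 alternatives were set. They were other tests (voom with limma 3.58.1, and DESeq2), other scalings, other filters on low counts, library pool as a term, the plant number as a replicate block, all 80 libraries in 1 fit, averaged contrasts, fits within pools, other inputs to the PCA and the hub scores, and a fold threshold for shared calls. A further 5 alternatives were chosen after the data were seen. The plant numbers come from the sample labels, and nothing states that equal numbers in different groups share a parent, day or tray.

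The gene ontology and pathway tests and the co-expression network of the paper were not run here. Lists of marker genes written by gene symbol (17 lists) were not used, because 0 of the 28140 identifiers occur in the reference table that pairs locus tags with symbols. The raw reads were not used here.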

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

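All counts over other splits of the samples, and the tests of how jasmonic acid (JA) genes vary between coastal 4leaf plants, were chosen only after the results were seen, whereas the tests on inland plant 4 were set before. A split that mixes real groups adds their differences to the spread within groups, and can so call fewer genes. With 50 splits, no share under 1 of 50 can be shown.

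Coastal leaves of the 6leaf and 8leaf stages, which the paper shows in its PCA and leaves out of its gene tests, differed widely from coastal leaves at 2leaf. At 6leaf, 5918 of 14662 genes differed and at 8leaf 6954, while 101 differed between 8leaf and 6leaf. Of 50 splits of the coastal leaf samples, the real one included, only the real one, 1 split, reached the count for 6leaf (highest other 2) and 1 for 8leaf (highest other 0). This argues against chance for both, as far as 50 splits can. The same holds for 4leaf against 2leaf in coastal plants, where 2262 genes differed, 1 of 50 splits reached that number and the highest other gave 1.

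The ecotype difference changed between 2leaf and bud, by the interaction term, for 6 of the 7 genes whose levels were followed over the stages. The change in log2 fold change was 9.70 for CYP94C1 (Migut.D02345, adjusted p = 2.38e-14), 8.55 for CYP94B3 (Migut.D01265, 1.77e-12), 3.69 for CYP94B1 (Migut.D00397, 2.01e-09), 1.78 for JAZ9 (Migut.E00464, 1e-07), -2.63 for GA3ox1 (Migut.I00834, 5.52e-06) and -2.05 for SOS1 (Migut.E00570, 3.42e-14). For DELLA (Migut.H02266) it was 0.49 and was not called (adjusted p = 0.45). For CYP94C1 and CYP94B3, coastal plants at 2leaf had 35 and 23 counts in all, so the size of these changes depends on few counts. Over all genes, the ecotype difference changed from 2leaf to bud for 6026, and 1 of 50 splits reached that number (highest other 0). These splits exchange ecotype labels and so remove the ecotype difference itself, and the change was not tested apart from it.

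The ecotype difference in hub gene scores also changed between 2leaf and bud for 8 of the 9 modules. Bud minus 2leaf, it was -0.627 for red, 1.28 for tan, -0.616 for turquoise, 0.402 for green, 0.912 for lightcyan, 0.492 for blue and 0.724 for greenyellow, each with a permutation p of 1e-05 (adjusted 1.29e-05), the smallest the permutations can give. For black it was 0.396 (p = 0.00227, adjusted 0.00255), and for cyan 0.135 (p = 0.70). The paper chose the hub genes on these samples, by how closely they follow their module, so these p-values are not independent evidence of a change.

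The ecotype and stage counts of the paper's model were set against 50 splits each. For the real value and the highest other, these were 8402 and 320 genes between the ecotypes at 2leaf, 1444 and 37 with an absolute log2 fold change over 2, 9618 and 6054 at 4leaf, 10715 and 6 in buds, and 1084 and 477 for the 4leaf interaction. Between bud and 2leaf they were 12343 and 9131 within inland plants, 3792 and 1834 over a log2 fold change of 2, and 11331 and 3776 within coastal plants. In each of these comparisons 1 of 50 splits, the real one, was as large, which argues against chance as far as 50 splits can. For the 4leaf interaction, exchanging ecotype labels also removes the ecotype difference itself, so the interaction was not tested apart from it. Between 4leaf and 2leaf of inland plants, 2829 genes differed and 3 of 50 splits were as large (highest 3940), so these splits cannot exclude chance. These splits also exchange bud labels, and with the buds kept in place 1 of 50 splits was as large (highest other 557), which argues against chance under that scheme.

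A plant stood apart from the other 9 of its group in 14 of 142 groups examined, where chance sets apart about 5 percent. The ratios below are the gap to the nearest plant divided by the range of the group. Inland bud plant 7 had the highest total of counts, 6090402 (ratio 0.501). On PC2, coastal 2leaf plant 9 was at -21.4 (next -13.5, ratio 0.538) and inland 4leaf plant 4 at 32.5 (next 55.3, ratio 0.532). Inland 2leaf plant 10 was low in the black hub score at -0.521 (next -0.20, ratio 0.477) and plant 2 in the greenyellow hub score at 0.929 (next 1.21, ratio 0.52). In CPM, coastal 4leaf plant 6 was high for CYP94C1 at 37.8 (next 9.21, ratio 0.756), CYP94B3 at 26.4 (next 9.20, ratio 0.652) and CYP94B1 at 19.0 (next 7.84, ratio 0.668).
In coastal 6leaf plants, plant 9 was high for CYP94C1 at 2.95 CPM (next 1.00, ratio 0.66), and plant 10 for CYP94B3 at 1.80 (next 0.519, ratio 0.712) and CYP94B1 at 13.8 (next 6.74, ratio 0.639). At 8leaf, coastal plant 5 was at 0.811 CPM for CYP94B3 (next 0.417, ratio 0.485). Inland 4leaf plant 8 was high for JAZ9 at 124 CPM (next 83.9, ratio 0.601), and plant 2 for GA3ox1 at 5.58 (next 2.95, ratio 0.472). Of the 14, 9 are CPM of single genes, most of them at low levels. JAZ9, with the other inland 4leaf plants at 57.3 to 83.9 CPM, was not at a low level. Whether long upper tails at low levels account for the rest was not tested.

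Inland 4leaf plant 4 was nearer to the coastal leaves on PC2 than the other inland leaves. Reads from coastal libraries are argued against, since genes almost silent in other inland leaves reached 1.66% of their coastal level in this library (28 genes), within the 1.99% seen among the others. Bud tissue is argued against too, since bud genes reached 0.848% of their bud level (365 genes), above the highest other library at 0.699% but far under the 20% set in advance for such a mixture. Low depth is argued against, since the plant still stood apart with a ratio of 0.541 when the others were thinned to its total of 2392212 counts. A state of this plant or its handling stays open and was not tested, and without it the counts were 8497 genes between ecotypes at 2leaf, 2669 for 4leaf, 12396 for bud, and 1457 and 6168 for the interactions (a fit chosen after the data were seen).

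Across coastal 4leaf plants, the 17 JA catabolism and JAZ genes rose and fell together, with a mean pairwise correlation of 0.327. A scaling shared by all genes is argued against, since 0 of 1000 random sets of like expression reached that value (95% of them lay under 0.0568). Library pool cannot be told apart in this group, because after subtracting pool means the correlation was 0.0766 and 40 of 1000 random sets were as high, with only 2 or 3 plants per pool. Over all 8 groups, pool is argued against as the whole cause, since the correlation after subtracting the mean of each pool within each group was 0.174 (0 of 1000 random sets as high, 95% of them under 0.0303). A jasmonate state that differs between plants stays open as well. Of 11 other JA genes, 90.9% correlated positively with the score of the 17 (AOS Migut.J00934 0.977, NINJA -0.463), but after subtracting pool means only 7 of the 11 did, and jasmonates were not measured.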

How the results depend on the processing

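The alternatives without single libraries (that for the CYP94 levels included), the combined voom and genotype filter, and the second PCA filter were chosen only after the results were seen, and all others were set before the data were examined. Of 118 counts of genes under the alternatives, with fits within library pools counted for the ecotypes at 2leaf alone, 113 stayed within 1.5 times the reported count. Over 11 alternatives the ranges were 6082 to 9601 between ecotypes at 2leaf, 2224 to 4214 for 4leaf, 8955 to 14126 for bud, 860 to 1431 for the 4leaf interaction and 4797 to 6605 for the bud interaction. The lowest of each came from filterByExpr without groups, which tests 11716 genes. Between ecotypes at 2leaf, the counts higher and lower stayed within 1.5 times too. With library size alone, 4leaf had 3764 genes higher and 450 lower (1475 and 1354 as reported) and bud had 11051 higher and 2714 lower (6978 and 5365). The share higher moved by over 10 points with library size alone, to 89.3% for 4leaf (from 52.1%), 80.3% for bud (from 56.5%) and 20.7% for the 4leaf interaction (from 39.2%), and with upper-quartile factors to 63.6% for the bud interaction (from 51.5%). With library size alone, the median log2 fold change of all genes lies at 0.24 for 4leaf (0 as reported), 1.0 for bud (0.16) and 0.12 between ecotypes (0.0017), and bud against 2leaf in coastal plants has 83.8% higher (from 57.8%). With upper-quartile factors the median for the bud interaction lies at 0.14 (-0.0021). Between the ecotypes in buds, 5247 genes higher and 5468 lower in coastal plants became 6266 and 4544 with upper-quartile factors and 5924 and 4603 with library size alone, so which direction holds more genes depends on the scaling.

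Outside these limits, within library pools, with 2 or 3 plants per group, 3968, 3873, 3241 and 3570 genes differed between ecotypes at 2leaf, and fewer plants enter each fit. The pools gave 65 to 1280 genes for 4leaf, 8094 to 8983 for bud, 26 to 48 for the 4leaf interaction and 1264 to 1787 for the bud interaction, and, between ecotypes, 3667 to 5354 at 4leaf and 4698 to 6661 in buds. Without inland 4leaf plant 4, coastal 2leaf plant 9 and inland bud plants 6 and 7, 1650 genes differed in the 4leaf interaction, and the cause was not tested. Over a log2 fold change of 2, filterByExpr without groups gave 316 genes between ecotypes and 1661 for bud, and with the genotypes as groups 944 and 2358, since fewer low-count genes are tested. With no filter, 2642 differed between ecotypes, since more are tested. Voom with the genotype filter gave 2355 for bud. With shared calls held to a log2 fold change over 1, which lets fewer genes pass, 2832, 1998 and 2337 went the same way and 18, 196 and 212 opposite ways for 2leaf and 4leaf, 2leaf and bud, and 4leaf and bud. Pool as a term gave 167 genes for coastal 8leaf against 6leaf, and the cause was not tested.

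PC1 held 77.6% and PC2 12.7% with the 500 most variable genes, 49.8% and 21.0% with log2 CPM, 55.7% and 18.8% with the 60 libraries, and PC1 51.6% with at least 10 counts in at least 5 samples. Of 135 hub comparisons, 130 were unchanged in direction and side of the threshold. Medians of the hub genes lost the call for red, bud against 2leaf in coastal plants (0.204), turquoise at 4leaf (-0.0919), lightcyan in buds (-0.0738) and blue at 2leaf (-0.0759), and log2 CPM gained it for tan at 4leaf (-0.125). The cause was not tested. With filterByExpr without groups, 3 JAZ genes were called higher in inland plants and 1 JA biosynthesis gene higher in coastal plants, as fewer of each list are tested.

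Averaged over stages, 5 of the genes whose 2leaf difference the text gives took the other sign between the ecotypes, at 0.30 for ST2A Migut.B01186, 0.055 for JAZ3 Migut.D02043, -0.14 for PIF1 Migut.D00504, 0.42 for DELLA Migut.H02266 and -0.0195 for CIPK8 Migut.N02833. Averaging mixes in 4leaf and bud. Over all tested genes of the paper, 1464 of 1498 values between ecotypes, 1431 of 1498 for bud and 1375 of 1394 for the bud interaction were unchanged in direction and call. Of the others, 12, 22 and 1 took the other sign. All 12 between ecotypes came from averaging over stages, the 7 beyond the 5 above being EHD1 (Migut.H01794) and 6 of the 7 blue hub genes, among them APX4 (Migut.C00083) at 0.28, CSP41A (Migut.D00296) at 0.22 and RPL4 (Migut.N00890) at 0.23, the 22 for bud from averaging over genotypes (12) or library size alone (10), and the 1 from voom.

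With the plant number as a replicate block, 8367, 2715, 12311, 1021 and 6076 genes differed in the 5 contrasts, of which 8241, 2613, 12218, 970 and 5873 were also called without it. Equal numbers do not mark related samples, since libraries of the same number had a mean correlation of -0.00209 and others 0.000239. At the depth of these libraries, 77% of 2-fold and 98% of 4-fold changes were recovered in simulation. There, far fewer genes changed than in the data, none of them of low count, and no stage effect was included. Smaller changes and other depths were not simulated. Without coastal 4leaf plant 6, the coastal 4leaf means were 1.86 CPM for CYP94C1 (Migut.D02345, from 5.45), 2.70 for CYP94B3 (Migut.D01265, from 5.08) and 5.48 for CYP94B1 (Migut.D00397, from 6.83).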

Differences from the paper's values

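Of the alternatives below, the second PCA filter, voom combined with the genotype filter and the levels without a coastal 4leaf plant were chosen only after the results were seen.

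The median depth of a library was 7403646 in the paper and 3839604 here (SD 961000). The paper gives reads per sample and does not state whether they were counted before or after alignment. The value here is of counts assigned to genes, and the measures were not shown to be the same. No alternative applies.

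Between the ecotypes at 2leaf, the paper gives 926 genes with a log2 fold change over 2, and 1444 were found here. The paper tested 13920 genes and 16735 were tested here, so these counts are over unlike sets of genes. Of the alternatives set before the data were examined, voom and limma (1389), filterByExpr with the genotypes as groups (944) and the average over stages (1246) lie within 1.5 times of the paper's number, and DESeq2 (1478), RLE (1446), upper-quartile (1445) and library-size scaling (1431), filterByExpr without groups (316), no filter (2642), pool as a term (1464), the replicate block (1452) and all 80 libraries (1452) do not. For bud against 2leaf, the paper gives 2347 and 3792 were found here. Within 1.5 times of the paper's number are filterByExpr without groups (1661), with the genotypes as groups (2358) and the average over genotypes (3348). Voom and limma (3727), DESeq2 (3843), RLE (3796), upper-quartile (3824) and library-size scaling (4493), no filter (5350), pool as a term (3803), the replicate block (3803) and all 80 libraries (3807) are not. Voom with the genotype filter, chosen after seeing the values, gives 974 and 2355 and tests 14197 genes, and of 84 genes that the paper names and that were called between the ecotypes at 2leaf here, 5 are not called by it.

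For the DELLA gene (Migut.H02266) between bud and 2leaf, the paper's adjusted p is 8.49e-09 and the one here 3.91e-12, at log2 fold changes of -3.17 in the paper and -3.21 here. None of the alternatives reaches within 1.5 times of the paper's p, and they range from 5.33e-18 (DESeq2) to 1.03e-07 (library size alone), with 2.23e-09 for voom and limma.

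The paper gives CYP94B1 a log2 fold change of -9.09 between the ecotypes and a 40-fold higher inland level at 2leaf. The gene it labels CYP94B1 in Fig. 2 (Migut.D00397) was at -2.17 here, and the one it labels CYP94B3 there (Migut.D01265) at -7.89, and neither reaches the paper's value under any alternative that kept it. Fig. 4 prints the identifier of the second under the name CYP94B1. The gene labelled CYP94C1 (Migut.D02345) was at -8.96, within its error of the paper's value, as it was under the alternatives that kept the gene, except the average over stages (-4.53), with -9.09 for voom and limma. By value, the paper's log2 fold change is thus that of Migut.D02345 and not of the gene labelled CYP94B1 in Fig. 2. The ratio of mean CPM at 2leaf, inland over coastal, was 4.61 for Migut.D00397 (error 0.76), 273 for Migut.D01265 (error 105) and 550 for Migut.D02345 (error 124). The paper gives 40, and no alternative was run for this ratio. For its value the paper cites Fig. 4, which shows variance-stabilised values, so the measures may not be the same.

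The paper ranks CYP94B1 first of all genes by size, while Migut.D02345 was at rank 5 here by size, and at rank 1 with voom and limma, an alternative set before the data were examined. The paper calls its coastal level low and even across stages, citing Fig. 4, while Migut.D01265, whose identifier that figure prints, was at 0.684 CPM at 2leaf, 5.08 at 4leaf and 5.61 in buds of coastal plants. In the same plants, Migut.D02345 was at 1.07, 5.45 and 20.9 CPM. The 4leaf means rest largely on plant 6 (26.4 and 37.8 CPM), and without it they were 2.70 and 1.86. These levels are low beside the inland 187 and 588 CPM at 2leaf. Fig. 4 shows variance-stabilised values and not CPM, so the scales are not the same. Fig. 4 places JAZ9 and SOS1 past a log2 fold change of 2, where Migut.E00464 was at -1.989 and Migut.E00570 at 1.998 here, and at -2.08 and 2.01 with voom and limma. The paper reports no clustering by library pool in its heat map, while pool took 2.67% of the distances here (p = 0.001, the smallest the permutations can give) beside 81.3% for the groups. The PCA kept 17599 genes with the filter as the paper words it, and 18054, the paper's number, with at least 10 counts in at least 5 samples, a filter chosen after the values were seen. Fig. 2 prints the identifier Migut.J00934 under both AOS and OPR3.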

Other observations

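The tests on neighbouring genes and on the JA score against the ecotype difference were set before their results were seen. The test of library pool for the JA score, the count of genes with almost no counts in 1 of the lines, and the choice of genes in later leaves were made only after the results were seen. So were the correlations between JA genes in each group and those of the JA score with PC2.

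The hub genes that the paper names for its cyan and blue modules changed in later leaves of coastal plants. At these stages 5918 (6leaf) and 6954 (8leaf) of 14662 genes differed from 2leaf, and no class of genes was tested. All 6 cyan hub genes rose from 2leaf to 6leaf (log2 fold changes of 1.63 to 1.81) and to 8leaf (1.77 to 2.11), in each of the 4 library pools. Histone H2A6 (Migut.D02117) was at 2.11 (SE 0.226, adjusted p = 3.92e-10, n = 10 plants per group) at 8leaf, and the cyclin-dependent kinase Migut.C00348 at 1.84 (SE 0.195, adjusted p = 2.75e-10). All 7 blue hub genes fell by 8leaf, with changes of -0.91 to -0.32, in each pool, among them PPL1 (Migut.B00505) at -0.91 (SE 0.108, adjusted p = 3.51e-09). At 6leaf, RPL4 (Migut.N00890) of the blue module was not called (-0.09, adjusted p = 0.372).

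Other genes that the paper names went different ways in the same leaves. GA3ox1 (Migut.I00834) changed by -1.29 at 6leaf (adjusted p = 0.000165) and by -2.15 at 8leaf (SE 0.281, adjusted p = 2.84e-08), HKT1 (Migut.L01905) by -1.71 and -2.32 (SE 0.295, adjusted p = 1.65e-08), and SOS1 (Migut.E00570) by -0.72 and -0.65 (adjusted p = 4.63e-06), all lower in 4 of 4 pools. GA20ox1 (Migut.F00399), DELLA (Migut.H02266) and CBL10 (Migut.A00138) were not called at either stage, CIPK8 (Migut.N02833) was called at 6leaf alone (-0.28, adjusted p = 0.0327), and SOS3 (Migut.F00215) rose by 0.59 at 8leaf (adjusted p = 0.035).

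JA genes also went both ways. Of the 36 JA genes of Fig. 2, 28 could be tested in coastal leaves, and against 2leaf 5 were higher and 1 lower at 4leaf, 3 and 8 at 6leaf, and 4 and 9 at 8leaf. Among the lower ones, MYC6 (Migut.E01090) changed by -0.29, -0.82 and -0.97 at 4leaf, 6leaf and 8leaf (adjusted p = 0.0389, 1.68e-08 and 1.35e-10), LOX2 (Migut.D00552) by -1.42 and -1.30 at 6leaf and 8leaf (adjusted p = 2.34e-05 and 5.15e-05), and JAZ3 (Migut.D02043) by -0.45 and -0.53 (adjusted p = 0.00774 and 0.00141). At 4leaf, JAZ1 (Migut.L01582) rose by 1.74 (adjusted p = 0.000478) and MYC2 (Migut.E00934) by 1.0 (adjusted p = 0.000591), and neither was called at 6leaf or 8leaf. The other MYC2 gene (Migut.B01912) rose by 1.74, 1.70 and 1.81 and was called at 4leaf, 6leaf and 8leaf (adjusted p = 0.00565, 0.00179 and 0.00059).

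Many ecotype differences were found at more than 1 stage. Of the 16735 genes tested, 5054 differed between the ecotypes at all 3 stages, 4554 of them in the same direction (2414 higher in coastal and 2140 in inland plants), and 2478 at none. At both 2leaf and bud, 5100 went the same way and 885 opposite ways, where chance would give 2689 and 2691. Of the 885, 425 were higher in coastal plants at 2leaf and 460 in inland plants. Some genes had almost no counts in 1 of the lines. With a mean of at least 10 counts at each stage and at most 3 counts over the 30 libraries of the other line, 11 genes were counted in coastal and 8 in inland plants. Both lines were aligned to the same reference genome, and reads that fail to align in 1 line were not told apart from a lack of expression.

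Near-identical neighbouring genes could exchange reads where the lines differ in sequence, so that neighbours would differ in opposite directions. Of 122 pairs with consecutive gene numbers, both over 4-fold different at 2leaf, 38.5% (47) went opposite ways, under the 40.2 to 58.2% of shuffled fold changes. This leaves shared reads open. The bound set beforehand was wrong, because the pairs were chosen by number and not by sequence, and neighbours regulated alike would lower the share whether or not copies exchange reads.

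Whether a jasmonate state is part of the ecotype difference stays open. If it were, genes that rise with the JA score between coastal 4leaf plants would be those lower in coastal plants at 2leaf. The correlation across genes was -0.121, just outside the -0.113 to 0.0996 that held 90% of scores from random sets, and 25 of 1000 random sets were as low. After subtracting the means of the library pools within the group, the correlation was -0.00824 and 548 of 1000 random sets were as low. The score was 2.52 to 3.72 in the plants of pools 1 and 2 and 1.74 to 2.33 in those of pools 3 and 4, so pool could account for the first value and the test decides neither way.

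Within groups, the mean pairwise correlation of the 17 JA genes was 0.0839 in coastal plants at 2leaf, 0.278 at 6leaf, -0.0167 at 8leaf and 0.176 in buds, and 0.146 at 2leaf, 0.319 at 4leaf and 0.264 in buds of inland plants. Of 1000 random sets, 16 were as high for coastal 2leaf, 636 for coastal 8leaf and at most 1 for the other groups. Among inland 4leaf plants, the JA score followed PC2 with a Pearson correlation of 0.827 (adjusted p = 0.0462 over 8 groups), while the rank correlation was 0.636 (adjusted p = 0.44) and the Pearson correlation was 0.644 without the 2 plants farthest out. Plant 4 had the lowest JA score of the group, 4.09, and the next was at 4.55.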
